# PKM2 aggregation drives metabolism reprograming during aging process

**DOI:** 10.1038/s41467-024-50242-y

**Published:** 2024-07-09

**Authors:** Juntao Bie, Ridong Li, Yutong Li, Chen Song, Zhaoming Chen, Tianzhuo Zhang, Zhiheng Tang, Li Su, Liangyi Zhu, Jiaxin Wang, You Wan, Jun Chen, Xiaoyun Liu, Tingting Li, Jianyuan Luo

**Keywords:** Senescence, Protein aggregation, Target identification

## Abstract

While protein aggregation’s association with aging and age-related diseases is well-established, the specific proteins involved and whether dissolving them could alleviate aging remain unclear. Our research addresses this gap by uncovering the role of PKM2 aggregates in aging. We find that PKM2 forms aggregates in senescent cells and organs from aged mice, impairing its enzymatic activity and glycolytic flux, thereby driving cells into senescence. Through a rigorous two-step small molecule library screening, we identify two compounds, K35 and its analog K27, capable of dissolving PKM2 aggregates and alleviating senescence. Further experiments show that treatment with K35 and K27 not only alleviate aging-associated signatures but also extend the lifespan of naturally and prematurely aged mice. These findings provide compelling evidence for the involvement of PKM2 aggregates in inducing cellular senescence and aging phenotypes, and suggest that targeting these aggregates could be a promising strategy for anti-aging drug discovery.

## Abstract (web summary)

PKM2 is involved in the aging process but the mechanism remains elusive. Here, the authors show that PKM2 forms aggregates during aging and identify two small molecules which can dissolve the PKM2 aggregates and delay aging.

## Introduction

Aging is a progressive process characterized by the systemic deterioration of organs and tissues, often culminating in chronic diseases such as diabetes, cancer, cardiovascular disorders, and neurodegenerative diseases^1,2^. In recent years, the disruption of proteostasis has emerged as a well-recognized hallmark of aging^3–7^. It is principally guarded by the chaperone-mediated folding system and degradation pathways involving lysosomes or proteasome^7–9^. Dysfunction in either of these systems can precipitate the accumulation of aberrant protein aggregates within cells, thereby contributing to the onset and progression of aging-related pathologies such as Alzheimer’s disease, Parkinson’s disease, and cataracts^4,6^. Specific protein aggregates implicated in aging-related pathologies have been identified, including Tau, amyloid-β (Aβ), and α-synuclein (α-syn). Tau aggregation and Aβ plaques are widely acknowledged hallmarks of Alzheimer’s disease^10^, whereas α-synuclein aggregation is a prevalent feature in Parkinson’s disease and dementia with Lewy bodies (DLB)^11^. Furthermore, age-related cataracts are closely associated with the aggregation of γ-crystallins in the lens^12^. However, in the context of organismal aging, while protein aggregation has been established as a common phenomenon in the aging process^13^, specific protein aggregates contributing to aging have not been extensively reported in mammals. Notably, a singular study demonstrated that the aggregation of Whi3, an RNA-binding protein, induced aging in yeast cells^14^.

To date, there have been no therapies targeting specific protein aggregates for anti-aging purposes. However, researchers have focused on discovering agents to dissolve aggregates implicated in aging-related pathologies. In the late 1990s, phenothiazines were found to inhibit tau aggregation by blocking tau-tau interactions^15^. Over the ensuing decades, numerous compounds have been identified for their ability to dissolve aggregates of tau or Aβ^16^. Peptides containing amino acid residues from the α-synuclein aggregation interface have been designed to dissolve α-synuclein aggregates^17^. Additionally, several small molecules, including curcumin, have been reported to inhibit α-synuclein aggregation^18–20^. Many of these compounds that impair α-synuclein aggregation also inhibit the formation of Aβ and tau filaments^18^. Among these aggregate inhibitors, epigallocatechin gallate (EGCG) has garnered significant attention for its ability to dissolve aggregates of α-synuclein, tau, and Aβ^21,22^. In the case of cataracts, lanosterol, an amphipathic molecule enriched in the lens, has been shown to significantly reduce protein aggregates and restore eye function^23^. Similarly, targeting the dissolution of protein aggregates that accelerate aging may hold promise for the development of anti-aging agents.

In this study, we conducted an analysis of lysosomal proteomics from young and senescent cells, leading us to uncover the role of Pyruvate Kinase M2 (PKM2) aggregates in the aging process. In senescent cells, PKM2 tends to aggregate along with other glycolytic enzymes, such as Glyceraldehyde-3-phosphate dehydrogenase (GAPDH), α-Enolase (ENO1), and others. Furthermore, we found that PKM2 aggregation accompany with impairment of PKM2 enzymatic activity and glycolytic flux in senescent cells, exacerbating senescent phenotypes. To identify compounds capable of dissolving PKM2 aggregates and alleviating senescence, we conducted a series of screenings. K35 and its analog K27 were identified as compounds capable of inhibiting the formation of PKM2 aggregates. Treatment with K35 or K27 restored PKM2 enzymatic activity and glycolytic flux. Further studies demonstrated that K35 or K27 not only alleviated cellular senescence but also extended the lifespan of mice.

## Results

### Lysosomes in senescent cells contain increased glycolytic enzymes than in young cells

The impairment of lysosomal function in senescent cells^24^ suggests that protein aggregates associated with senescence may accumulate in lysosomes without being digested. To identify potential aggregated proteins related to cellular senescence or aging, lysosomes were isolated from young and senescent cells and subjected to proteomic analysis using mass spectrometry. The differential expression of proteins was validated by Western blot and immunofluorescent imaging (Fig. 1a). By stably overexpressing TMEM192-3HA, a protein mainly distributed on the lysosomal membrane, lysosomes could be immunoprecipitated using HA magnetic beads^25^. The efficiency and purity of lysosomal isolation were examined by immunoblotting of corresponding organelle markers (Supplementary Fig. 1a). Low doses of etoposide were applied to induce senescence in HEK 293T cells, which had TMEM192-3HA stably overexpressed beforehand. The upregulation of p21 protein levels (Supplementary Fig. 1b), *p21* and senescence-associated secretory phenotype (SASP) mRNA levels (Supplementary Fig. 1c), and increased staining of senescence-associated β-galactosidase (SA-β-gal) (Supplementary Fig. 1d) demonstrated successful establishment of etoposide-induced senescence in HEK 293T (TMEM192-3HA) cells. Lysosomal proteins from young and etoposide-induced senescent cells were extracted for mass spectrometry-based protein identification (Supplementary Fig. 1e). Analysis of the mass spectrometry data revealed that most glycolytic proteins were upregulated in lysosomes of senescent cells (Fig. 1b, c), including PKM2 rather than PKM1 (Supplementary Fig. 1f). Western blot analysis revealed that these glycolytic enzymes gradually enriched in lysosomes during the etoposide-induced senescence process (Fig. 1d). Additionally, immunofluorescent imaging showed that both PKM2 (Fig. 1e, f) and Glucose-6-phosphate isomerase (GPI) (Supplementary Fig. 1g, h) gradually entered lysosomes following etoposide treatment. Overall, most glycolytic enzymes gradually accumulated in lysosomes during etoposide-induced senescence.

**Fig. 1:**
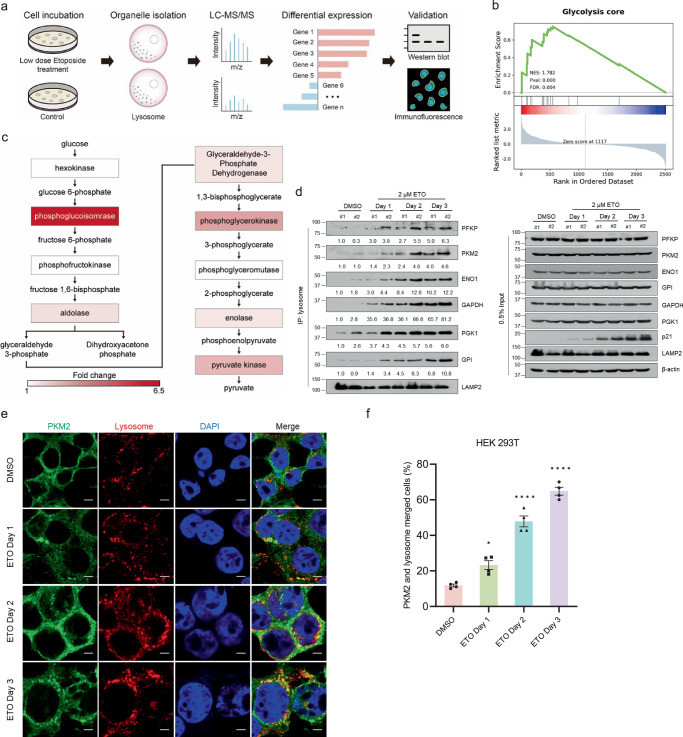
Lysosomes in senescent cells contain increased glycolytic enzymes than in young cells. **a** schematic diagram shows the process of isolating lysosomes from young and etoposide-induced senescent cells and the subsequent identification and verification. **b** GSEA plot of core components in glycolysis pathway according to the fold change scores in (**a**). **c** The Glycolysis pathway in which the increased glycolytic enzymes in lysosomes of senescent cells were marked in different levels of red. **d** Lysosome immunoprecipitation and subsequent immunoblotting analysis in HEK 293T (TMEM192-3HA) cells treated with 2 μM etoposide (ETO) for indicated days. **e**, **f** Representative images (**e**) and quantification (**f**) of PKM2 and lysosomes (indicated by HA staining) in HEK 293T (TMEM192-3HA) cells treated with 2 μM etoposide (ETO) for indicated days. Scale bar, 5 μm. *n* = 4 (four randomly captured images), one-way ANOVA was used, *P* = 0.0107 (DMSO vs. ETO Day 1). *P < 0.05, ****P < 0.0001. Error bars represent SEM. Source data are provided as a Source Data file.

### PKM2 aggregates accumulate in senescent cells and tissues of aged mice

Of the glycolytic enzymes that were enriched in lysosomes under etoposide treatment, PKM2 has been reported to be related with cellular senescence^26^. Besides, we found that PKM2 knockdown increased the staining of SA-β-gal (Supplementary Fig. 1i, j), and upregulated p21 protein level (Supplementary Fig. 1k), which indicated that PKM2 deficiency promoted cellular senescence. Consequently, PKM2 might be the potential protein we were looking for. Next, we thoroughly investigate the aggregating possibility of PKM2 in the aging process. Indeed, we observed that PKM2 tended to aggregate in etoposide-induced senescent cells (Fig. 2a, Supplementary Fig. 2a–c) as well as other genotoxic agents-induced senescent cells (Supplementary Fig. 2d) or ROS-induced senescent cells (Supplementary Fig. 2e). Moreover, PKM2 aggregates also increased during the progression of replicative senescence (Fig. 2b) or oncogene-induced senescence (Supplementary Fig. 2f) in human fibroblasts. Also, we found that PKM1 could form protein aggregates (Supplementary Fig. 2g). By high-content imaging, we also found the stably overexpressed sfcherry-PKM2 gradually aggregated in HeLa cells following exposure to etoposide (2 μM), which meant the formation of PKM2 aggregates was dynamic (Supplementary Fig. 2h, i). In addition to cellular senescence, PKM2 exhibited more aggregation in the liver and brain tissue of aged mice (Fig. 2c, Supplementary Fig. 3a). Outside of the cellular system, PKM2 was able to aggregate in vitro (Supplementary Fig. 3b) which was regulated by protein and salt concentration (Fig. 2d). As the confocal images (Fig. 1e) showed that not all PKM2 aggregates merged with lysosomes, it was unlikely that the appearance of PKM2 aggregation was due to its accumulation in lysosomes. To exclude the possibility that PKM2 aggregates might be mistaken because of its translocation to mitochondria, PKM2 and citrate synthase (CS) were stained together and then subjected to immunofluorescent imaging. The lack of merging of PKM2 and CS indicated that PKM2 aggregates were not related to mitochondria (Fig. 2e). Similarly, we found that PKM2 aggregates differed from stress granules (Supplementary Fig. 3c) by staining PKM2 together with stress granule marker, G3BP1. PKM2 protein is usually divided into N, A1, B, A2 and C domains (Fig. 2f). Different PKM2 truncated variants deleted with one of these domains were constructed and subjected to observing the possibility of PKM2 aggregation in vivo and in vitro. PKM2 with A1 or A2 or C domain deletion tended to form abnormal plaque in vivo (Fig. 2g, Supplementary Fig. 3d) and in vitro (Fig. 2h, Supplementary Fig. 3e) which revealed that these three domains were vital for the propensity of PKM2 aggregating. As for the influence on cellular senescence of the truncated PKM2, transfection of PKM2 constructs with A1 or A2 or C domain deletion resulted in upregulation of SASP mRNA levels (Supplementary Fig. 3f), upregulated p21 protein level (Supplementary Fig. 3g) and increased staining of SA-β-gal (Supplementary Fig. 3h, i), which are common features of senescent cells. To directly evaluate the effects of PKM2 aggregates on senescence or aging in vivo, we overexpressed wild-type Pkm2 and aggregate-prone Pkm2 mutant (A2 domain deletion) in mice via AAV9 system. The body weight of these mice was recorded every week (Supplementary Fig. 3j). After 14 weeks, the mice were subjected to physical test and then sacrificed for an evaluation of senescent markers. The results showed that the mice transduced with aggregate-prone Pkm2 mutant (A2 domain deletion) exhibited weaker physical fitness (Fig. 2i), upregulated level of SASP factors (Fig. 2j) and p*21*, *p16* mRNA (Supplementary Fig. 3k), which indicated higher degree of aging. The above data demonstrated that PKM2 aggregation is the driving force to inducing cellular senescence or aging in vivo.

**Fig. 2:**
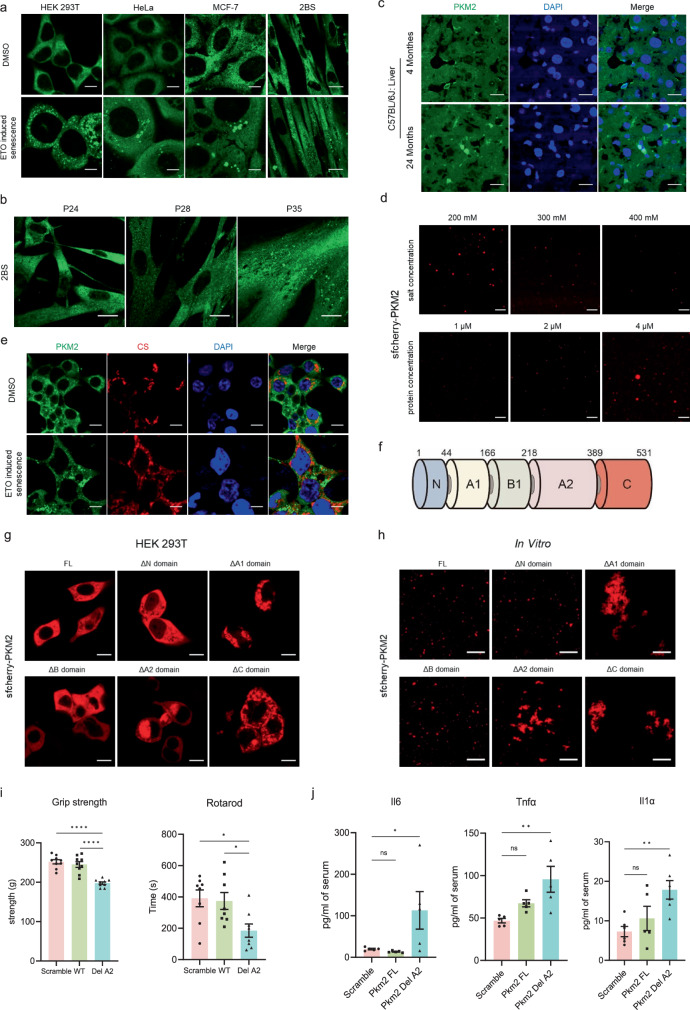
PKM2 aggregates accumulate in senescent cells. **a** Immunofluorescent imaging of PKM2 in HEK 293T, HeLa, MCF-7, 2BS cells treated with 2 μM etoposide (ETO) for three days. Scale bar, 20 μm for 2BS, 10 μm for the others. **b** Immunofluorescent imaging of PKM2 in fibroblasts 2BS with different passages. Scale bar, 20 μm. **c** Immunofluorescent imaging of PKM2 in frozen section of liver from young and aged mice. Scale bar, 20 μm. **d** Confocal microscopy of purified sfcherry-PKM2 in vitro under different protein concentration and salt concentration. Scale bar, 10 μm. **e** Immunofluorescent imaging of PKM2 and CS (citrate synthase, mitochondria marker) in senescent HEK 293T cells induced by 2 μM etoposide (ETO). Scale bar, 10 μm. **f** Schematic diagram showing the five domains of PKM2. **g** Fluorescent imaging of sfcherry-PKM2 in HEK 293T cells transfected with full length or truncated variants of PKM2. Scale bar, 10 μm. **h** Fluorescent imaging of purified full length or truncated variants of PKM2 in vitro. Scale bar, 10 μm. **i** Tests of grip strength (left, *n* = 9 mice) and rotarod time (right, *n* = 8 mice) were performed in mice overexpressed with wild-type Pkm2 and aggregate-prone Pkm2 mutant (A2 domain deletion) via AAV9 system for 14 weeks. One-way ANOVA was used. *P* = 0.0225 (Scramble vs. Del A2), *P* = 0.0379 (WT vs. Del A2). **j** ELISA measurement of IL6, Tnfα, Il1α concentration in mouse serum of the mice (**i**). *n* = 5 mice, one-way ANOVA was used, *P* = 0.9789 (IL6: Scramble vs. Pkm2 FL), *P* = 0.0481 (IL6: Scramble vs. Pkm2 Del A2); *P* = 0.2388 (Tnfα: Scramble vs. Pkm2 FL), *P* = 0.0053 (Tnfα: Scramble vs. Pkm2 Del A2); *P* = 0.5077 (Il1α: Scramble vs. Pkm2 FL), *P* = 0.0080 (Il1α: Scramble vs. Pkm2 Del A2). NS, not significant, *P < 0.05, **P < 0.01, ****P < 0.0001. Error bars represent SEM.

### PKM2 aggregates comprise many glycolytic enzymes

PKM2 were capable of aggregating by exogenous expression of sfcherry-PKM2 in HeLa (Fig. 3a) and HEK 293T cells (Supplementary Fig. 4a). To identify the constituent of PKM2 aggregates, sfcherry-PKM2 aggregates were obtained from HeLa cells (Fig. 3a) and sorted using the Fluorescence-Activated Cell Sorting (FACS) technique (Fig. 3b, Supplementary Fig. 4b). The purified PKM2 aggregates were subjected to mass spectrometry (MS) analysis. The high abundance of PKM2 in MS results indicated the reliability of the sorting system. Besides PKM2, PKM2 aggregates were also comprised of many other glycolytic enzymes, such as GAPDH, ENO1, PFKP and so on (Fig. 3c). Intriguingly, the reciprocal interaction of these major constituents of PKM2 aggregates had been reported, and PKM2 possesses high propensity for self-assembly according to the algorithm proposed by Chen et al.^27^. This was supplemental evidence to support the existence of PKM2 aggregates (Fig. 3d). The existence of these proteins in PKM2 aggregates were confirmed by Western blot (Fig. 3e) and immunofluorescent imaging (Fig. 3f, g, Supplementary Fig.4c–g). HSPA8 (HSC70) was reported to be the chaperone targeting acetylated PKM2 for chaperone-mediated autophagy (CMA)^28^. Consequently, the partial colocalization of HSPA8 and PKM2 aggregates might count for their accumulation in lysosomes. HK2, which is the first rate-limiting enzyme in the glycolytic pathway, was not identified in the MS results of PKM2 aggregates. Further immunoblotting (Fig. 3e) and immunofluorescent imaging (Supplementary Fig. 4h) analyzes verified the absence of HK2 in PKM2 aggregates. To understand the necessity of PKM2 in the formation of the specific aggregates, HEK 293T cells were transduced with shRNA lentivirus targeting PKM2 followed by monitoring of PKM2-GAPDH aggregates using confocal microscopy. Upon etoposide treatment, PKM2-GAPDH aggregates could be induced in control cells but not in PKM2 knockdown cells (Fig. 3h), which demonstrated that PKM2 was the indispensable constituent of PKM2 aggregates. In conclusion, the components of PKM2 aggregates include not only the indispensable PKM2, but also many other glycolytic enzymes, which indicates the potential role of PKM2 aggregates in glycolysis.

**Fig. 3:**
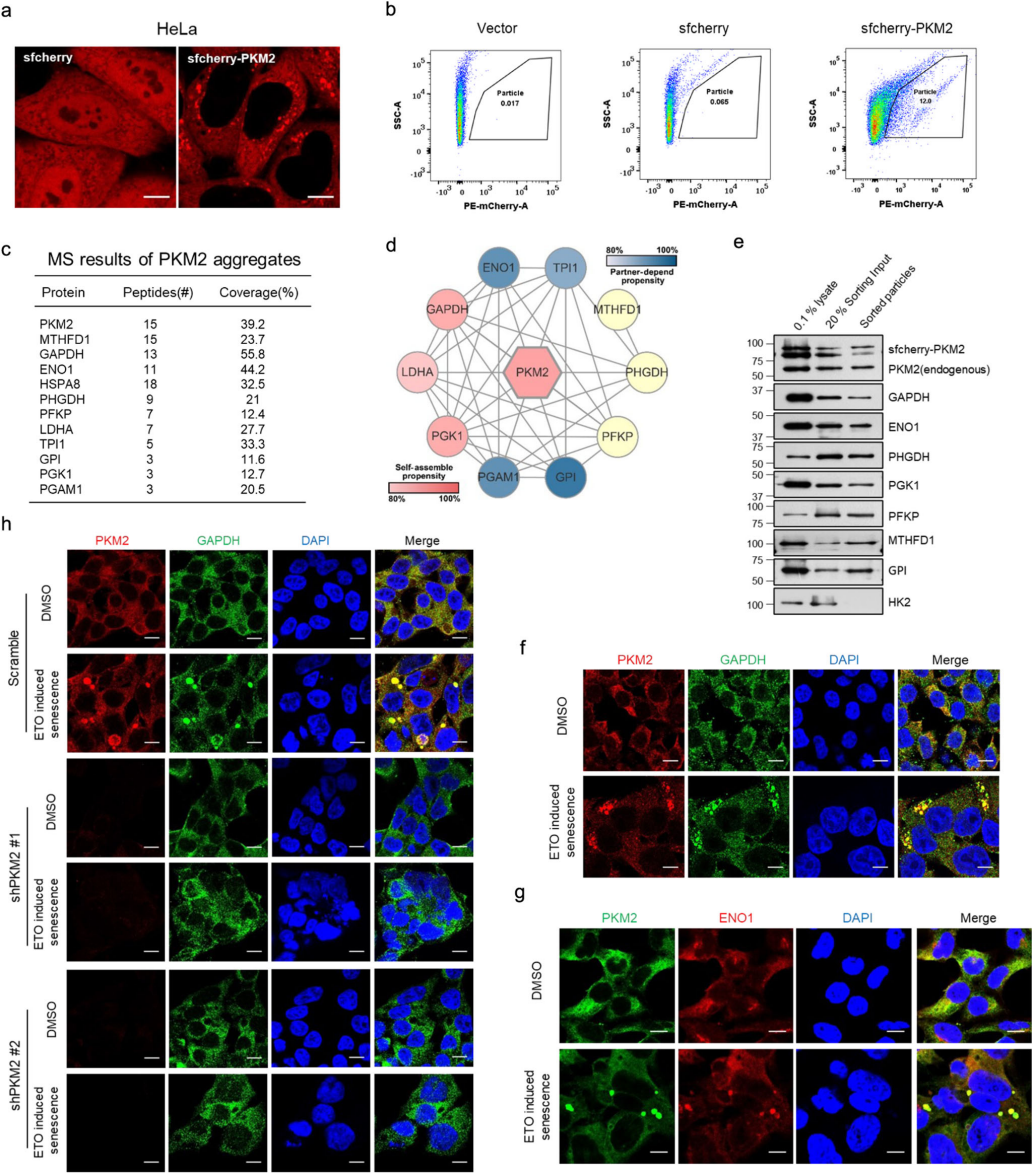
PKM2 aggregates comprise many glycolytic enzymes. **a** Confocal microscopy in HeLa cells stably expressed with sfcherry or sfcherry-PKM2. Scale bar, 10 μm. **b** HeLa cells stably expressed with vector, sfcherry, sfcherry-PKM2 were collected and lysed followed by FACS to isolate PKM2 aggregates. **c** The proteins with high abundance in the MS results of PKM2 aggregates isolated by FACS. **d** Schematic view of the PKM2 protein-protein interaction network collected from STRING. Proteins were colored according to the phase separation propensity predicted by PhaSePred. The line between two proteins indicated their interaction gathered from high or low throughput. **e** Immunoblotting of PKM2 and proteins with high abundance in the MS results of PKM2 aggregates. **f**, **g** Immunofluorescent imaging of PKM2 and GAPDH (**f**) or ENO1 (**g**) in senescent HEK 293T cells induced by 2 μM etoposide (ETO). Scale bar, 10 μm. **h** Immunofluorescent imaging of PKM2 and GAPDH in scramble or PKM2 knockdown HEK 293T cells treated with 2 μM etoposide (ETO). Scale bar, 10 μm. All the above experiments were repeated thrice on separate days with similar results. Source data are provided as a Source Data file.

### PKM2 enzymatic activity and glycolytic flux are impaired in senescent cells

We further investigated the direct effects of PKM2 aggregation. The simplest hypothesis is that PKM2 aggregates influence enzymatic activity of PKM2. Etoposide was used to induce senescence in HeLa (Fig. 4a) and HEK 293T cells (Supplementary Fig. 5a) which were then used to measure PKM2 enzymatic activity via PKM2-lactate dehydrogenase (LDH) coupled assay. The slope of NADH fluorescence reflecting PKM2 enzymatic activity significantly decreased upon etoposide-induced senescence (Fig. 4b, Supplementary Fig. 5b). Moreover, as the etoposide treating days extended, PKM2 enzymatic activity gradually weakened in HeLa (Fig. 4c, d) and HEK 293T cells (Supplementary Fig. 5c–f). PKM2 enzymatic activity was also suppressed in senescent HeLa cells induced by Camptothecin (CPT) and 5-Fluorouracil (5-FU) (Supplementary Fig. 5g, h). Besides the PKM2-lactate dehydrogenase (LDH) coupled assay mentioned above, a commercial kit adopting a different principle was also applied to measure PKM2 enzymatic activity and confirmed the same declined activity upon etoposide-induced senescence (Fig. 4e, Supplementary Fig. 5i). Besides DNA damaging-induced senescence, PKM2 enzymatic activity was also impaired in replicative senescent fibroblasts obtained by cell passaging via two independent measuring methods of PKM2 enzymatic activity (Fig. 4f–h). Because the protein amount of PKM2 remained unchanged in these senescent cells (Fig. 4c, g), the decrease of enzymatic activity might be the results of PKM2 aggregation. As PKM2 is one of the three rate-limiting enzymes of glycolysis, defects in PKM2 enzymatic activity will, more or less, influence glycolytic flux. As expected, production of lactate, which is the terminal product of glycolysis, significantly decreased in etoposide, CPT, or 5-FU-induced senescent cells (Fig. 4i–l, Supplementary Fig. 5j–l) and fibroblasts undergoing replicative senescence (Fig. 4m). These results revealed the decrease of PKM2 enzymatic activity and disturbances of glycolytic flux in senescent cells, accompanying with PKM2 aggregation.

**Fig. 4:**
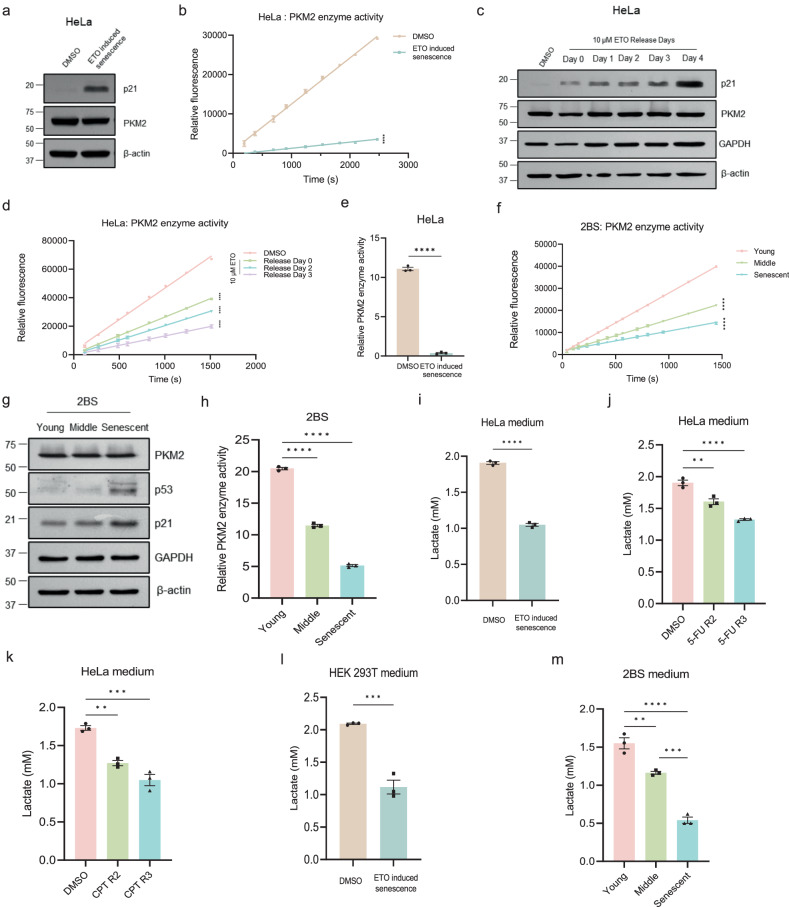
PKM2 enzymatic activity and glycolytic flux are impaired in senescent cells. **a**, **b** Immunoblotting of p21, PKM2 (**a**) and measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay (**b**) in HeLa cells treated with 2 μM etoposide (ETO) for three days. *n* = 3 (technical triplicates), Two-tailed unpaired. **c**, **d** Immunoblotting of p21, PKM2 (**c**) and measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay (**d**) in HeLa cells treated with 10 μM ETO for 24 h and release for indicated days. *n* = 3 (technical triplicates), one-way ANOVA. **e** Measurement of PKM2 enzymatic activity with a commercial kit (K709-100) in HeLa cells treated with 2 μM ETO for three days. *n* = 3 (biological replicates), Two-tailed unpaired t-test. **f**–**h** Immunoblotting of p53, p21 and PKM2 (**g**) and measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay (**f**) or using a commercial kit (K709-100) (**h**) in young, middle and senescent fibroblasts 2BS. *n* = 3 (**f**, technical triplicates). *n* = 3 (**h**, biological replicates), one-way ANOVA. **i** Quantification of lactate in the culture medium of HeLa cells treated with 10 μM ETO and released for three days. *n* = 3 (biological replicates), Two-tailed unpaired t-test. **j** Quantification of lactate in the culture medium of HeLa cells treated with 100 μM 5-Fluorouracil (5-FU) and released for indicated days. n = 3 (biological replicates), one-way ANOVA, *P* = 0.0023 (DMSO vs. 5-FU R2). **k** Quantification of lactate in the culture medium HeLa cells treated with 50 nM Camptothecin (CPT) and released for indicated days. *n* = 3 (biological replicates), one-way ANOVA, *P* = 0.0011 (DMSO vs. CPT R2), *P* = 0.0001 (DMSO vs. CPT R3). **l** Quantification of lactate in the culture medium of HEK 293T cells treated with 10 μM ETO and released for three days. *n* = 3 (biological replicates), Two-tailed unpaired t-test, *P* = 0.0008. **m** Quantification of lactate in culture medium of young, middle and old fibroblasts 2BS. *n* = 3 (biological replicates), one-way ANOVA, *P* = 0.0035 (Young vs. Middle), *P* = 0.0003 (Middle vs. Senescent). **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars represent SEM. Source data are provided as a Source Data file.

### Dispersing PKM2 aggregates impedes cellular senescence

As PKM2 aggregation impaired PKM2 enzymatic activity and therefore disturbed glycolytic flux and accelerated senescence, we speculated that compounds with the ability to disperse PKM2 aggregation might rescue PKM2 enzymatic activity and alleviate senescent phenotypes. To achieve this goal, we designed a two-step screening program to search for the ideal compounds (Fig. 5a). First, an in-house small molecule library was applied to measure PKM2 enzymatic activity using a PKM2-LDH-coupled assay for PKM2 agonists and antagonists which had higher possibilities to lessen PKM2 aggregation (Supplementary Fig. 6a). These agonists and antagonists could be divided into six categories according to their structures (Supplementary Fig. 6b). Second, the six representative compounds from each category were selected to evaluate their effects on PKM2 aggregation and senescence-associated phenotypes. One of the compounds, K35, was found to be the desired compound in dissipating PKM2 aggregates (Fig. 5b) and alleviating senescence-associated phenotypes (Fig. 5c–f, Supplementary Fig. 6c, d). However, the other five types of PKM2 activators or inhibitors had little effect on lessening PKM2 aggregation or even aggravating it (Supplementary Fig. 6e). For more potent compounds, eight analogs of K35 were evaluated for influence on PKM2 aggregation and senescent phenotypes which led to the identification of K27 as the most efficient compound (Fig. 5b, g, Supplementary Fig. 6f–j). Consequently, we picked K35 and K27 for further investigation. Besides HEK 293T cells, K35 and K27 could also reduce senescent phenotypes induced by etoposide in MCF-7 cells (Supplementary Fig. 6k) and fibroblasts (Fig. 5h, i, Supplementary Fig. 6l). Besides DNA damage-induced senescence, K35 and K27 also ameliorated replicative senescence in fibroblasts (Fig. 5j–l, Supplementary Fig. 7a). The EdU assay indicated that K35 and K27 could rescue repressed cell proliferation by etoposide (Fig. 5m, n, Supplementary Fig. 7b, c). In addition, both K35 and K27 were able to restore the reduced production of lactate due to DNA damage-induced senescence (Fig. 5o, Supplementary Fig. 7d, e) or replicative senescence (Fig. 5p). By measuring PKM2 enzymatic activity, we inferred that the underlying mechanism of these benefits to senescent cells might result from re-activating PKM2 by K35 or K27 (Fig. 5q, r, Supplementary Fig. 7f–h). To clarify the principle of PKM2 activation, we treated HeLa and HEK 293T cells with K35 and K27 but without etoposide, to see if PKM2 activation by these compounds is also seen in non-senescent cells with no PKM2 aggregation. The enzymatic assay indicated that only high concentration of K35 could significantly activate PKM2 in non-senescent cells, while K27 could not (Supplementary Fig. 7i). Consequently, K35 might own an aggregate-independent activation of PKM2 activity, while K27 might not. Cell viability assay of young or senescent cells treated with K35 or K27 showed the same trends, which didn’t support senolytic effects of K35 or K27 (Supplementary Fig. 7j–l). Molecular docking of PKM2 and K35 or K27 revealed that the two compounds localize at the interface of two PKM2 monomer (Supplementary Fig. 7m–o). The Microscale Thermophoresis (MST) Analysis of K35/K27 and PKM2 demonstrated that PKM2 could directly bind to K35 or K27 (Supplementary Fig. 7p). Consequently, these results indicated K35 or K27 might disolve PKM2 aggregation by directly binding and remolding the PKM2 structure. Taken together, K35 and its analog K27 were identified to be efficient compounds in dissolving PKM2 aggregates, restoring PKM2 enzymatic activities and glycolytic flux, and alleviating cellular senescence.

**Fig. 5:**
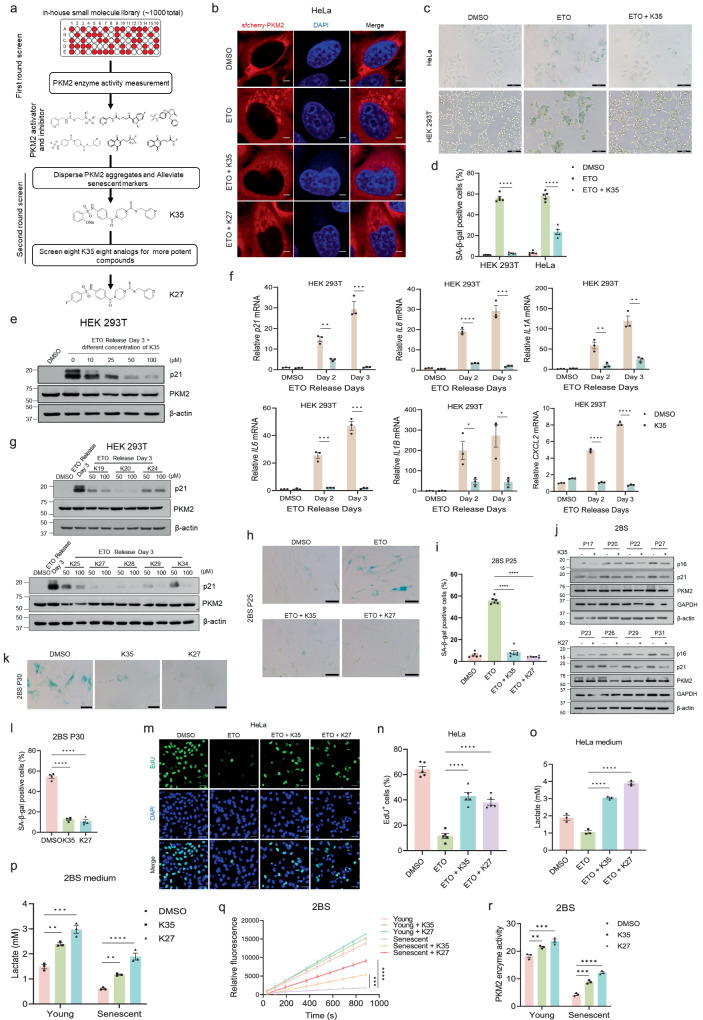
Dispersing PKM2 aggregates impedes cellular senescence. **a** Model of screening for compounds dispersing PKM2 aggregates. **b** Immunofluorescent imaging of PKM2 aggregates in HeLa cells stably expressed sfcherry-PKM2 and treated with 2 μM etoposide (ETO) together with DMSO/K35/K27 for two days. Scale bar, 5 μm. **c**, **d** Representative images (**c**) and quantification (**d**) of SA-β-gal staining in HeLa or HEK 293T cells treated with 10 μM etoposide for 24 h and released for three days together with DMSO or K35 (50 μM). Scale bar, 100 μm. *n* = 5 (randomly captured images), one-way ANOVA. **e** Immunoblotting in HEK 293T cells treated with 2 μM ETO for three days together with concentration gradient of K35. **f** qPCR analysis in HEK 293T cells treated with 10 μM ETO for 24 h and released for indicated days together with DMSO or K35 (50 μM). *n* = 3 (biological replicates), Two-tailed unpaired t-test, *P* = 0.0012 (*p21*: Day 2), *P* = 0.0006 (*p21*: Day 3); *P* = 0.0055 (*IL1A*: Day 2), *P* = 0.0020 (*IL1A*: Day 3); *P* = 0.0004 (*IL6*: Day 2), *P* = 0.0001 (*IL6*: Day 3); *P* = 0.0295 (*IL1B*: Day 2), *P* = 0.0169 (*IL1B*: Day 3). **g** Immunoblotting in HEK 293T cells treated with 10 μM ETO for 24 h and released for three days together with DMSO, K35 or K35 analogs. **h,** **i** Representative images (**h**) and quantification (**i**) of SA-β-gal staining in fibroblasts 2BS (P25) exposed to 20 μM ETO for 24 h and released for three days together with DMSO, 50 μM K35/K27. Scale bar, 100 μm. *n* = 6 (randomly captured images), one-way ANOVA. **j** Immunoblotting in fibroblasts 2BS constantly treated with DMSO, 25 μM K35/K27. **k**, **l** Representative images (**k**) and quantification (**l**) of SA-β-gal staining in fibroblasts 2BS cultured with DMSO, 25 μM K35/K27 constantly. Scale bar, 100 μm. *n* = 4 (randomly captured images), one-way ANOVA. **m**, **n** Representative confocal images (**m**) and quantification (**n**) of EdU staining proliferation assay in HeLa cells treated with 10 μM ETO for 24 h and released for three days together with DMSO, 50 μM K35/K27. Scale bar, 50 μm. *n* = 5 (randomly captured images), one-way ANOVA. **o** Quantification of lactate in the culture medium of HeLa cells exposed to 10 μM ETO for 24 h and released for three days together with DMSO, DMSO, 50 μM K35/K27. *n* = 3 (biological replicates), one-way ANOVA. **p** Quantification of lactate in the culture medium of young or senescent fibroblasts 2BS exposed to DMSO, 25 μM K35/K27. *n* = 3 (biological replicates), one-way ANOVA, *P* = 0.0016 (Young: DMSO vs. K35)*, P* = 0.0001 (Young: DMSO vs. K27); *P* = 0.0050 (Senescent: DMSO vs. K35). **q** Measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay in young or senescent fibroblasts 2BS exposed to DMSO, 25 μM K35/K27. *n* = 3 (technical triplicates), one-way ANOVA, *P* = 0.0002 (Senescent vs. Senescent + K35). **r** Measurement of PKM2 enzymatic activity with a commercial kit (K709-100) in young or senescent fibroblasts 2BS exposed to DMSO, 25 μM K35/K27. *n* = 3 (biological replicates), one-way ANOVA, *P* = 0.0090 (Young: DMSO vs. K35), *P* = 0.0007 (Young: DMSO vs. K27); *P* = 0.0002 (Senescent: DMSO vs. K35). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars represent SEM. Source data are provided as a Source Data file.

### Compounds K35 and K27 delay aging of naturally and prematurely aged mice

To evaluate the anti-aging effects of K35 or K27 in vivo, a mice model with doxorubicin accelerating aging was established^29^ and administered with vehicle, K35, or K27 every two days (Supplementary Fig. 8a). Distribution of the two compounds in blood and brain was measured by quantitative LC-MS (Supplementary Fig. 8b, c). The results indicated that K35 and K27 resisted the digestive tract and were absorbed into the bloodstream. Also, K35 and K27 had the ability to cross the blood-brain and distributed in the brain of mice. To determine the proper dosage, mice were treated with varying dosages of K35 or K27 and monitored key metrics like body weight (Supplementary Fig. 8d) and consumption of food and water (Supplementary Fig. 8e). After intragastric administration for ten consecutive days, mice were sacrificed for routine blood tests and serum biochemical examinations. The routine blood tests showed that K35 or K27 had little influence on the number or percentage of various blood cells (Supplementary Fig. 8f), and the content of lactate dehydrogenase (LDH), Alanine aminotransferase (ALT), creatinine (CREA) was not affected by intragastric administration of K35 or K27 (Supplementary Fig. 8g). These results indicate that K35 or K27 had no significant toxicity in C57BL/6 J mice. Intriguingly, K35 or K27 (50 mg/kg) could partially rescue the loss of body weight (Fig. 6a) and significantly prolong the lifespan of the progeroid mice (Fig. 6b). Moreover, the two compounds increased retention time on rotarod and enhanced grip strength of progeroid mice, indicating the recovery of degenerative physical function (Fig. 6c). Biochemical examinations of progeroid mice serum showed that K35 and K27 restored the content of Alanine aminotransferase (ALT) and Aspartate aminotransferase (AST), which are usually used for the evaluation of liver function (Fig. 6d). Besides these global phenotypes, we also evaluated the effects of K35 or K27 on senescent markers. In the mice liver and lung tissue, the upregulated protein levels of p53, p21, and p16 as well as mRNA levels of *p21*, *p16*, and SASP genes due to doxorubicin treatment were reduced by K35 or K27 administration (Fig. 6e–g, Supplementary Fig. 8h, 9a–d). SA-β-gal staining of frozen sections also showed that K35 or K27 could rejuvenate cells from premature aged mice organ triggered by doxorubicin (Fig. 6h, i, Supplementary Fig. 9e–h). In addition, RNA-sequencing analysis showed that K35 and K27 could rescue the expression of senescence or aging-related genes (Supplementary Fig. 9i), which were further validated by Real-time PCR (Supplementary Fig. 9j). 

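The RNA-seq covered livers of male C57BL/6J mice in 4 groups of 3 mice each, named Saline, DOX, DOX + K35 and DOX + K27. Mice aged 8 weeks received 10 mg/kg doxorubicin, a chemotherapy drug that damages DNA, by intraperitoneal injection on day 0 and again on day 7, and the Saline group received saline. From day 2 the mice received vehicle or 50 mg/kg of K35 or K27 into the stomach every other day, and livers were taken on day 20. The sample labels call the Saline group vehicle. Messenger RNA was selected with poly-T beads and sequenced on an Illumina NovaSeq. The authors deposited 1 table with a length-scaled expression value per gene and library. Its header does not name the unit, and the values were treated as FPKM (fragments per kilobase of transcript, scaled to the size of the library). TPM would differ by only 1 factor per library. The table holds no read counts, so the depth of each library is unknown. It lists 3799 genes, a selection made by the authors, of which 280 are newly assembled loci. Its name contains DEG, the usual abbreviation of differentially expressed genes. The genes may therefore have been chosen for differences between these same libraries. Numbers of genes passing a threshold, and shares of genes set against chance, may then be too high.
The libraries carry the codes A1, A2 and A3 (Saline replicates 1, 2 and 3), B1 (DOX replicate 1), C1 and C2 (DOX + K35 replicates 1 and 2) and D1, D2 and D3 (DOX + K27 replicates 1, 2 and 3). The sample labels list the codes B1, B2 and B3 for DOX and C1, C2 and C3 for DOX + K35, while the table holds B1, B3 and B4, and C1, C2 and C4. Libraries B3, B4 and C4 were therefore used as members of their group only, and whether B3 is the liver labelled DOX replicate 3 could not be settled. Libraries of the same group had Pearson correlations of log2 values between 0.923 and 0.991 across genes, and no 2 held identical values. The log2(FPKM + 1) values of the 3317 genes with a mean of at least 1 FPKM were fitted with limma over all 12 libraries. A fold change on this scale understates the change of genes with low FPKM.
Shares below are of the summed FPKM of the selected genes, not of all reads of a library. The 13 mitochondrially encoded genes took a large part of this sum. They made up 52.95% ± 7.77 (SD, n = 3) of the summed FPKM in Saline, 73.6% ± 10.7 (SD, n = 3) in DOX, 42.0% ± 5.85 (SD, n = 3) in DOX + K35 and 57.2% ± 9.49 (SD, n = 3) in DOX + K27. Every DOX library was above every Saline library (exact permutation test, two-sided p = 0.1), but narrowly, with 62.2% in DOX replicate 1 and 61.9% in Saline replicate 3. Their summed FPKM was 157667 ± 50663 in Saline, 352560 ± 161390 in DOX, 102258 ± 24599 in DOX + K35 and 181755 ± 64716 in DOX + K27 (SD, n = 3 each). The sum did not separate DOX from Saline (exact permutation test, two-sided p = 0.2, where 3 libraries against 3 cannot go below 0.1), since it was 200644 in DOX replicate 1 and 215867 in Saline replicate 3. Every DOX + K35 library was below every DOX library (exact permutation test, two-sided p = 0.1). The other genes together summed to between 104443 and 140598 FPKM.

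**Figure D1:**
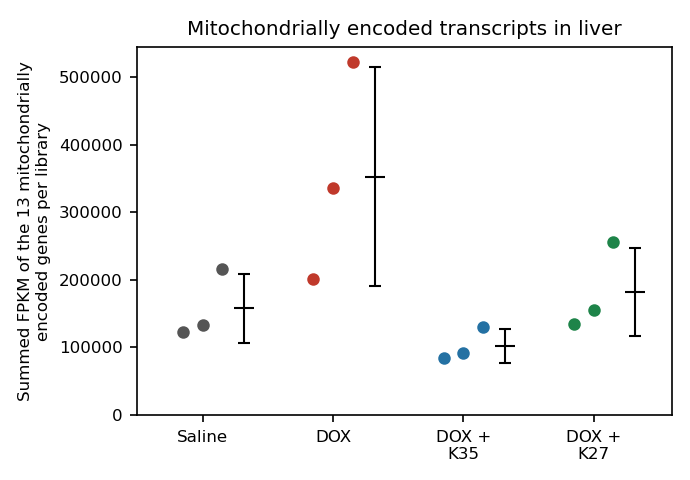
Summed FPKM of the 13 mitochondrially encoded genes (y axis) in each liver library (points) of the 4 groups (x axis), with the mean and SD as bars. The DOX libraries spread from 200644 to 521995 and the DOX + K35 libraries from 84734 to 130379.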

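Between DOX and Saline, 6 of the 3317 genes had an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 1 higher and 5 lower in DOX, while 1572 genes had an unadjusted p-value under 0.05. This number depended on single libraries and on the scaling. It was 1474 without DOX replicate 1, 1190 without Saline replicate 3 and 2 without Saline replicate 1. It was 1064 after median-ratio scaling (335 higher and 729 lower), 768 after quantile normalization and 1126 with the 20 highest genes left out (996 higher and 130 lower). Between DOX + K35 and DOX, 1883 genes passed the same threshold, 1527 higher and 356 lower in DOX + K35. With the 20 highest genes left out, 916 were higher and 1450 lower. Between DOX + K27 and DOX, 2 genes passed, both higher, and 973 had an unadjusted p-value under 0.05. Without DOX replicate 1 the number was 1097. The values of the groups did not overlap for 35.3% of genes in DOX vs. Saline, 59.7% in DOX + K35 vs. DOX and 18.6% in DOX + K27 vs. DOX. Chance gives 10% for genes not chosen for a difference. The median log2 fold change of all genes was −0.34, 0.46 and 0.36 in these comparisons, and −0.18, 0.19 and 0.13 after median-ratio scaling. With the 20 highest genes left out it was 0.09, −0.13 and 0.002, so the sign changed for DOX vs. Saline and DOX + K35 vs. DOX. Without library B4 it was −0.16, 0.25 and 0.16, and without DOX replicate 1 it was −0.45, 0.62 and 0.50.
Of the 29 genes of the heat map, 27 were in the table and 26 were tested. All 26 moved in opposite directions in DOX vs. Saline and in DOX + K35 vs. DOX, and likewise for DOX + K27. These comparisons share the DOX libraries, so opposite signs arise without any effect. Simulated unchanged groups, 1 of them standing for DOX in both comparisons, gave a median of 19 opposite genes (95% range 3 to 26), and all 26 in 3% of 1000 simulations. Their libraries were deviations from the group means, drawn with replacement from all 12 libraries and given random signs. The same deviation could recur, which may widen the simulated ranges. Random lists matched on mean expression had a median of 23 opposite genes, and 2.3% (K35) and 2.09% (K27) of 10000 lists had as many. None of the 26 passed the threshold in DOX vs. Saline (0 genes, 22 with an unadjusted p-value under 0.05), 23 passed in DOX + K35 vs. DOX, and none in DOX + K27 vs. DOX (0 genes, 14 with an unadjusted p-value under 0.05). When adjusted over the list alone, 21 genes passed in DOX vs. Saline, 23 in DOX + K35 vs. DOX, 20 in both, and 0 in DOX + K27 vs. DOX. The 21 became 0 without Saline replicate 1, Saline replicate 2 or library B4, and 11 without library B3. It was 12 after quantile normalization and 8 with the 20 highest genes left out. In DOX + K27 vs. DOX the 0 became 19 without DOX replicate 1 and 18 without DOX + K27 replicate 3. The legend names KEGG or GO annotations as the basis of the list and does not say whether expression in these samples entered the choice, so neither these numbers nor the comparison with random lists can be taken as independent evidence. Without Saline replicate 3 or without DOX replicate 1, 20 genes passed in both DOX vs. Saline and DOX + K35 vs. DOX, and without DOX replicate 1, 16 passed in both for K27.
Across all 3317 genes, the log2 fold changes of DOX vs. Saline correlated with those of DOX + K35 vs. DOX at a Pearson r of −0.859 and with those of DOX + K27 vs. DOX at −0.860. Genes are not independent replicates. The simulated unchanged groups gave a median r of −0.533 (95% range −0.925 to 0.521), and an r as low in 10.7% and 10.6% of simulations. Over the 6 genes changed in DOX vs. Saline, 61.1% of the change was recovered in DOX + K35 and 62.1% in DOX + K27. These genes were selected for their change in the same DOX libraries, so some recovery arises without any effect. Over the 6 genes with the smallest p-values of each of 1000 simulations in which no group changed, the median share was 0.496 (95% range −0.466 to 1.39), with shares as high in 39.1% (K35) and 37.6% (K27). With the fitted DOX change kept and a compound without effect, the median was 0.0891 (95% range −0.214 to 0.393), with shares as high in 0.1% for each compound. As a fraction, the share of 0.611 for K35 ran from 0.390 without Saline replicate 2 to 1.16 without DOX replicate 1, and that of 0.621 for K27 from 0.269 without library B3 to 0.830 without DOX replicate 1. Each is taken over the genes changed in that fit, which were 1474 without DOX replicate 1 and 2 without library B3.

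**Figure D2:**
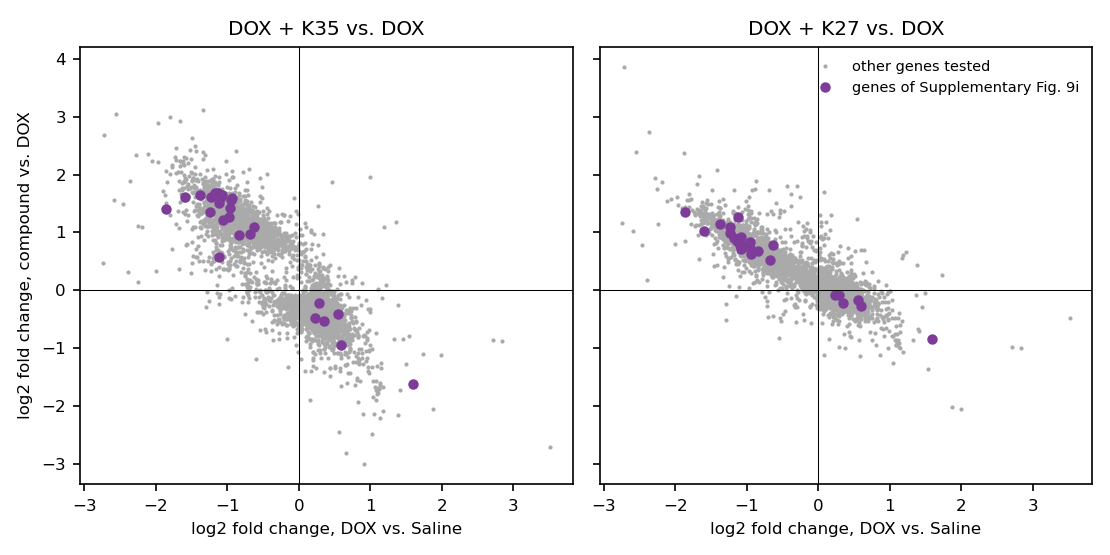
Log2 fold change of each gene in DOX vs. Saline (x axis) against DOX + K35 vs. DOX (left, y axis) or DOX + K27 vs. DOX (right, y axis), on the log2(FPKM + 1) scale. Grey points are the genes tested and purple points the 26 heat map genes, all of which lie in the quadrants of opposite sign.

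From the heat map (Supplementary Fig. 9i) and the Real-time PCR (Supplementary Fig. 9j), the paper states that both compounds rescued senescence or aging-related genes.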

After K35 and K27 had been proven efficient in alleviating doxorubicin-induced aging, we further investigated whether the two compounds also function in naturally aged mice. 18-month-old C57BL/6 J mice were divided into three groups and treated with vehicle, K35, or K27 for four months followed by an evaluation of senescent markers, behavior, and lifespan (Supplementary Fig. 10a). Recording mice body weight every week showed nice tolerance of K35 or K27 (Supplementary Fig. 10b). Importantly, K35 and K27 could significantly increase the median lifespan of naturally aged mice (Fig. 6j). After administering for four months, mice treated with K35 or K27 performed significantly better in physical fitness than those treated with vehicle (Fig. 6k). After administering for six months, these mice were sacrificed for lung or liver which was prepared as frozen sections to perform SA-β-gal staining. Intriguingly, K35 and K27 significantly reduced SA-β-gal staining of bronchiole cells and kidney cells of aged mice (Figs. 6l,m, Supplementary Fig. 10c, d). In addition, K35 and K27 both decreased mRNA levels or protein levels of senescent markers in organs of naturally aged mice (Fig. 6n, o). We also measured the concentration of IL6, Tnfα and Il1α in the serum from the naturally aged mice and observed that K35 and K27 both significantly downregulated these SASP factors (Fig. 6p). As expected, K35 and K27 could decrease PKM2 aggregates in liver and brain of aged mice by immunofluorescent imaging of PKM2, indicating that K35 and K27 function well in vivo (Supplementary Fig. 10e–h). In summary, the compounds K35 and K27 mitigated aging phenotypes and extended the lifespan of naturally and prematurely aged mice.

**Fig. 6:**
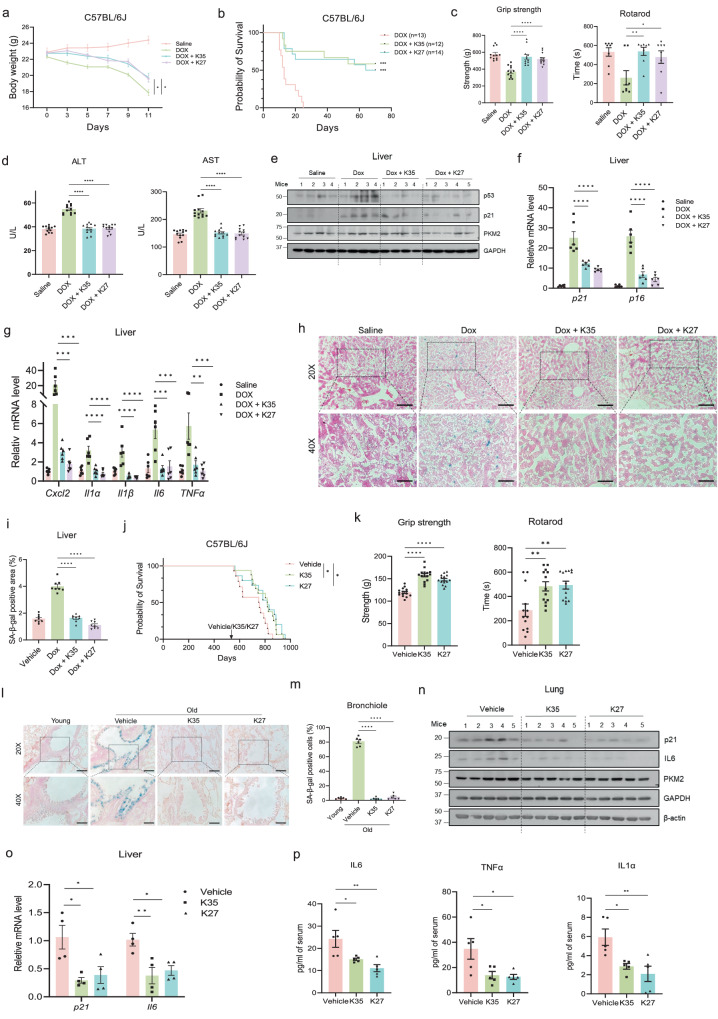
Compounds K35 and K27 delay aging of naturally and prematurely aged mice. **a**, **b** Body weight (**a**) and lifespan (**b**) of C57BL/6 J mice injected intraperitoneally with doxorubicin (10 mg/kg) twice at day 0 and day 7 and intragastrically administrated with vehicle or 50 mg/kg K35/K27 every two days from day 2. *n* = 7 mice for K35 groups, *n* = 8 mice for the others, one-way ANOVA (**a**), *P* = 0.0122 (DOX vs. DOX + K35), *P* = 0.0179 (DOX vs. DOX + K27); Log-rank (Mantel-Cox) (**b**), *P* = 0.0001 (DOX vs. DOX + K35), *P* = 0.0002 (DOX vs. DOX + K27). **c** Grip strength (left) and rotarod time (right) of the mice (**a**) were tested at day 20. *n* = 12 mice (left), *n* = 8 mice (right), one-way ANOVA, *P* = 0.0064 (Rotarod: DOX vs. DOX + K35), *P* = 0.0361 (Rotarod: DOX vs. DOX + K27). **d** Examinations of ALT (left) and AST (right) in serum of mice (**a**) at day 20. n = 12 mice, one-way ANOVA. **e**–**g** Immunoblotting (**e**) and qPCR analysis (**f**, **g**) at day 20. *n* = 6 mice, one-way ANOVA, *P* = 0.0008 (*Cxcl2*: DOX vs. DOX + K35), *P* = 0.0004 (*Cxcl2*: DOX vs. DOX + K27); *P* = 0.0004 (*IL6*: DOX vs. DOX + K35), *P* = 0.0007 (*IL6*: DOX vs. DOX + K27); *P* = 0.0026 (*Tnfα*: DOX vs. DOX + K35), *P* = 0.0007 (*Tnfα*: DOX vs. DOX + K27). **h**, **i** Representative images (**h**) and quantification(**i**) of SA-β-gal staining in frozen liver tissue sections from mice (**a**) at day 20. Scale bar, 100 μm for 20× magnification images. *n* = 8 mice, one-way ANOVA. **j** Lifespan of 18-month-old C57BL/6 J intragastrically administrated with vehicle or 50 mg/kg K35/K27 every five days. *n* = 14 mice per group, log-rank (Mantel-Cox), *P* = 0.0153 (Vehicle vs. K35), *P* = 0.0169 (Vehicle vs. K27). **k** Tests of grip strength (left, *n* = 15 mice) and rotarod time (right, *n* = 13 mice) of mice (**j**) after four months. One-way ANOVA, *P* = 0.0035 (Rotarod: Vehicle vs. K35), *P* = 0.0022 (Rotarod: Vehicle vs. K27). **l**, **m** Representative images (**l**) and quantification (**m**) of SA-β-gal staining in frozen lung sections from mice (**j**) after six months. Scale bar, 100 μm for 20× magnification images. *n* = 6 mice, one-way ANOVA. **n** Immunoblotting in lung tissue from mice (**j**). **o** qPCR analysis in liver tissue of mice (**j**). *n* = 4 mice, one-way ANOVA, *P* = 0.0107 (*p21*: Vehicle vs. K35), *P* = 0.0215 (*p21*: Vehicle vs. K27); *P* = 0.0073 (*IL6*: Vehicle vs. K35), *P* = 0.0172 (*IL6*: Vehicle vs. K27). **p** ELISA analysis in serum of mice (**j**). *n* = 5 mice, one-way ANOVA, *P* = 0.0360 (IL6: Vehicle vs. K35), *P* = 0.0043 (IL6: Vehicle vs. K27); *P* = 0.0257 (TNFα: Vehicle vs. K35), *P* = 0.0185 (TNFα: Vehicle vs. K27); *P* = 0.0176 (IL1α: Vehicle vs. K35), *P* = 0.0042 (IL1α: Vehicle vs. K27). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars represent SEM. Source data are provided as a Source Data file.

## Discussion

Aging manifests as a progressive decline in normal physiological functions and systemic deterioration across multiple tissues, rendering individuals more susceptible to various diseases, including cancer, neurodegenerative disorders, cardiovascular issues, and metabolic conditions. Central to this process is the intricate balance between energy production and consumption^30^. While the relationship between aging and cellular metabolism has been elucidated to some extent, the precise regulatory mechanisms governing metabolism in senescent cells and aged organisms remain elusive. In this study, we unveiled an original finding: the formation of aberrant multiprotein complexes, termed PKM2 aggregates, comprising PKM2 alongside numerous other glycolytic enzymes, in diverse types of senescent cells and organs from aged mice. Notably, PKM2 aggregates exacerbated senescent phenotypes by, at the very least, impairing PKM2 enzymatic activities and disrupting glycolytic flux. Furthermore, we identified PKM2 aggregate-dissolving compounds, K35 and its analog K27, which demonstrated the capacity to mitigate cellular senescence and delay aging phenotypes in naturally aged and prematurely aged mice (Supplementary Fig. 10i).

PKM2, a pivotal regulator of cell metabolism, has predominantly garnered attention in cancer research. It is established that PKM2 plays a vital role in cancer development by diverting glycolytic metabolites towards the pentose phosphate pathway (PPP) for nucleotide biosynthesis^31^. Additionally, PKM2 has emerged as a biomarker for various cancers^32–34^. Beyond its well-documented role in cancer, the involvement of PKM2 in the physiological functions of normal tissues, such as cellular senescence, has also been extensively explored. Studies have shown that deletion of PKM2 in colorectal cancer cells promotes cellular senescence, as evidenced by upregulated p21 protein levels and SA-β-gal activity^26^. Moreover, PKM2 phosphorylates histone H3T11 to attenuate cellular senescence^35^. However, Lunt et al. reported that deletion of PKM2 did not enhance the activity of SA β-gal in young MEFs^36^. On the contrary, PKM2 was identified as a pro-senescent protein whose overexpression promoted expression of p16 and SASP components in a screening of a library containing about 200 kinase^37^. These discrepancies may be reconciled by our theory positing that the active form of PKM2, rather than its abundance, correlates with cellular senescence and aging. Loss of PKM2 impairs glycolytic function, while overexpression of PKM2 augments PKM2 aggregates, both of which promote cellular senescence and aging. Our study underscores the critical importance of the active form of PKM2 in senescence, elucidating the regulatory mechanism of PKM2 function in cellular senescence and aging.

Several studies have highlighted the intimate correlation between glycolysis and cellular senescence. On one hand, glycolysis appears to be more active in senescent cells. Decades ago, studies demonstrated significantly increased glycolytic activity in senescent human diploid fibroblasts, coupled with elevated enzymatic activities of key glycolytic enzymes^38,39^. Conversely, some scientists have observed that higher glycolytic metabolism, characterized by elevated enzymatic activities of glycolytic enzymes, may contribute to the proliferative potential of murine embryonic stem cells compared to senescent MEFs. Additionally, disruption of glycolysis can induce senescence in MEFs, while its overexpression immortalizes them^40^. MEFs at early passages possessed high glycolytic activity, which gradually declined during replicative senescence^41^. Furthermore, glycolytic activity declines in macrophages from aged humans and mice^42^. Moreover, p53, a potent regulator of senescence, is known to suppress glycolysis^43^, indicating that glycolysis may be repressed during p53-mediated senescence. Overall, while the relationship between glycolysis and senescence varies depending on cell type, inducer of senescence, and senescence stage, studies consistently suggest that glycolytic flux is disturbed during the onset or progression of senescence, and senescent phenotypes can be mitigated by restoring glycolysis to normal levels. In line with this notion, our results provide a potential mechanism by which senescent cells may downregulate glycolytic flux. Notably, based on this mechanism, we screened drugs capable of restoring glycolysis in senescent cells and aged mice, offering unique insights into metabolic regulation for reprogramming and potential interventions for senescence in cells and aged mice.

Numerous studies have indicated that lysosomes play a crucial role in degrading unfolded proteins, typically through macro-autophagy or HSC70-mediated autophagy pathways^44^. Given this, it is reasonable to speculate that lysosomes would target PKM2 aggregates for elimination once they appear. Our results support this hypothesis; we observed that PKM2 aggregates exhibited increased colocalization with lysosomes in etoposide-induced senescent cells, with the protein levels of PKM2 in lysosomes gradually increasing following etoposide treatment (Fig. 1). Additionally, chaperone HSC70 was detected in PKM2 aggregates through both mass spectrometry analysis of purified PKM2 aggregates (Fig. 3c) and immunofluorescent staining (Supplementary Fig. 4g), suggesting a potential mechanism wherein PKM2 aggregates may enter lysosomes via HSC70-mediated autophagy.

Following a comprehensive screening process, we identified K35 and its analog K27 as compounds capable of dissipating PKM2 aggregates and restoring cellular function. Molecular docking of K35 or K27 with PKM2 revealed the compounds’ localization at the interface of two PKM2 monomers (Supplementary Fig. 7m–o), providing insights into their mode of action. However, for a thorough understanding of the mechanisms underlying K35 or K27-mediated dissolution of PKM2 aggregates, urgent resolution of the crystal structure of PKM2 aggregates and their co-crystal is needed. Furthermore, leveraging the co-crystal structure, K35 or K27 could be further optimized to enhance efficacy. Additionally, a high-throughput structure-based virtual screening could be conducted to identify more compounds capable of disrupting PKM2 aggregates and ameliorating cellular senescence. During the screening of targeted compounds to resolve PKM2 aggregates and mitigate cellular senescence, we observed that some PKM2 agonists rescued decreased enzymatic activity in senescent cells but failed to disperse PKM2 aggregates and alleviate senescent phenotypes. This suggests that the adverse effects of PKM2 aggregation extend beyond loss of enzymatic activity; it is likely that the functions of other proteins trapped in PKM2 aggregates are also impaired. Therefore, we posit that K35 and K27, which disperse PKM2 aggregates, not only restore PKM2 enzymatic activity but also preserve the functions of other affected proteins.

In summary, our study elucidates the role of PKM2 aggregates in the aging process. Through the dissolution of PKM2 aggregates, compounds K35 and K27 demonstrated the ability to alleviate aging signatures in both naturally and prematurely aged mice. These findings highlight PKM2 aggregates as a potential target for the development of anti-aging intervention strategies, with K35 and K27 serving as promising lead compounds.

## Methods

### Mice

Animal experiments were proven by the Institutional Animal Care and Use Committee of Peking University Health Science Center. Female BALB/c (8 weeks old) and male C57BL/6 J (8 weeks old) were obtained from the Department of Laboratory Animal Science of Peking University Health Science Center, Beijing. The 18-month-old mice were purchased from Aniphe Biolab. All these mice were housed according to standards, including constant room temperature and humidity and 12 h: 12 h light cycle. All the mice were free to food (Xietong Pharmaceutical Bio-engineering Co., Ltd, cat#1010002) and drink water. The mice were randomly assigned to each group to minimize the effects of little difference between them.

### Cell lines

HEK 293T, MCF-7 were obtained from American Type Culture Collection (ATCC). HeLa were a kind gift from Qing Chang (Peking university), Zhengfan Jiang (Peking university) respectively. Fibroblasts 2BS were all from Zebin Mao (Peking university). Fibroblasts IMR-90 were all from Tanjun Tong (Peking university). These cells were all cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% Fetal Bovine Serum (FBS), 100 U/mL penicillin and 100 μg/mL streptomycin. All cells were free from mycoplasma contamination.

### In-house compound library

The compound library we selected comes from the research group of Dr. Li Ridong, the co-first author of this article. His research group has been dedicated to the study of PKM2 agonists and PKM inhibitors for many years. Considering that the research content of this article is related to PKM2, the compounds selected in the first round of screening were all PKM2 agonists or PKM inhibitors. The structures of these compounds were verified by nuclear magnetic resonance hydrogen spectroscopy (1H NMR) and nuclear magnetic resonance carbon spectroscopy (13 C NMR), and their purity was greater than 95%.

### Materials and software

qPCR primers are provided in Supplementary Table 1, while other commercial reagents are listed with respective commercial information in Supplementary Table 2.

### Plasmid construction

cDNA of TMEM192-3HA or TMEM192-2Flag was amplified into HBLV vector to generate HBLV-TMEM192-3HA which could stably overexpress in cells. cDNA of sfcherry or sfcherry-PKM2 were amplified by PCR and cloned into HBLV vector to generate HBLV-sfcherry or HBLV-sfcherry-PKM2 for stable overexpress in cells. PKM2-targeted shRNAs were inserted into pLKO.1 for protein knocking down.

### Production of lentiviral particles

HEK 293T cells in 10 cm dishes were transfected with 6 μg pSPAX2, 2 μg pMD2G and 8 μg pLKO.1 plasmid of interested genes using polyethylenimine (PEI). At 48 h posttransfection, the viral supernatant was collected and filtered via the 0.22 μm filter (Millipore). Then the filtered supernatant was concentrated with Lentivirus concentration kit according to manufacturer’s instruction and aliquoted into three individual vials. These aliquots were stored in −80 °C freezer until use.

### Lentivirus transduction of cells

Cells were seeded in 6-well plates and infected with lentivirus together with polybrene at 70% confluence. After 48 h, the infected cells were transferred to 6 cm dish and selected with puromycin for one week. These selected cells were collected to test the efficiency of transduction.

### PKM2 aggregating in vitro

sfcherry, sfcherry-PKM2 FL or truncated variants was cloned into pGEX-4T-3, which was expressed in E. coli followed by purification. sfcherry and sfcherry-PKM2 were eluted in ultrapure water containing reduced glutathione (50 mM). To determine the influence of salt concentration on PKM2 aggregating, the same amount of sfcherry or sfcherry-PKM2 was mixed with salt solution whose salt concentration is known to reach the indicated salt concentration. Then, the mixture was added onto slides and covered by cover glasses followed by confocal imaging.

### Measurement of PKM2 enzyme activity

In this manuscript, we used two methods to measure PKM2 enzyme activity. One of them, called LDH-coupled kinetic assay, reflects PKM2 enzyme activity by determining the slopes of NADH fluorescence decrease catalyzed by LDH. After treatment, cells were collected and lysed with lysis buffer for 40 min followed by ultrasonication (30% power; 1 s on, 3 s off) for 30 s. Protein concentration was determined with Bradford (Bio-Rad, #500 0205). According to the protein concentration, the protein solution was normalized to 1 μg/μL. Then, 2 μL protein solution was mixed with 50 μL stock 1 solution (45 μL buffer, 5 μL 10 mM PEP) and incubated in room temperature for 5 min. Stock 2 solution (34 μL buffer, 5 μL 80 mM ADP, 5 μL 4 mM NADH, 1 μL LDH enzyme) was added to stock 1 solution immediately and measured NADH fluorescence (excitation wavelength: 340 nm, emission wavelength: 460 nm) in Corning® 96-well Flat Clear Bottom Black Polystyrene TC-treated Microplates (Corning, #3904) with micro-plate reader (POLARstar Omega). The decreasing slope of NADH fluorescence reflects the enzyme activity of PKM2. Another method measuring PKM2 enzyme activity was performed with a commercial kit (Biovision, #709-100). In the assay, PEP and ADP were catalyzed by PKM2 to generate pyruvate which is oxidized by pyruvate oxidase to produce color (λ = 570 nm). By measuring changes of absorbance at 570 nm, PKM2 enzyme activity could be determined.

### Measurement of lactate in medium

1 mL cell culture medium was collected from dishes and then centrifuged at 4 °C for 3 min at 1000 × g. 500 μL supernatant was ultrafiltrated using 10 kDa Centrifugal Filter (UFC5010). The corresponding cells were also collected and lysed for determination of protein concentration. Then, the medium in the collection tube was adjusted according to the protein concentration. Finally, the adjusted medium was used for determination of lactate using CheKine™ Micro Lactate Assay Kit (KTB1100) according to the manufacturers’ instructions.

### Silver staining

The SDS-PAGE gel was fixed in 50 ml 50% ethanol + 10% acetic acid at 4 °C overnight. Then the gel was washed for 20 min (three times) with 30% ethanol followed by incubation with 50 mL sensitizing solution (500 μL 0.2% Na_2_S_2_O_3_, 15 mL absolute ethanol, 3.4 g Sodium acetate) for 40 min at room temperature. Later, the gel was rinsed with water for 10 min (two times) and incubated with 100 mL silver staining buffer (0.3 g AgNO3, 100 μL 37% formaldehyde) followed by washing with water for 10 s (three times). Finally, the gel was incubated with 100 mL developing buffer (3 g Na_2_CO_3_, 1 mL 0.2% Na_2_S_2_O_3_, 50 μL 37% formaldehyde) before protein bands was clear.

### RNA isolation and Real-time quantitative PCR

TRI Reagent (Sigma-Aldrich) was used to extract total RNA from cells or tumors. Then, 2 μg total RNA was reversely transcribed into cDNA using the cDNA Synthesis Kit (Yeasen, 11123ES10). The cDNA was diluted 3-10-fold and mixed with qPCR SYBR Green Master Mix (Yeasen, 11202ES03) and coupled primer pairs. The Real-time quantitative PCR was performed on 7500 Real-time PCR System (Applied Biosystems).

### Lysosome immunoprecipitation

The lysosome localized protein TMEM192-3HA was stably overexpressed in HEK 293T cells. These cells were treated cells with 5-FU for different days and the cells were harvested and homogenized to collect the mixture containing intact lysosomes by centrifuging at 1000 × g. Anti-HA Magnetic Beads (Pierce, #88836) were incubated with the mixture and rotate for 50 min at 4 °C. The beads were washed with KPBS (136 mM KCl and 10 mM KH2PO4 pH 7.25) using DynaMag™ (Invitrogen, #12321D) and eluted with RIPA.

### PKM2 aggregates isolation by Flow cytometry

HeLa cells with stable expression of vector, sfcherry or sfcherry-PKM2 were collected and lysed with lysis buffer (50 mM Tris-HCl pH 7.9, 137 mM NaCl, 1% Triton X-100, 0.2% Sarkosyl, 1 mM Na3VO4, and 10% glycerol) for 40 min followed by ultrasonication (30% power; 1 s on, 3 s off) for 20 s. Then, the lysate was centrifuged at 1000 × g, 4 °C for 3 min. The supernatant was transferred to a new tube followed by centrifuging at 5000 × g, 4 °C for 10 min. Next, discarding the supernatant and washing the pellets with lysis buffer by gently pipetting followed by centrifuging at 5000 x g, 4 °C for 10 min followed by washing the pellets and centrifuging again. Finally, resuspending the pellets with lysis buffer and sorting with flow cytometry (Symphony S6).

### Immunofluorescent staining

For imaging of fixed cells, cells were seeded in 6-well plates in which cover glasses were put inside in advance. After treatment, the cells on the cover glasses were fixed in 4% Paraformaldehyde (PFA) and permeabilized by 0.3% Triton X-100 in PBS. The cells were blocked with 3% goat serum and 5% BSA in PBS followed by primary antibodies incubation overnight at 4 °C. After washing with PBS, cells were incubated with secondary antibody including Alexa Fluor™ 488 (Invitrogen, A-21206) and Alexa Fluor™ 594 (Invitrogen, A-21203) for 1 h at 37 °C. Finally, cells were incubated with DAPI and mounted to slides.

For imaging of living cells, cells were seeded in glass bottom cell culture dishes. Before imaging, cells were incubated with Hoechst 33342 (Solarbio, C0031) for 30 min in CO_2_ incubator.

For immunofluorescent staining in organ sections, tissues were fixed in fixed in 4% Paraformaldehyde (PFA), dehydrated in 30% sucrose and then embedded in optimal cutting temperature compound (OCT, #4583) which were immediately frozen at −80 °C freezer until use. The tumor blocks were cryo-sectioned to 10 μm sections using Leica Cryostat (Leica CM1950). Tumor sections were washed thrice with TBS to wash residual OCT compound followed by antigen retrieval solution treatment (Solarbio, C1035). Then the tissue sections were blocked in 1% BSA, 10% goat serum in TBS for 1 h at 37 °C and incubated with primary antibodies against: anti-p16 (sc-1661) or anti-p21 (sc-6246) overnight at 4 °C followed by secondary antibodies incubation with Alexa Fluor™ 594 (Invitrogen, A-21203) for 1 h at 37 °C. Finally, tissue sections were incubated with DAPI for 15 min and mounted to slides. All immunofluorescent imaging was performed on ZEISS LSM 880.

### DNA damage-induced senescence

HEK 293T, HeLa, MCF-7 cells were treated with 2 μM etoposide for 1–3 days three days to induce senescence with different degree. HEK 293T, HeLa cells were treated with 10 μM etoposide and released for 0–4 days to induce senescence at different level. MCF-7, 2BS cells were treated with 20 μM etoposide and released for 0–4 days to induce senescence at different level. HeLa, HEK 293T cells were treated with 100 μM 5-FU and released for 2–3 days to induce senescence at different level. HeLa, HEK 293T cells were treated with 50 nM or 25 nM CPT respectively and released for 2–3 days to induce senescence at different level.

### Cytotoxicity assays with CCK-8

Young or senescent fibroblasts 2BS were seeded in 96-well dishes. When the confluence reached 70%, the 2BS cells were treated with different concentration of K35 or K27 for three days. Then, cell viability was determined by CCK-8 kit (CK04) according to the instruction of the manufacturer.

### EdU cell proliferation assy

HeLa or HEK 293T cells were seeded in six-well dishes in which cover glasses were put inside in advance. After the cells were adherent to the cove glasses, cells were treated with 10 μM etoposide for 24 h and released for three days to induce cell cycle arrest in combination with DMSO, 50 μM K35, K27 followed by EdU staining proliferation assay (BeyoClick™ EdU-488) according to the instruction of the manufacture.

### SA-β-gal staining

For SA-β-gal of cultured cells in dishes, cells were seeded in six-well dishes and cultured with exposure to indicated compounds. After the treatment, cells were fixed and stained using SA-β-gal staining kit (Cell Signaling, #9860).

For SA-β-gal staining in the frozen sections, sections were dried at room temperature followed by fixing and staining with SA-β-gal staining kit (Cell Signaling, #9860). After staining for about 12 h, the sections were stained with eosin (Servicebio, G1002) for 60 s and rinsed under running water for 1 min. Then the sections were dehydrated successively in 80%, 95%, 100% ethanol for 10 s and cleared in xylene for two times (5 min per time). After the xylene on the slides volatilize, a cover glass was mounted to the slides.

The SA-β-gal staining cells were observed under a microscope. Images of cultured cells were taken under 20× objective lens. Images of frozen sections were taken under 20X or 40X objective lens.

### AAV transduction in mice

The plasmids of scramble, Pkm2 (mouse) and Pkm2 (mouse) with A2 domain deletion were constructed followed by expression validation by Real-time PCR. Then these plasmids were packaged using AAV9 virus particles. Thirty 13-month-old mice were randomly and evenly separated into three groups. Then about 1 × 10^12^ vg virus were injected in each mouse through tail vein followed by subsequent evaluation.

### Accelerating aging mouse model

Male C57BL/6 J (8 weeks) were intraperitoneally injected with 10 mg/kg doxorubicin (MCE, HY-15142) at day 0 and day 7. From day 2, these premature mice were intragastrically administrated with vehicle, K35 (50 mg/kg) or K27 (50 mg/kg) every two days.

### Toxicity testing in vivo

Male and female C57BL/6 J (8 weeks) were intragastrically administrated with vehicle or different dosage of K35 for ten consecutive days. During the treatment, body weight of mice as well as the whole consumption of food and water were recorded. Because the mice from the same group were housed in one cage, the food or water consumption results had no error bar. At the last day, the mice were sacrificed for routine blood tests and serum biochemical examinations. For routine blood tests, 50–100 μL fresh blood were collected in tubes with EDTA pre-treating. The blood samples were analyzed by hematology analyzer (Hemavet 950FS). For serum biochemical examinations, about 500 μL blood were collected in 1.5 mL tubes and put aside at 37°C for 2 h followed by centrifuging at 1000 × g for 10 min to obtain serum. About 200 μL serum were divided into several aliquots for the analysis of lactate dehydrogenase (LDH), Alanine aminotransferase (ALT), creatinine (CREA) by chemistry analyzer (Mindray BS-180).

### Quantification of K35 or K27 in vivo

Mice were administered intragastrically with K35 (50 mg/kg) or K27 (50 mg/kg). After 0,1,3,6,12,24 h, mice were sacrificed to obtain blood and brain. The blood was put aside at 37°C for 2 h followed by centrifuging at 1000 × g for 10 min to obtain serum. The brain was homogenized and sonicated in 500 μL saline followed by centrifuging at 15,000 rpm for 20 min to obtain supernatant. 45 μL serum or brain lysate was subjected to quantification of K35 or K27 by LC-MS assay. The concentration of K35 or K27 was calculated according to the calibration curve. A UPLC BEH C18 column (50 × 2.1 mm, 1.7 μm, Waters, Milford, MA, USA) was employed for the chromatographic separation of K35, K27 and internal standard (IS) in a Dionex UltiMate 3000 Ultra–HPLC system (Thermo, San Jose, CA, USA). An API 4000 QTRAP mass spectrometer (AB SCIEX, Foster City, CA, USA) was employed in the mass spectrometric analysis.

### Measurement of food or water intake of mice

Each mouse was raised in a separate cage. For each mouse, the supply and remains of food or water were weighed during the experimental period. The food or water intake of each mouse was calculated by subtracting the remains from the supply.

### Rotarod test

Mice were trained to perform rotarod test for three consecutive days at 20 r/min. Mice were placed on the rod of rotarod machine (JINANYIYAN, YLS-4C). Then the rod gradually accelerated to 20 r/min. The falling time of each mouse was recorded. The tests were repeated on next two days. The final results were the average of the three trails. Time below 60 s were discarded. When the time reaches to 600 s, the trail was stopped by the researcher.

### Grip strength test

Mice were put on the grid of grip strength meter (Sansbio, SA417). It must be assured that mice grip the grid with all their front paws. The maximum force (g) was recorded when tail of mouse was grasped and pulled back. This trail was repeated fifteen times consecutively. The final results were the average of fifteen trails.

### ELISA analysis

About 600 μL blood of mice were collected in 1.5 ml tubes followed by clotting at room temperature for 2 h, and then centrifuged at 4 °C for 15 min at 1000 × g to obtain serum. Concentration of mouse IL1α, TNFα and IL6 were measured using Mouse Interleukin 1α (IL1α) ELISA Kit (CUSABIO, CSB-E04621m), Mouse Tumor Necrosis Factor α (TNFα) ELISA Kit (CUSABIO, CSB-E04741m) kit, and Mouse IL6 (Interleukin-6) ELISA Kit (Invitrogen, KMC0061) according to the manufacturers’ instructions.

### Molecular docking

The molecular docking of PKM2 with K35 or K27 was processed using the Open-Source Autodock vina from Scripps Research Institute. At first, it was pre-processed using Schrodinger Maestro from Peking University and AutoDock Tools 1.5.6 rc3. Then, it was assessed using Schrodinger Maestro, and pictured using PyMOL 1.3.× afterwards. The X-ray crystal structure of PKM2 (PDB CODE:4G1N) was obtained from the PDB data bank. Receptor preparation: All solvent molecules or any other hetero molecules were removed. All HETATM and hydrogen atoms were deleted, and the crystal cell was removed. Alternative conformers of residues were also deleted to retain one set. The receptor was further processed via AutoDock Tools 1.5.6 rc3. Polar hydrogen and Kollman charge were added to give the prepared protein at last. Ligand preparation: Polar hydrogen and Gasteiger charge was given, and there is no further modification on the ligand torsion tree. Molecular docking: Parameter selection was made via AutoDock Tools 1.5.6 rc3. All remaining parameters were kept as default.

### Microscale thermophoresis analysis

The binding affinity between K27 or K35 and PKM2 was measured by NanoTemper Monolith NT.115 instrument (NanoTemper Technologies, Germany). PKM2 was firstly adjusted to a concentration of 20 μM and then labeled with Monolith NT.115 Protein Labeling Kit RED-NHS (NanoTemper Technologies, Germany) according to the protocol of the manufacture. After the protein labeling experiment was completed, PKM2 was diluted with binding buffer (50 mM tri-HCl, pH 7.5, 10 mM KCl, 5 mM MgCl2 and 0.005% Tween 20) to ensure that the fluorescence intensity of PKM2 during the MST assay was about 500 RU. In this assay, the final concentration of PKM2 after mixing with the compound was 100 nM. In the following, the compounds were serially diluted in binding buffer (16 points, 1:2 dilutions, from 0.2 mM for K27 or from 0.5 mM for K35), then mixed and incubated with an equal volume of the diluted PKM2 at room temperature for 5 min. After incubation, the samples were loaded into the premium treated capillaries and measured in NanoTemper Monolith NT.115 instrument (NanoTemper Technologies, Germany). The KD values were fitted by NanoTemper Monolith affinity software (NanoTemper Technologies, Germany) using 1:1 binding mode.

### GSEA analysis

We performed the single-sample gene set enrichment analysis (ssGSEA) by matching core components in the glycolysis pathway against proteins collected from the lysosome mass spectrometry (MS) experiment. Proteins were ranked by fold change values derived from Mascot, and the *P*-value was calculated with a 1000-round permutation.

### Quantification of immunofluorescent images

Several immunofluorescent images were taken randomly. The number of total cells were quantified by counting the number of cell nucleus using Image J. The cells with positive signals were counted by an independent researcher. Then the percentage of cells with positive signals were calculated.

### Statistics and Reproducibility

Quantitative data are presented as the means ± SEM. Prism 9 (GraphPad) was used for the statistical analysis. *P* < 0.05 was considered statistically significant. Information on the statistical tests used, precise *P* values, sample sizes, and n values are provided in each figure legends. All experiments were repeated at least three times with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All related raw sequencing and processed data have been deposited at the Gene Expression Omnibus under accession number GSE268773. All other data are available in the main text or in the supplemental information. The uncropped and unprocessed scans of all the blots are supplied in the Source Data file. Source data are provided with this paper.

# Supplementary material for: PKM2 aggregation drives metabolism reprograming during aging process
**Source:** Nat Commun. 2024 Jul 9;15:5761. doi: 10.1038/s41467-024-50242-y
**Supplement:** Supplementary file 1 — Supplementary Information

|                    |        | 0.3 % Input |    | IP: HA |    |            |              |
|--------------------|--------|-------------|----|--------|----|------------|--------------|
|                    |        | FLAG        | HA | FLAG   | HA |            |              |
| Lysosomal markers  | LC3B   |             |    |        |    | 15         | Membrane     |
|                    | LAMP2a |             |    |        |    | 150<br>100 | Lumen        |
| Other compartments | CALR   |             |    |        |    | 50         | ER           |
|                    | PEX19  |             |    |        |    | 37         | Peroxisome   |
|                    | S6K    |             |    |        |    | 75<br>50   | Cytosol      |
|                    | PCNA   |             |    |        |    | 37         | Nucleus      |
|                    | VDAC   |             |    |        |    | 37<br>25   | Mitochondria |

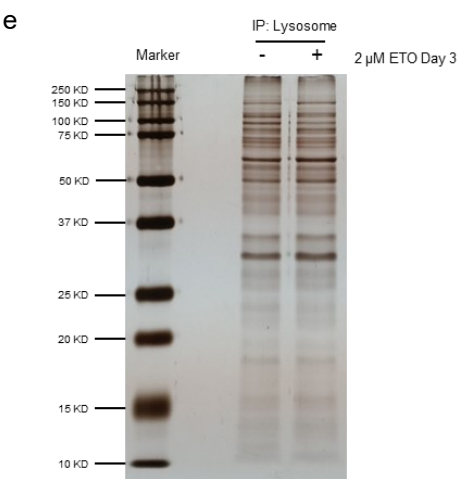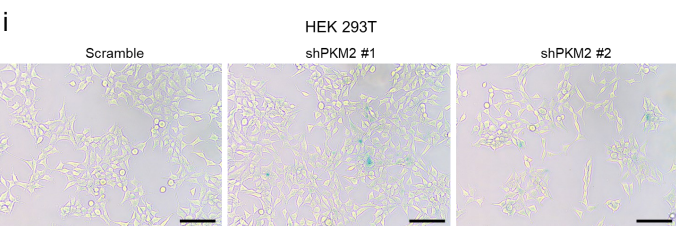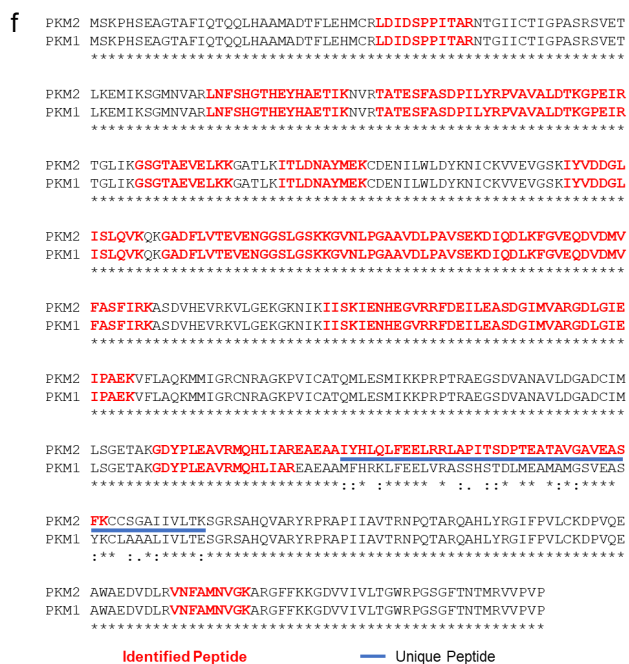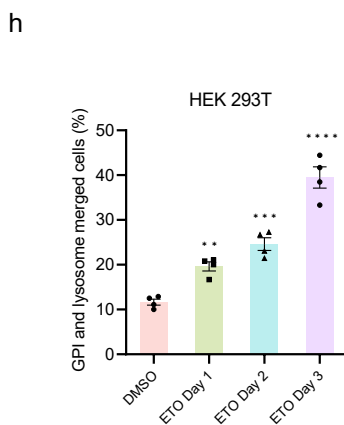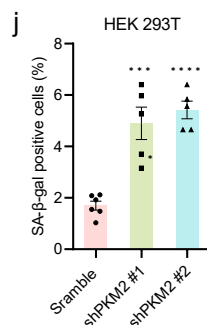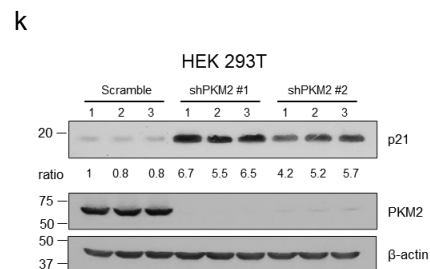

### Supplementary Fig. 1 Glycolytic enzymes are enriched in lysosomes of senescent cells

**a** TMEM192-3HA or TMEM192-2Flag was stably expressed in HEK 293T cells which were subjected to lysosome immunoprecipitation using HA magnetic beads and subsequent Western blot analysis with different Verification of lysosome immunoprecipitation system by Western blot with different organelle markers. **b** HEK 293T (TMEM192-3HA) were treated with 2  $\mu$ M etoposide (ETO) for three days followed by the detection of p21 protein level via Western blot. **c** HEK 293T (TMEM192-3HA) were treated with 2  $\mu$ M etoposide (ETO) for three days followed by the detection of p21 and SASP mRNA level via Real-time PCR.  $n = 3$ , Two-tailed unpaired t-test was used.  $P = 0.0041$  (*p21*),  $P = 0.0065$  (*IL1A*),  $P = 0.0002$  (*IL1B*),  $P = 0.0392$  (*IL8*). **d** HEK 293T (TMEM192-3HA) were treated with 2  $\mu$ M etoposide (ETO) for three days followed by SA- $\beta$ -gal staining. Scale bar, 100  $\mu$ m. **e** HEK 293T (TMEM192-3HA) were treated with 2  $\mu$ M etoposide (ETO) for three days and then subjected to lysosome immunoprecipitation using HA magnetic beads and subsequent silver staining of the lysosomal proteins. **f** The alignment of PKM1 and PKM2 protein sequence. The peptides identified by MS in Fig. 1 are marked in red. The unique peptide PKM2 is marked with blue underline. **g, h** HEK 293T (TMEM192-3HA) were treated with 2  $\mu$ M etoposide (ETO) for indicated days and then subjected to immunofluorescent imaging of GPI and lysosome (indicated by HA staining). Representative images were shown in (**g**). Scale bar, 5  $\mu$ m. The percentage of GPI and lysosome merged cells was calculated in (**h**).  $n = 4$ , one-way ANOVA was used.  $P = 0.0074$  (DMSO vs. ETO Day 1),  $P = 0.0002$  (DMSO vs. ETO Day 2). **i, j** Scramble or PKM2 knock-down HEK 293T cells were subjected to SA- $\beta$ -gal staining. Scale bar, 100  $\mu$ m.  $P = 0.0001$  (Scramble vs. shPKM2#1). **k** Scramble or PKM2 knock-down HEK 293T cells were subjected to detection of p21 protein level via western blot.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . Error bars represent SEM. All the above experiments were repeated thrice on separate days with similar results. Source data are provided as a Source Data file.

Supplementary Fig. S2 related to Fig. 2

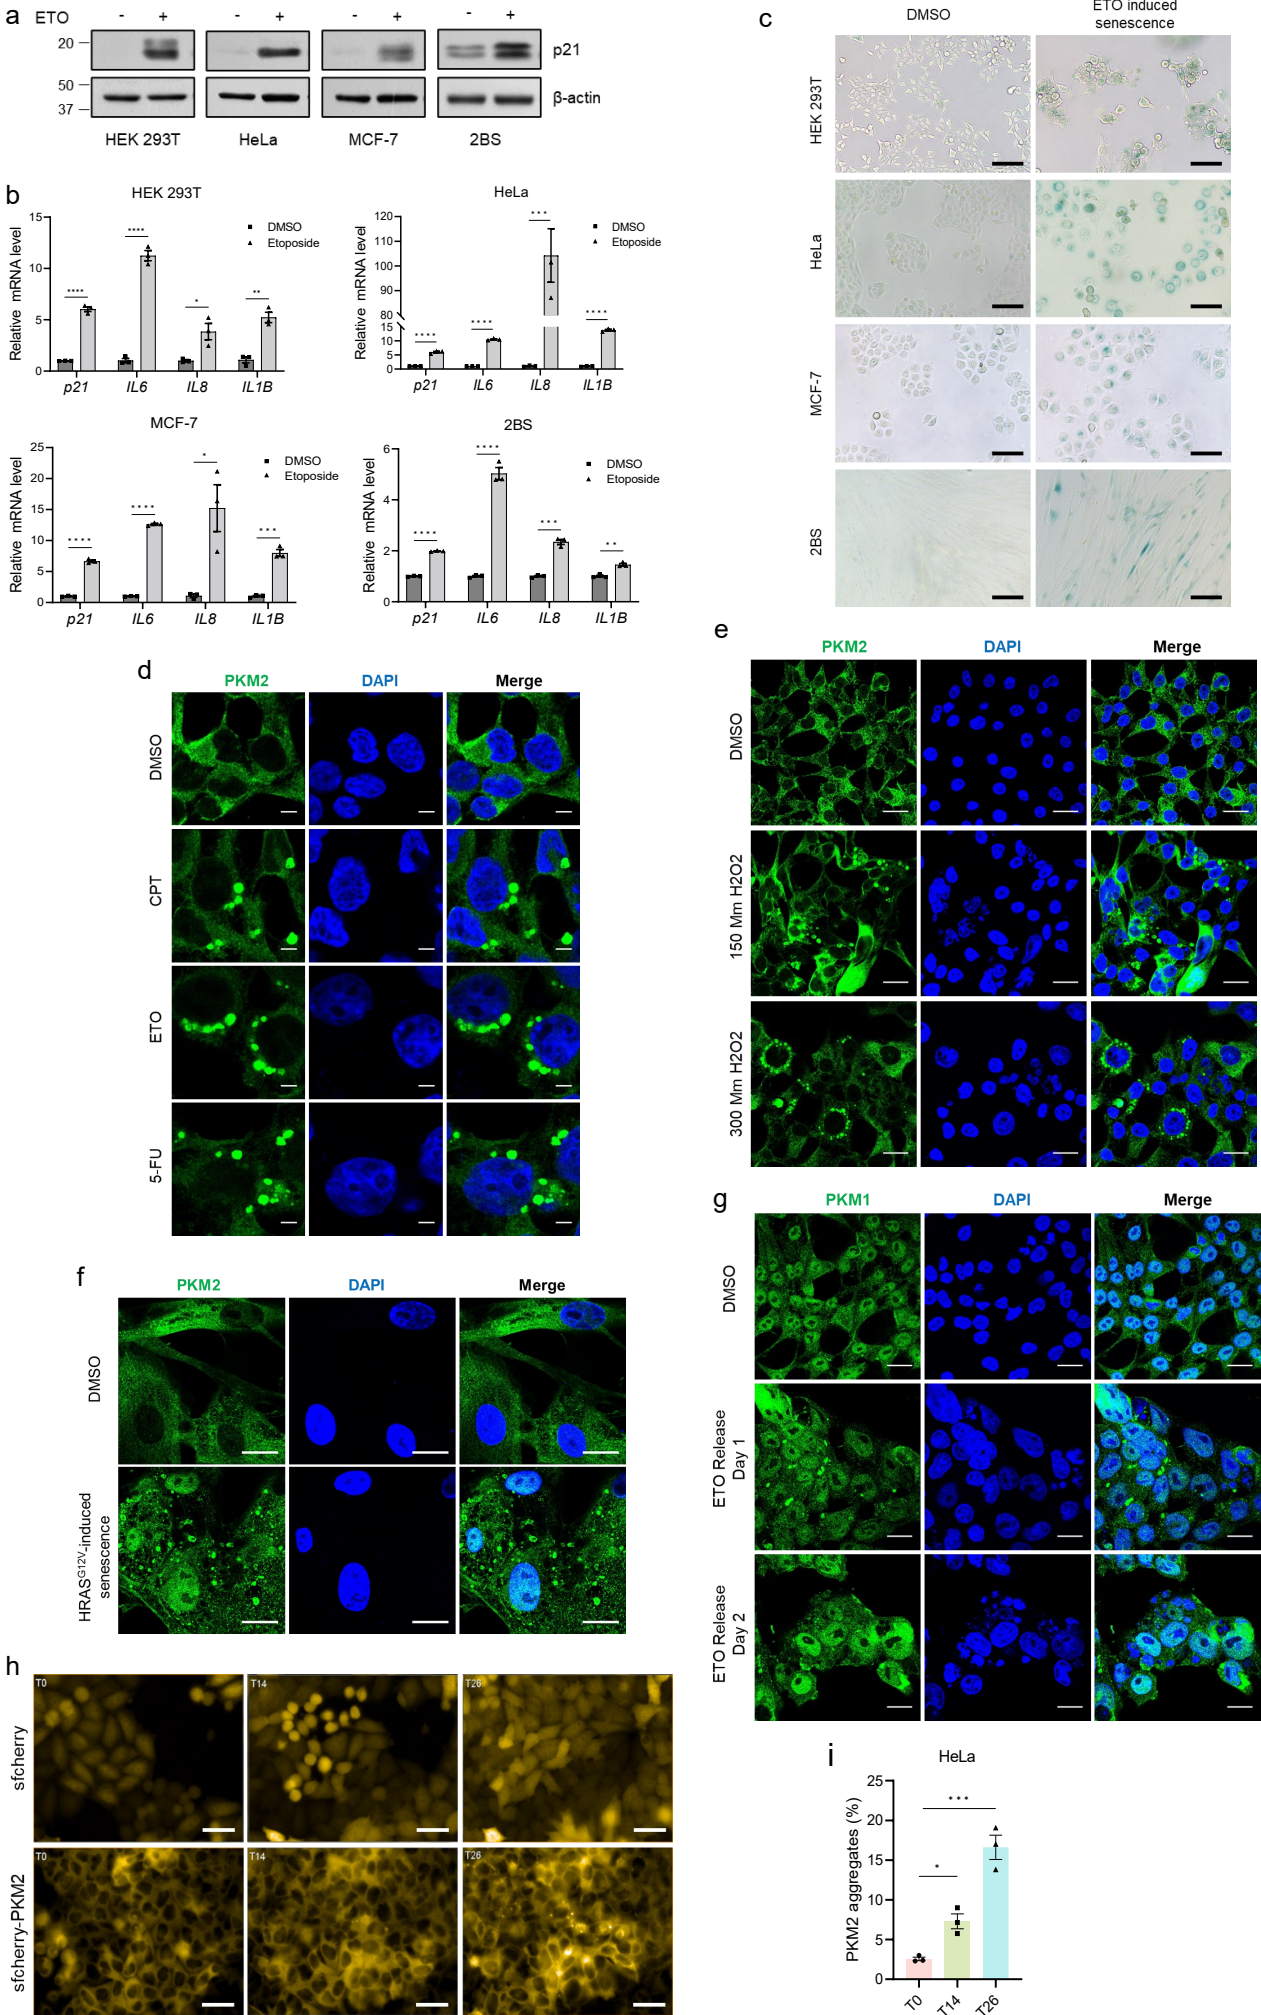

### Supplementary Fig. 2 PKM2 tends to aggregate in senescent cells

**a** HEK 293T, HeLa, MCF-7, 2BS cells were treated with 2  $\mu$ M etoposide for three days and subjected to detection of p21 protein level by Western blot. **b** HEK 293T, HeLa, MCF-7, 2BS cells were treated with 2  $\mu$ M etoposide for three days and subjected to detection of p21 and SASP mRNA level by Real-time PCR.  $n = 3$ , Two-tailed unpaired t-test was used.  $P = 0.0236$  (HEK 293T: *IL8*),  $P = 0.0020$  (HEK 293T: *IL1B*);  $P = 0.0007$  (HeLa: *IL8*);  $P = 0.0202$  (MCF-7: *IL8*),  $P = 0.0002$  (MCF-7: *IL1B*);  $P = 0.002$  (2BS: *IL8*),  $P = 0.0017$  (2BS: *IL1B*). **c** HEK 293T, HeLa, MCF-7, 2BS cells were treated with 2  $\mu$ M etoposide for three days and subjected to SA- $\beta$ -gal staining. Scale bar, 100  $\mu$ m. **d** HEK 293T cells were treated with CPT (25 nM), etoposide (10  $\mu$ M), 5-FU (100 mM) for 24 hours and release for two days followed by immunofluorescent imaging of PKM2. Scale bar, 5  $\mu$ m. **e** HEK 293T cells were treated with H<sub>2</sub>O<sub>2</sub> for 48 hours followed by immunofluorescent imaging of PKM2. Scale bar, 20  $\mu$ m. **f** Scramble and HRAS<sup>G12V</sup>-overexpressed fibroblasts 2BS were subjected to immunofluorescent imaging of PKM2. Scale bar, 20  $\mu$ m. **g** HEK 293T cells were treated with etoposide (10  $\mu$ M) for 24 hours and release for two days followed by immunofluorescent imaging of PKM1. Scale bar, 20  $\mu$ m. **h, i** HeLa cells with sfcherry or sfcherry-PKM2 stably expressed were treated with 2  $\mu$ M etoposide and subjected to immunofluorescent imaging dynamically using high-content immunofluorescent microscope. Representative images were shown in (**h**). Scale bar, 50  $\mu$ m. The percentage of cells with PKM2 aggregates was calculated in (**i**).  $n = 3$ , one-way ANOVA was used. **i**  $P = 0.0324$  (T0 vs. T14),  $P = 0.0002$  (T0 vs. T26). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Error bars represent SEM. All the above experiments were repeated thrice on separate days with similar results. Source data are provided as a Source Data file.

Supplementary Fig. S3 related to Fig. 2

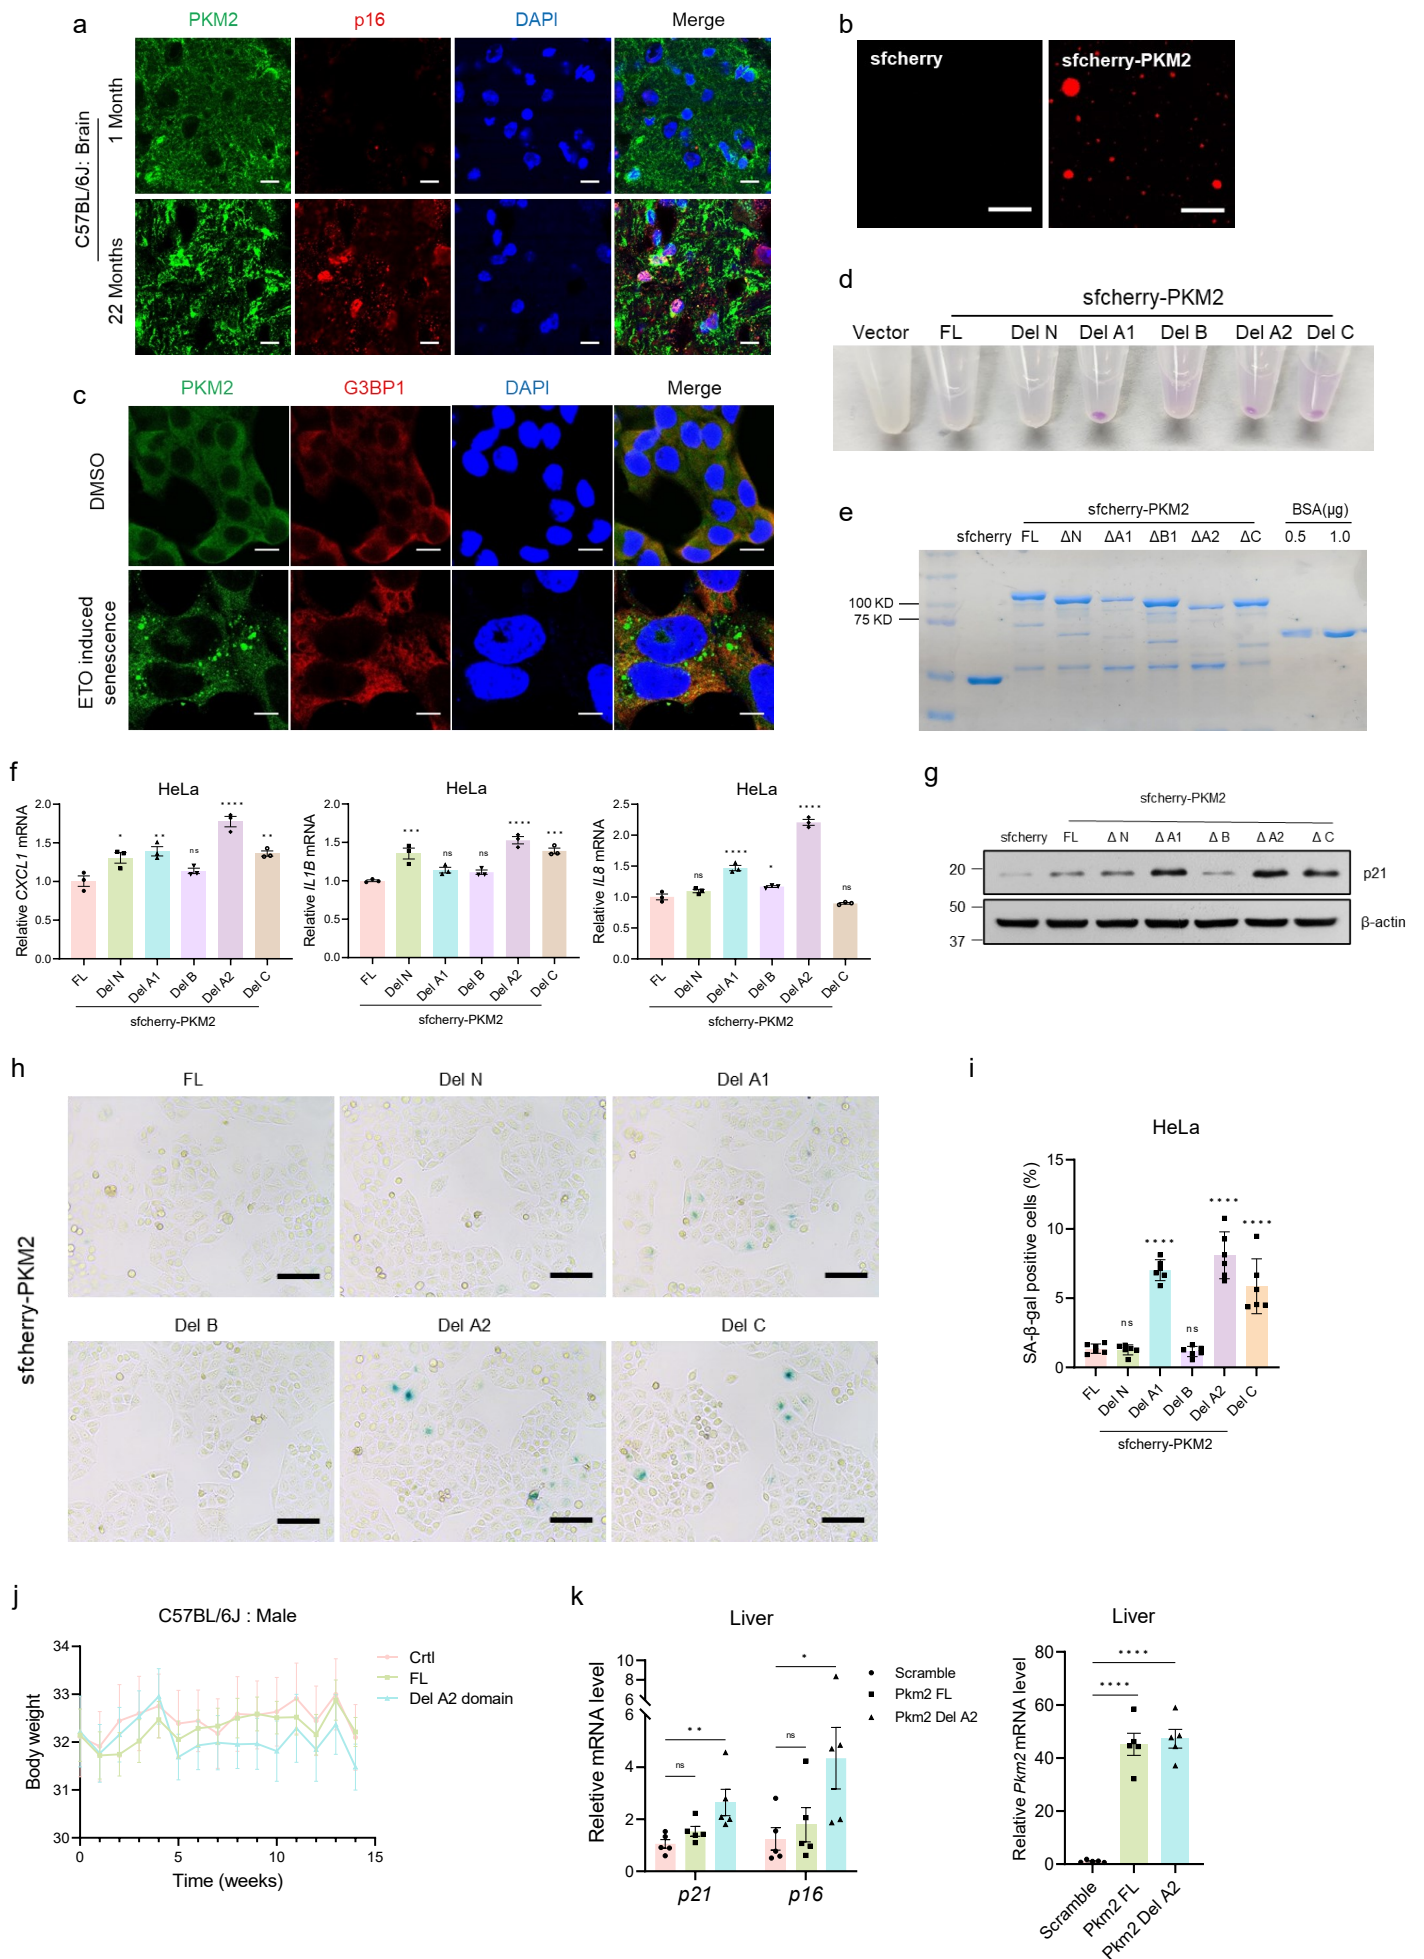

### Supplementary Fig. 3 PKM2 aggregates involve in cellular senescence

**a** Brain of young and aged mice was prepared as frozen section for immunofluorescent imaging of PKM2. Scale bar, 20  $\mu\text{m}$ . **b** sfcherry-PKM2 was purified and observed with confocal microscopy *in vitro*. Scale bar, 10  $\mu\text{m}$ . **c** Senescent HEK 293T cells were induced by 2  $\mu\text{M}$  etoposide (ETO) and subjected to immunofluorescent imaging of PKM2 and G3BP1 (stress granule marker). Scale bar, 10  $\mu\text{m}$ . **d** HEK 293T cells were transfected with full length or truncated variants with deletion of any domain of sfcherry-PKM2 and lysed with lysis buffer for 40 minutes followed by centrifuge at 1,000 x g for 5 minutes at 4°C. **e** Full length or truncated variants with deletion of any domain of sfcherry-PKM2 were purified and subjected to protein quantification by Coomassie brilliant blue staining. **f** HeLa cells were transfected with full length or truncated variants with deletion of any domain of sfcherry-PKM2 and subjected to relative quantification of SASP mRNA level by Real-time PCR.  $n = 3$ , one-way ANOVA was used.  $P = 0.0149$  (*CXCL1*: FL vs. Del N),  $P = 0.0023$  (*CXCL1*: FL vs. Del A1),  $P = 0.4960$  (*CXCL1*: FL vs. Del B),  $P = 0.0043$  (*CXCL1*: FL vs. Del C);  $P = 0.0003$  (*IL1B*: FL vs Del N),  $P = 0.1406$  (*IL1B*: FL vs. Del A1),  $P = 0.2803$  (*IL1B*: FL vs. Del B),  $P = 0.0002$  (*IL1B*: FL vs. Del C);  $P = 0.2625$  (*IL8*: FL vs Del N),  $P = 0.0220$  (*IL8*: FL vs. Del B),  $P = 0.1927$  (*IL8*: FL vs. Del C). **g** HEK 293T cells were transfected with full length or truncated variants with deletion of any domain of sfcherry-PKM2 and subjected to detection of p21 protein level by Western blot. **h, i** HeLa cells were transfected with full length or truncated variants with deletion of any domain of sfcherry-PKM2 and subjected to SA- $\beta$ -gal staining. Representative images were shown in (**h**). Scale bar, 100  $\mu\text{m}$ . The percentage of SA- $\beta$ -gal positive cells was graphed in (**i**).  $n = 6$ , one-way ANOVA was used.  $P = 0.9998$  (FL vs. Del N),  $P = 0.9972$  (FL vs. Del B). **j, k** Wild-type Pkm2 and aggregate-prone Pkm2 mutant (A2 domain deletion) were overexpressed in mice via AAV9 system. The body weight of mice was measured every week. **k** After 14 weeks, the mice (**j**) were sacrificed for detection of *p21* and *p16* (left) or *Pkm2* mRNA (left) level in liver by Real-time PCR.  $n = 5$ , one-way ANOVA was used.  $P = 0.4940$  (Scramble vs. Pkm2 FL),  $P = 0.0091$  (Scramble vs. Pkm2 Del A2);  $P = 0.8536$  (Scramble vs. Pkm2 FL),  $P = 0.0366$  (Scramble vs. Pkm2 Del A2). NS, not significant,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . Error bars represent SEM. All the above experiments were repeated thrice on separate days with similar results. Source data are provided as a Source Data file.

Supplementary Fig. S4 related to Fig. 3

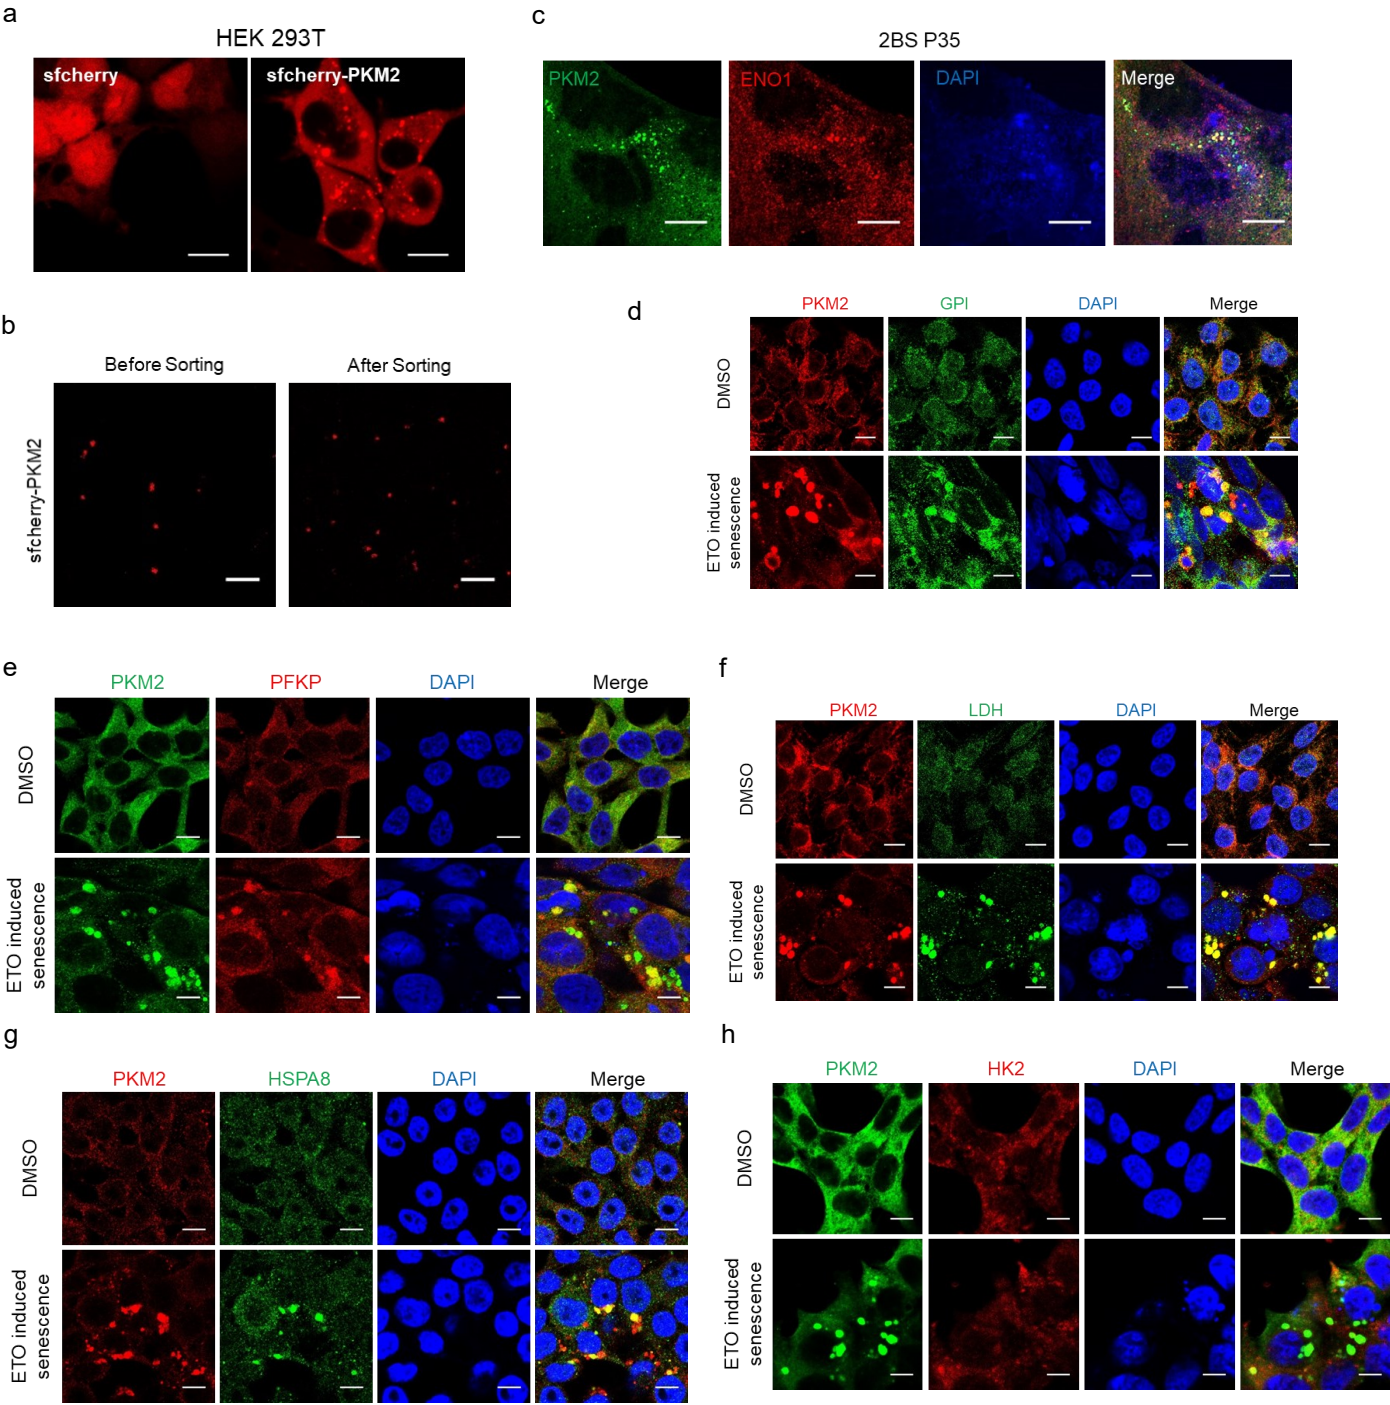

**Supplementary Fig. 4 PKM2 aggregates are mainly composed of glycolytic enzymes**

**a** HEK 293T cells were stably expressed with sfcherry or sfcherry-PKM2 and imaged by confocal microscopy. Scale bar, 10  $\mu\text{m}$ . **b** HeLa cells stably expressed sfcherry-PKM2 were collected and lysed followed immunofluorescent imaging of sfcherry-PKM2 before and after FACS. Scale bar, 5  $\mu\text{m}$ . **c** Immunofluorescent staining with PKM2 and ENO1 antibodies was performed in old fibroblasts 2BS (P35). Scale bar, 20  $\mu\text{m}$ . **d** Senescent HEK 293T cells were induced by 2  $\mu\text{M}$  etoposide (ETO) and subjected to immunofluorescent imaging of PKM2 and GPI. Scale bar, 10  $\mu\text{m}$ . **e** Senescent HEK 293T cells were induced by 2  $\mu\text{M}$  etoposide (ETO) and subjected to immunofluorescent imaging of PKM2 and PFKP. Scale bar, 10  $\mu\text{m}$ . **f** Senescent HEK 293T cells were induced by 2  $\mu\text{M}$  etoposide (ETO) and subjected to immunofluorescent imaging of PKM2 and LDH. Scale bar, 10  $\mu\text{m}$ . **g** Senescent HEK 293T cells were induced by 2  $\mu\text{M}$  etoposide (ETO) and subjected to immunofluorescent imaging of PKM2 and HSPA8. Scale bar, 10  $\mu\text{m}$ . **h** Senescent HEK 293T cells were induced by 2  $\mu\text{M}$  etoposide (ETO) and subjected to immunofluorescent imaging of PKM2 and HK2. Scale bar, 10  $\mu\text{m}$ . All the above experiments were repeated thrice on separate days with similar results.

Supplementary Fig. S5 related to Fig. 4

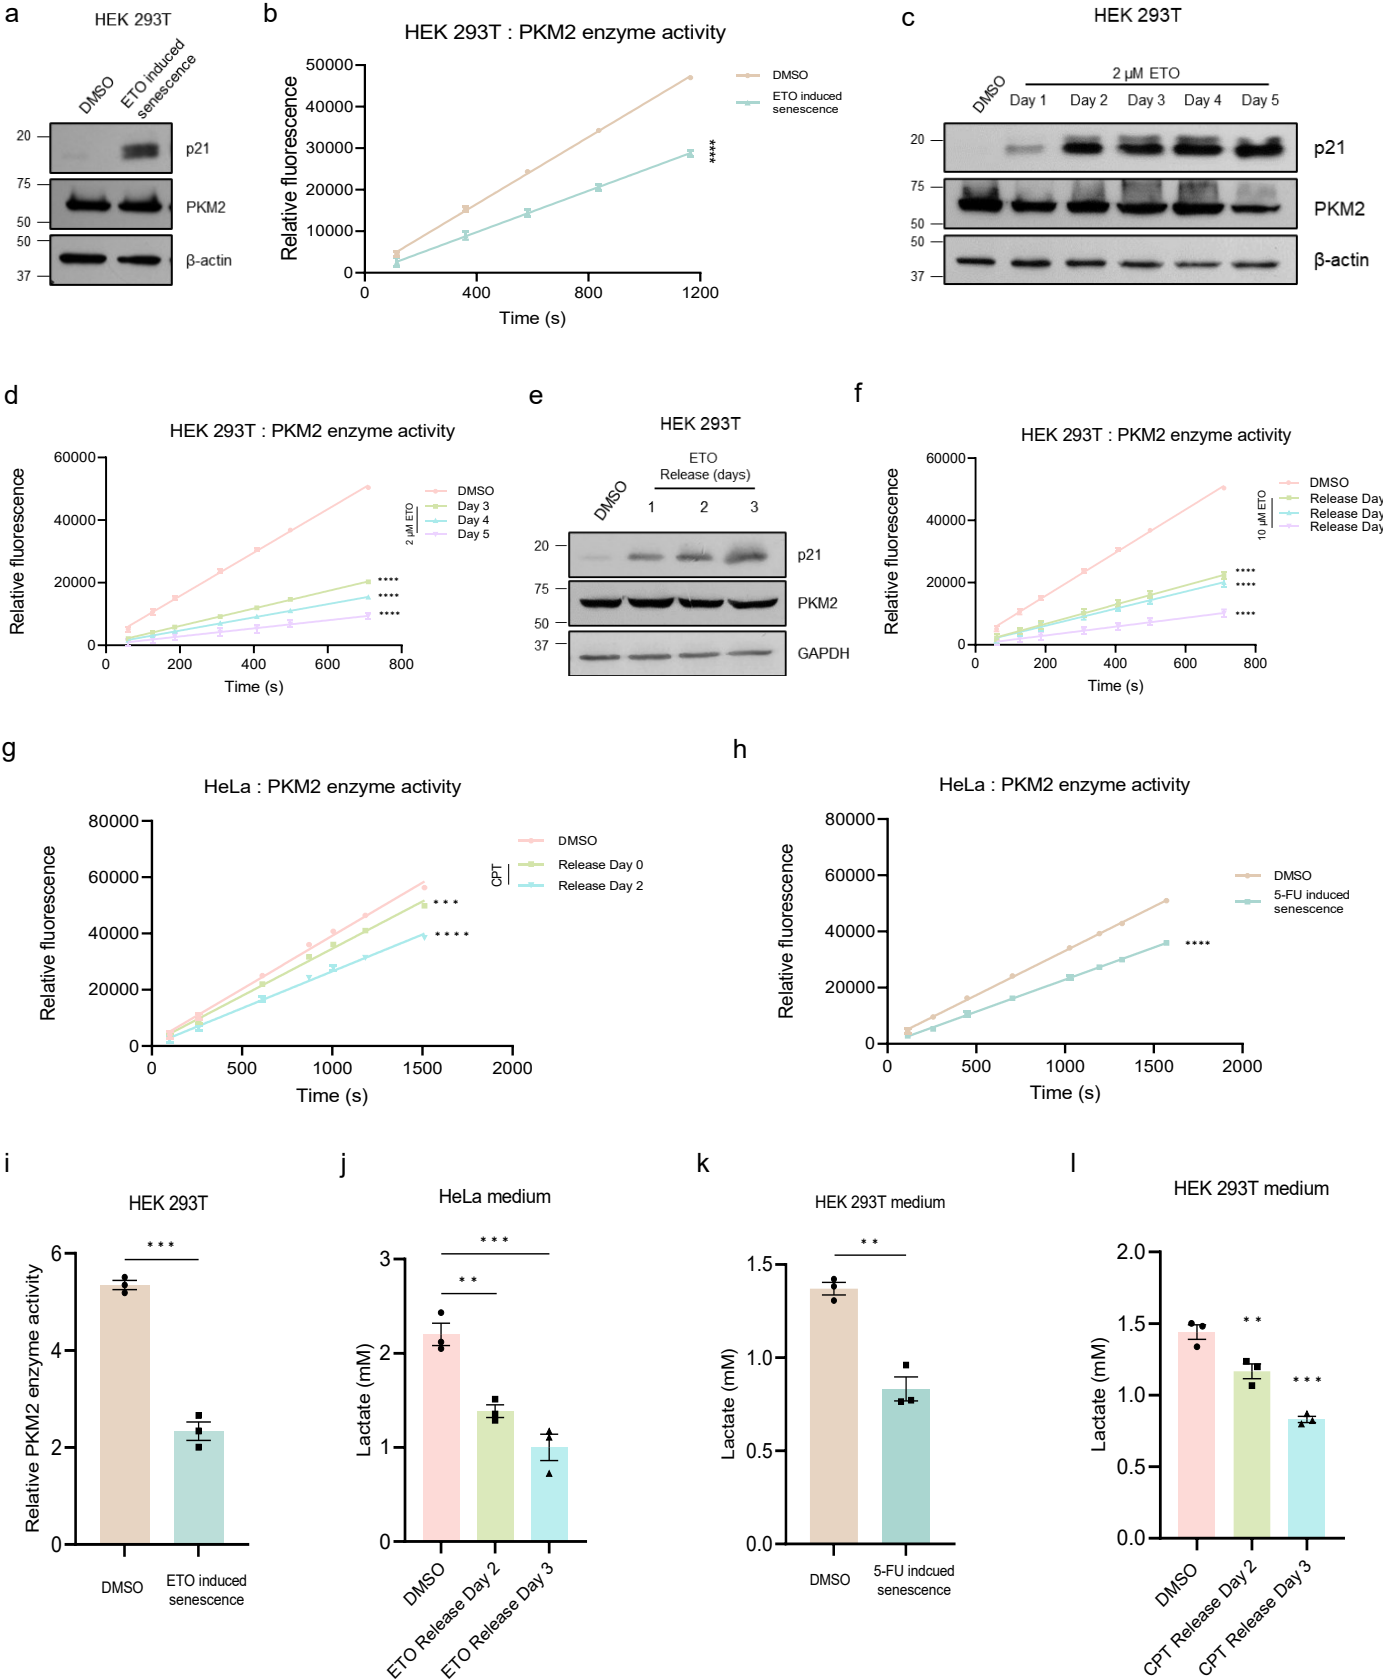

### **Supplementary Fig. 5 PKM2 enzymatic activity and glycolytic flux are dampened in senescent cells**

**a, b** HEK 293T cells were treated with 2  $\mu$ M etoposide for three days to induce senescence followed by relative quantification of p21, PKM2 protein level by Western blot (**a**) and measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay (**b**).  $n = 3$ , Two-tailed unpaired t-test was used. **c, d** HEK 293T cells were treated with 2  $\mu$ M etoposide for indicated days followed by Western blot of p21, PKM2 (**c**) and measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay (**d**).  $n = 3$ , one-way ANOVA was used. **e, f** HEK 293T cells were treated with 10  $\mu$ M etoposide and released for indicated days followed by Western blot of p21, PKM2 (**e**) and measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay (**f**).  $n = 3$ , one-way ANOVA was used. **g** HeLa cells were treated with 50 nM CPT and released for indicated days followed by measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay.  $n = 3$ , one-way ANOVA was used.  $P = 0.0001$  (DMSO vs. Release Day 0). **h** HeLa cells were treated with 100  $\mu$ M 5-FU and released for indicated days followed by measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay.  $n = 3$ , Two-tailed unpaired t-test was used. **i** HEK 293T cells were treated with 10  $\mu$ M etoposide for three days followed by measurement of PKM2 enzymatic activity with a commercial kit (K709-100).  $n = 3$ , Two-tailed unpaired t-test was used.  $P = 0.0001$ . **j** HeLa cells were treated with 10  $\mu$ M etoposide and released for indicated days followed by quantification of lactate in the culture medium.  $n = 3$ , one-way ANOVA was used.  $P = 0.0039$  (DMSO vs. ETO Release Day 2),  $P = 0.0005$  (DMSO vs. ETO Release Day 3). **k** HEK 293T cells were treated with 100  $\mu$ M 5-FU and released for three days followed by quantification of lactate in the culture medium.  $n = 3$ , Two-tailed unpaired t-test was used.  $P = 0.0018$ . **l** HEK 293T cells were treated with 25 nM CPT and released for indicated days followed by quantification of lactate in the culture medium.  $n = 3$ , one-way ANOVA was used.  $P = 0.0080$  (DMSO vs. CPT Release Day 2),  $P = 0.0001$  (DMSO vs. CPT Release Day 3).  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . Error bars represent SEM. Source data are provided as a Source Data file.

Supplementary Fig. S6 related to Fig. 5

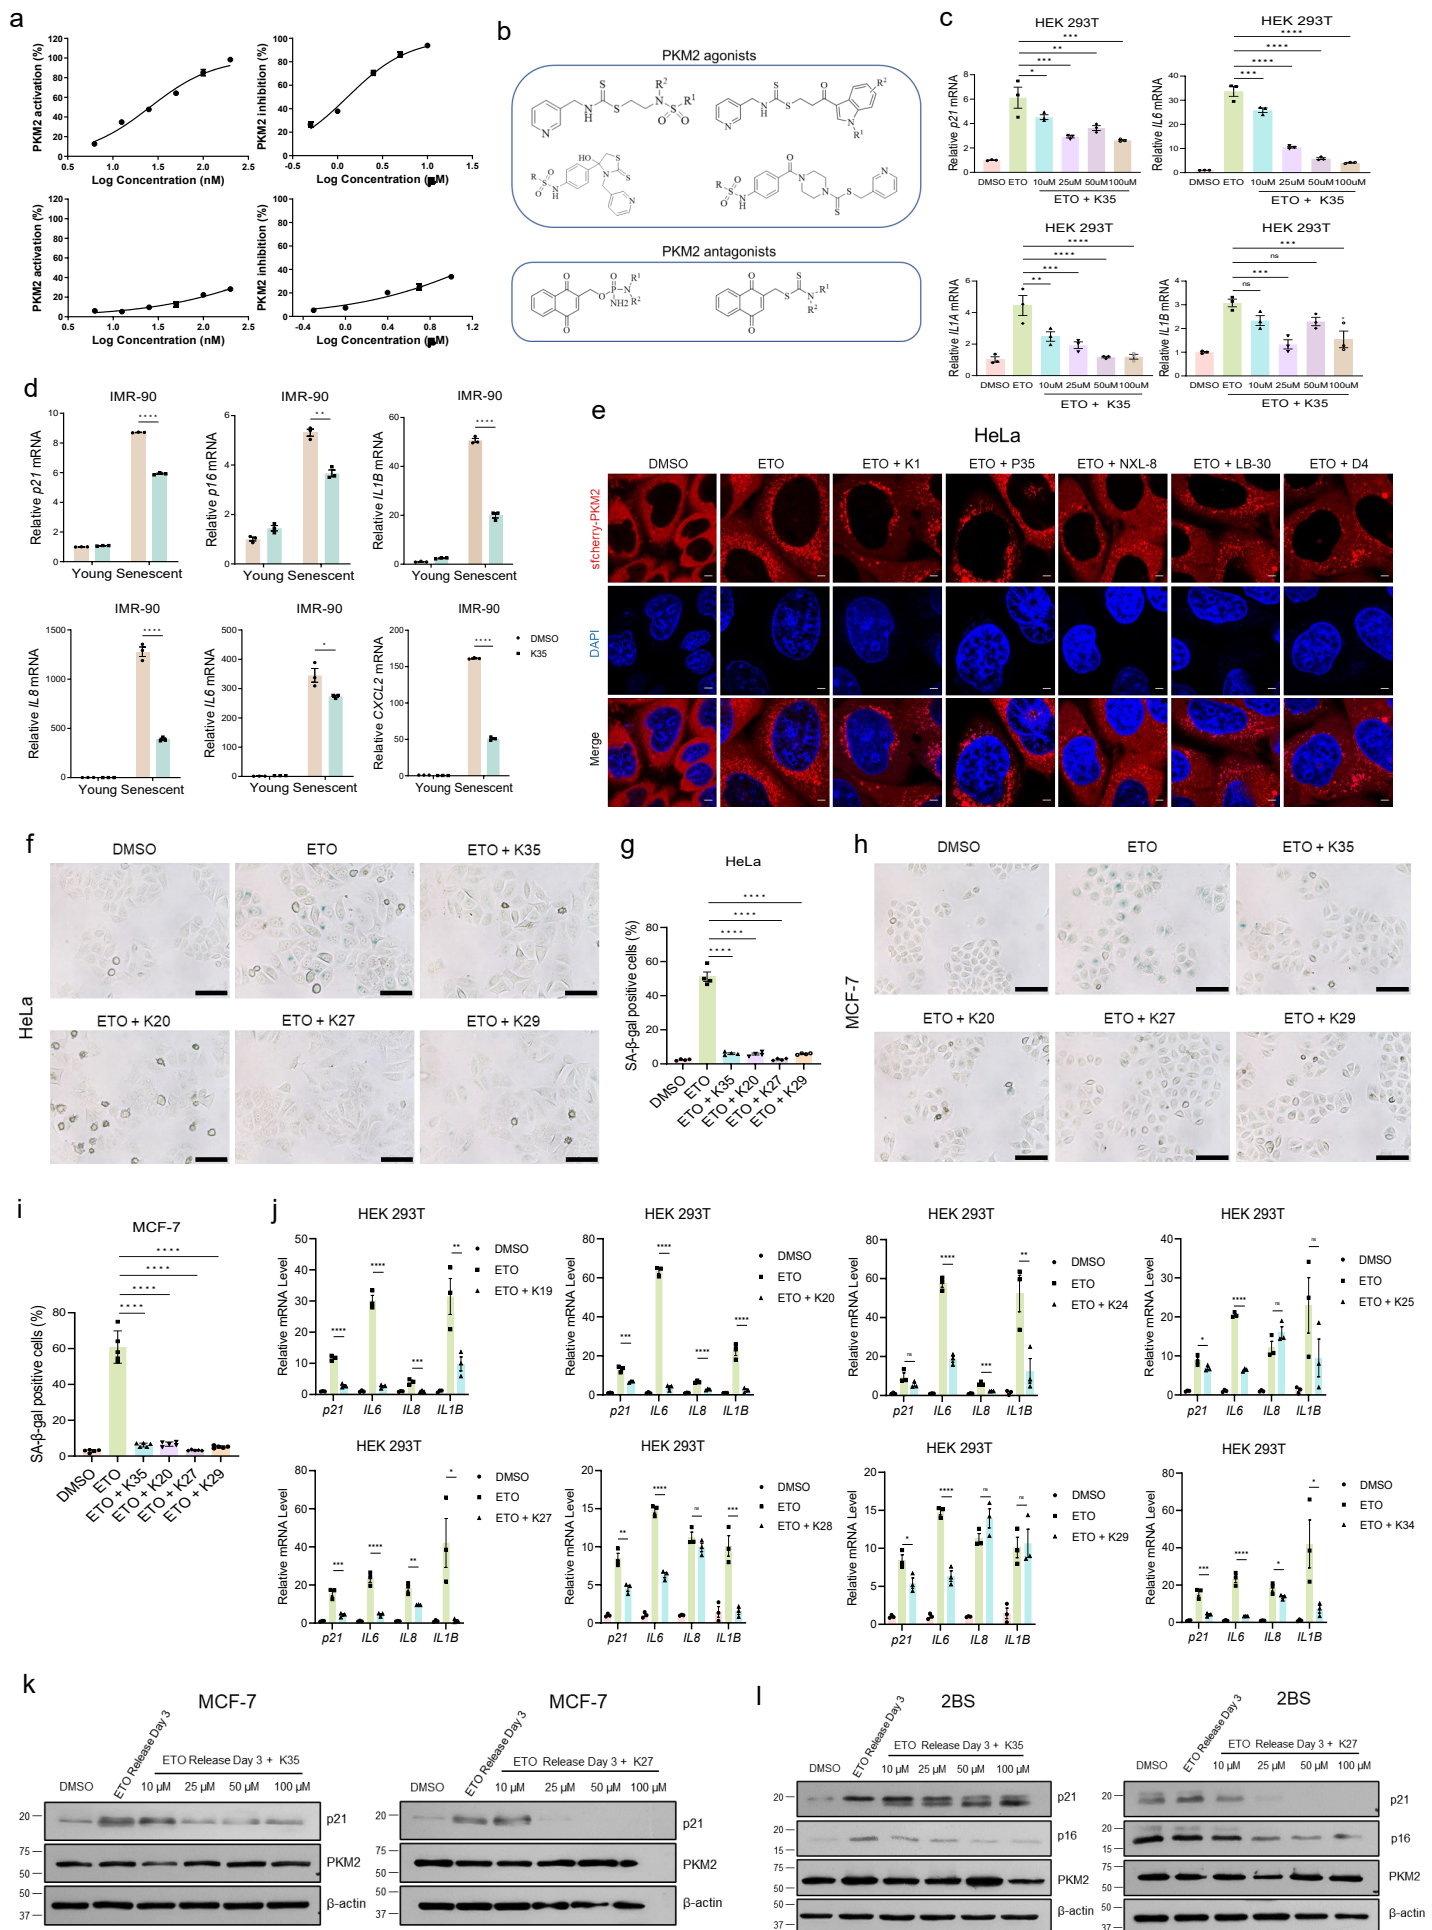

### Supplementary Fig. 6 K35 and its analogs alleviate cellular senescence

**a** The effects of in-house molecule library to PKM2 enzymatic activity determined by LDH-coupled kinetic assay. **b** The chemical structure of PKM2 agonists and antagonists for screening for dissolution agents of PKM2 aggregates. **c** qPCR analysis of *p21*, SASP mRNA level in HEK 293T treated with 10  $\mu$ M etoposide for 24 hours and released for three days in combination with concentration gradient of K35.  $n = 3$ , one-way ANOVA was used.  $P = 0.0409$  (*p21*: ETO vs. 10  $\mu$ M),  $P = 0.0003$  (*p21*: ETO vs. 25  $\mu$ M),  $P = 0.0022$  (*p21*: ETO vs. 50  $\mu$ M),  $P = 0.0001$  (*p21*: ETO vs. 50  $\mu$ M);  $P = 0.0004$  (*IL6*: ETO vs. 10  $\mu$ M);  $P = 0.0034$  (*IL1A*: ETO vs. 10  $\mu$ M),  $P = 0.0005$  (*IL1A*: ETO vs. 25  $\mu$ M);  $P = 0.0983$  (*IL1B*: ETO vs. 10  $\mu$ M),  $P = 0.0003$  (*IL1B*: ETO vs. 25  $\mu$ M),  $P = 0.0781$  (*IL1B*: ETO vs. 50  $\mu$ M),  $P = 0.0010$  (*IL1B*: ETO vs. 50  $\mu$ M). **d** qPCR analysis of *p21*, *p16* and SASP mRNA level in young or senescent fibroblasts IMR-90 exposed to DMSO or K35 (25  $\mu$ M).  $n = 3$ , Two-tailed unpaired t-test was used.  $P = 0.0010$  (*p16*),  $P = 0.0386$  (*IL6*). **e** Immunofluorescent imaging of PKM2 aggregates in HeLa stably expressed sfcherry-PKM2 were treated with 2  $\mu$ M etoposide together with DMSO or indicated compounds (50  $\mu$ M) for two days. Scale bar, 5  $\mu$ m. This experiment were repeated thrice with similar results. **f, g** Representative images (**f**) and quantification (**g**) of SA- $\beta$ -gal staining in HeLa treated with 10  $\mu$ M etoposide for 24 hours and released for three days together with DMSO, K35 or K35 analogs. Scale bar, 100  $\mu$ m.  $n = 4$ , one-way ANOVA was used. **h, i** Representative images (**h**) and quantification (**i**) of SA- $\beta$ -gal staining in MCF-7 treated with 20  $\mu$ M etoposide for 24 hours and released for three days together with DMSO, K35 or K35 analogs. Scale bar, 100  $\mu$ m.  $n = 5$ , one-way ANOVA was used. **j** qPCR analysis of *p21*, SASP mRNA level in HEK 293T treated with etoposide (10  $\mu$ M) for 24 hours and released for three days together with DMSO or K35 analogs (100  $\mu$ M).  $n = 3$ , one-way ANOVA was used.  $P = 0.0093$  (*IL1B*: ETO vs. ETO + K19),  $P = 0.0007$  (*IL8*: ETO vs. ETO + K19);  $P = 0.0003$  (*p21*: ETO vs. ETO + K20);  $P = 0.0842$  (*p21*: ETO vs. ETO + K24),  $P = 0.0002$  (*IL8*: ETO vs. ETO + K24),  $P = 0.0091$  (*IL1B*: ETO vs. ETO + K24);  $P = 0.0499$  (*p21*: ETO vs. ETO + K25),  $P = 0.1317$  (*IL8*: ETO vs. ETO + K25),  $P = 0.1728$  (*IL1B*: ETO vs. ETO + K25);  $P = 0.0003$  (*p21*: ETO vs. ETO + K27),  $P = 0.0012$  (*IL8*: ETO vs. ETO + K27),  $P = 0.0143$  (*IL1B*: ETO vs. ETO + K27);  $P = 0.0014$  (*p21*: ETO vs. ETO + K28),  $P = 0.1584$  (*IL8*: ETO vs. ETO + K28),  $P = 0.0010$  (*IL1B*: ETO vs. ETO + K28);  $P = 0.0137$  (*p21*: ETO vs. ETO + K29),  $P = 0.1048$  (*IL8*: ETO vs. ETO + K29),  $P = 0.9451$  (*IL1B*: ETO vs. ETO + K29);  $P = 0.0003$  (*p21*: ETO vs. ETO + K34),  $P = 0.0306$  (*IL8*: ETO vs. ETO + K34),  $P = 0.0288$  (*IL1B*: ETO vs. ETO + K34). **k** Immunoblotting of p21, PKM2 level in MCF-7 treated with 20  $\mu$ M etoposide for 24 hours and released for three days together with concentration gradient of K35 (left) or K27 (right). **l** Immunoblotting of p21, PKM2 level in young fibroblasts 2BS treated with 20  $\mu$ M etoposide for 24 hours and released for three days together with concentration gradient of K35 (left) or K27 (right). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Error bars represent SEM.

Supplementary Fig. S7 related to Fig. 5

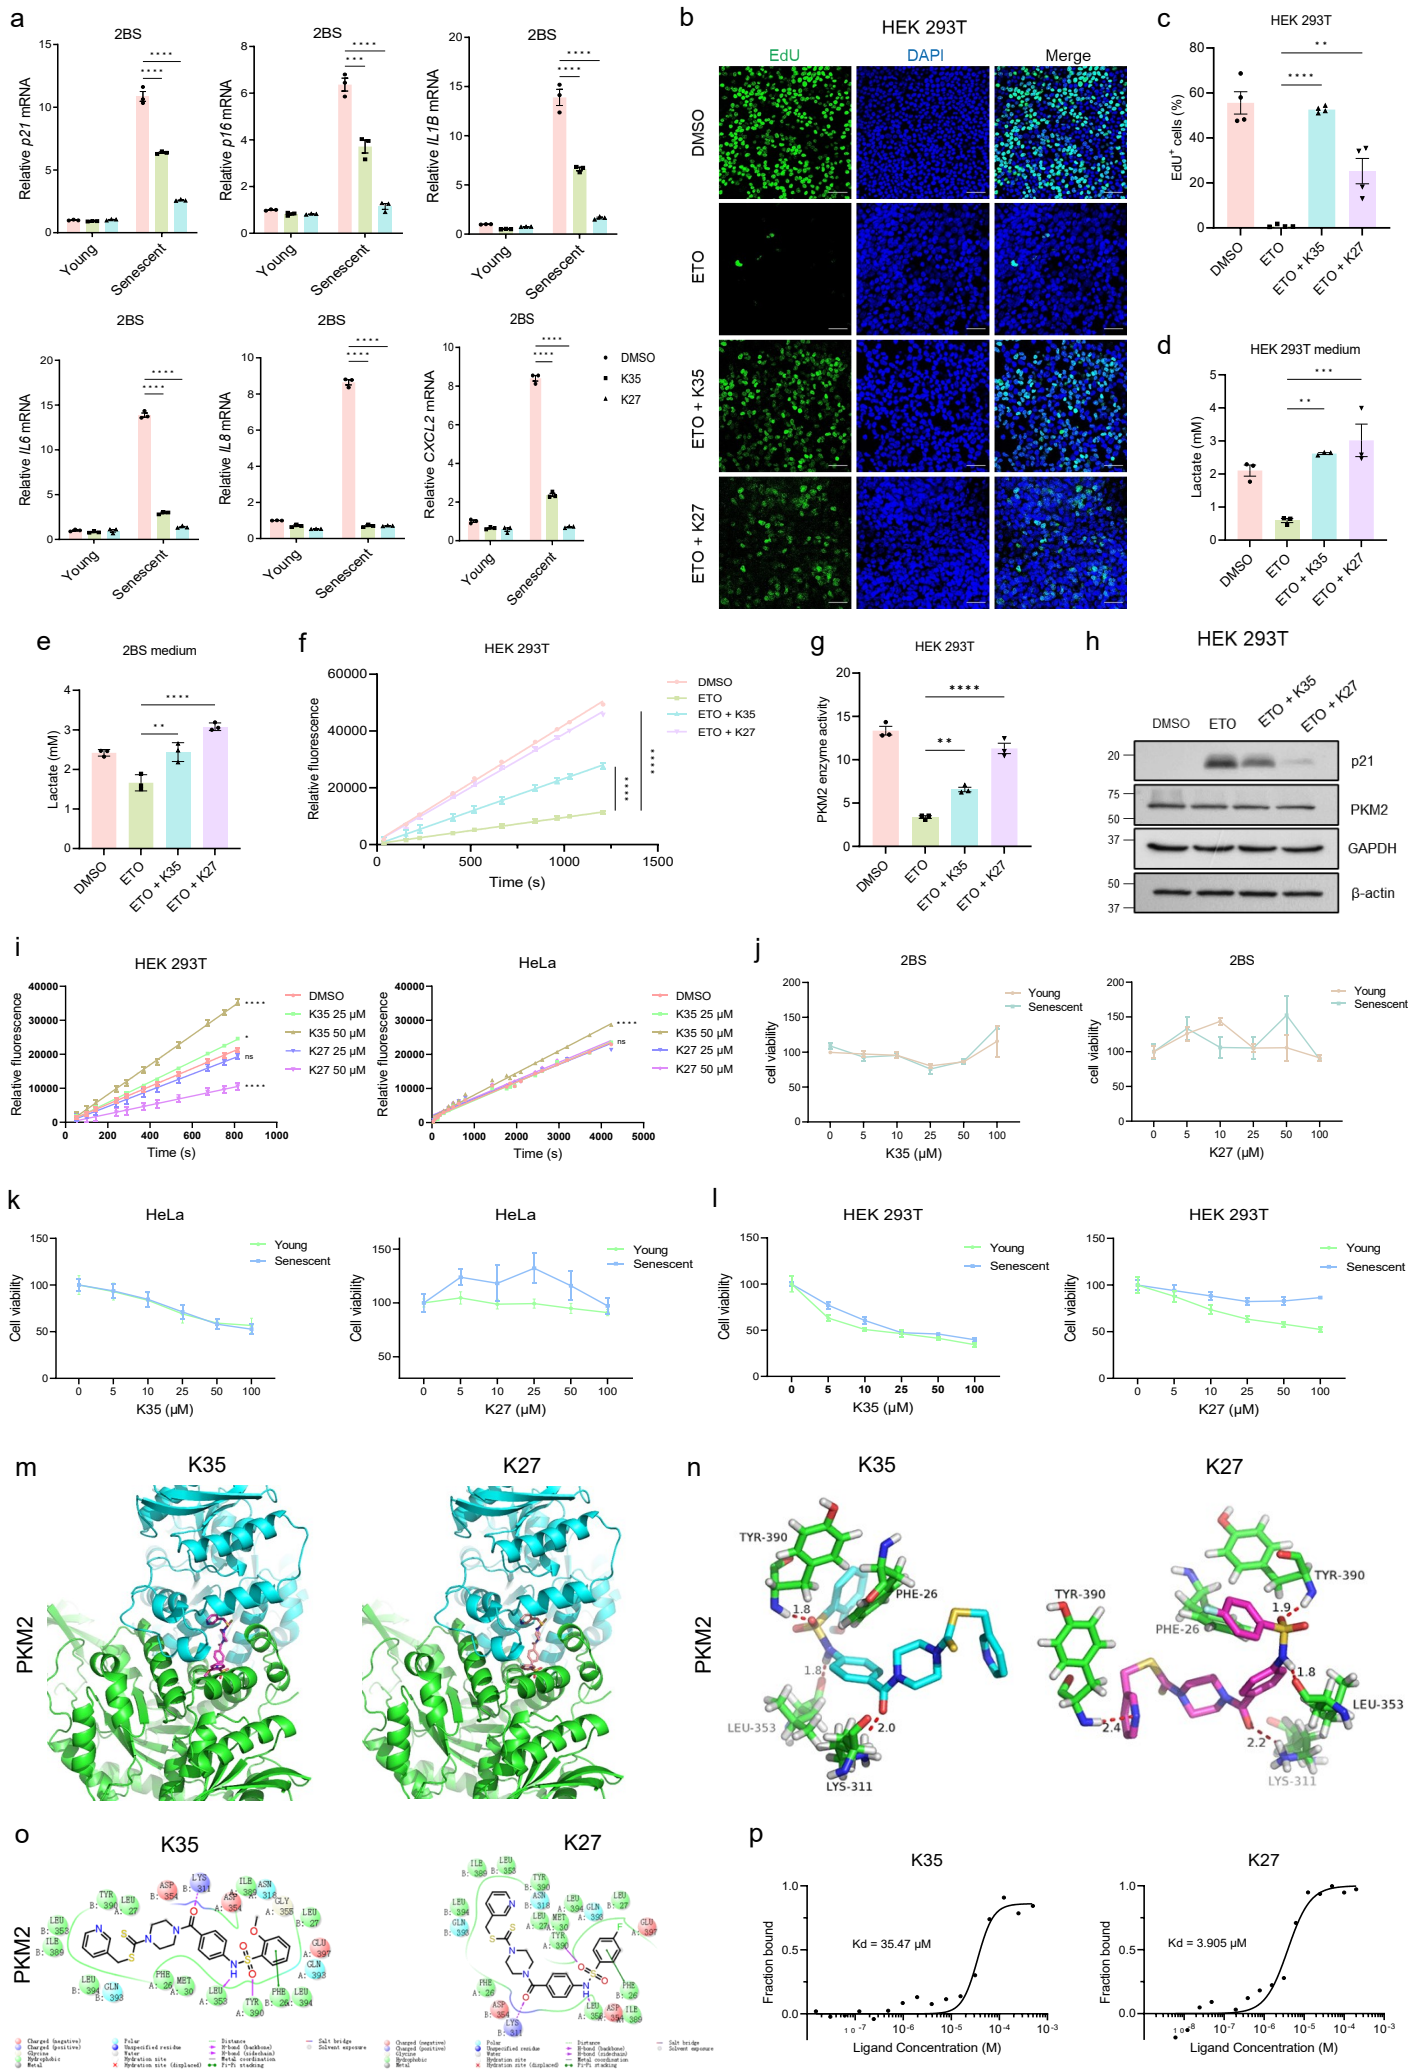

**Supplementary Fig. 7 K35 and K27 rescue PKM2 enzymatic activity and glycolytic flux**

**a** qPCR analysis of *p21*, *p16* and SASP level in young or senescent 2BS exposed to DMSO, 25  $\mu$ M K35/K27.  $n = 3$ .  $P = 0.0004$  (*p16*: DMSO vs. K35). **b, c** Representative images (**b**) and quantification (**c**) of EdU staining proliferation assay in HEK 293T treated with 10  $\mu$ M etoposide for 24 hours and released for three days together with DMSO, 50  $\mu$ M K35/K27. Scale bar, 50  $\mu$ m.  $n = 4$ .  $P = 0.0017$  (ETO vs. ETO + K27). **d, e** Quantification of lactate in culture medium of HEK 293T exposed to 10  $\mu$ M etoposide (**d**) or 2BS exposed to 20  $\mu$ M etoposide (**e**) for 24 hours and released for three days together with DMSO, 50  $\mu$ M K35/K27.  $n = 3$ .  $P = 0.0015$  (HEK293T: ETO vs. ETO + K35),  $P = 0.0005$  (HEK293T: ETO vs. ETO + K27).  $P = 0.0013$  (2BS: ETO vs. ETO + K35). **f** Measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay in HEK 293T exposed to 10  $\mu$ M etoposide for 24 hours and released for three days together with DMSO, 50  $\mu$ M K35/K27.  $n = 3$ . **g** Measurement of PKM2 enzymatic activity with commercial kit (K709-100) in HEK 293T exposed to 10  $\mu$ M etoposide for 24 hours and released for three days together with DMSO, 50  $\mu$ M K35/K27.  $n = 3$ .  $P = 0.0017$  (ETO vs. ETO + K35). **h** Immunoblotting of p21, PKM2 in HEK 293T exposed to 10  $\mu$ M etoposide for 24 hours and released for three days together with DMSO, 50  $\mu$ M K35/K27. **i** Measurement of PKM2 enzymatic activity via LDH-coupled kinetic assay in HEK 293T (left) or HeLa (right) treated with DMSO, 50  $\mu$ M K35/K27 for two days.  $n = 3$ .  $P = 0.0411$  (HEK 293T: DMSO vs. K35 25  $\mu$ M),  $P = 0.3465$  (HEK 293T: DMSO vs. K27 25  $\mu$ M);  $P = 0.8277$  (HeLa: DMSO vs. K35 25  $\mu$ M),  $P = 0.1844$  (HeLa: DMSO vs. K27 25  $\mu$ M),  $P = 0.9746$  (HeLa: DMSO vs. K27 50  $\mu$ M). **j** CCK-8 analysis of 2BS exposed to K35 (left) or K27 (right) for three days.  $n = 3$ . **k, l** CCK-8 analysis of HeLa (**k**) or HEK 293T (**l**) exposed to 10  $\mu$ M etoposide for 24 hours and released for two days together with 50  $\mu$ M K35 (left) or K27 (right) for another two days,  $n = 5$ . **m-o** Molecular docking of PKM2 (PDB: 4G1N) with K35 (left) or K27 (right). **p** MST assay of PKM2 with K35 (left) or K27 (right).  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . one-way ANOVA. Error bars represent SEM. These experiments were repeated thrice with similar results. Source data are provided as a Source Data file.

Supplementary Fig. S8 related to Fig. 6

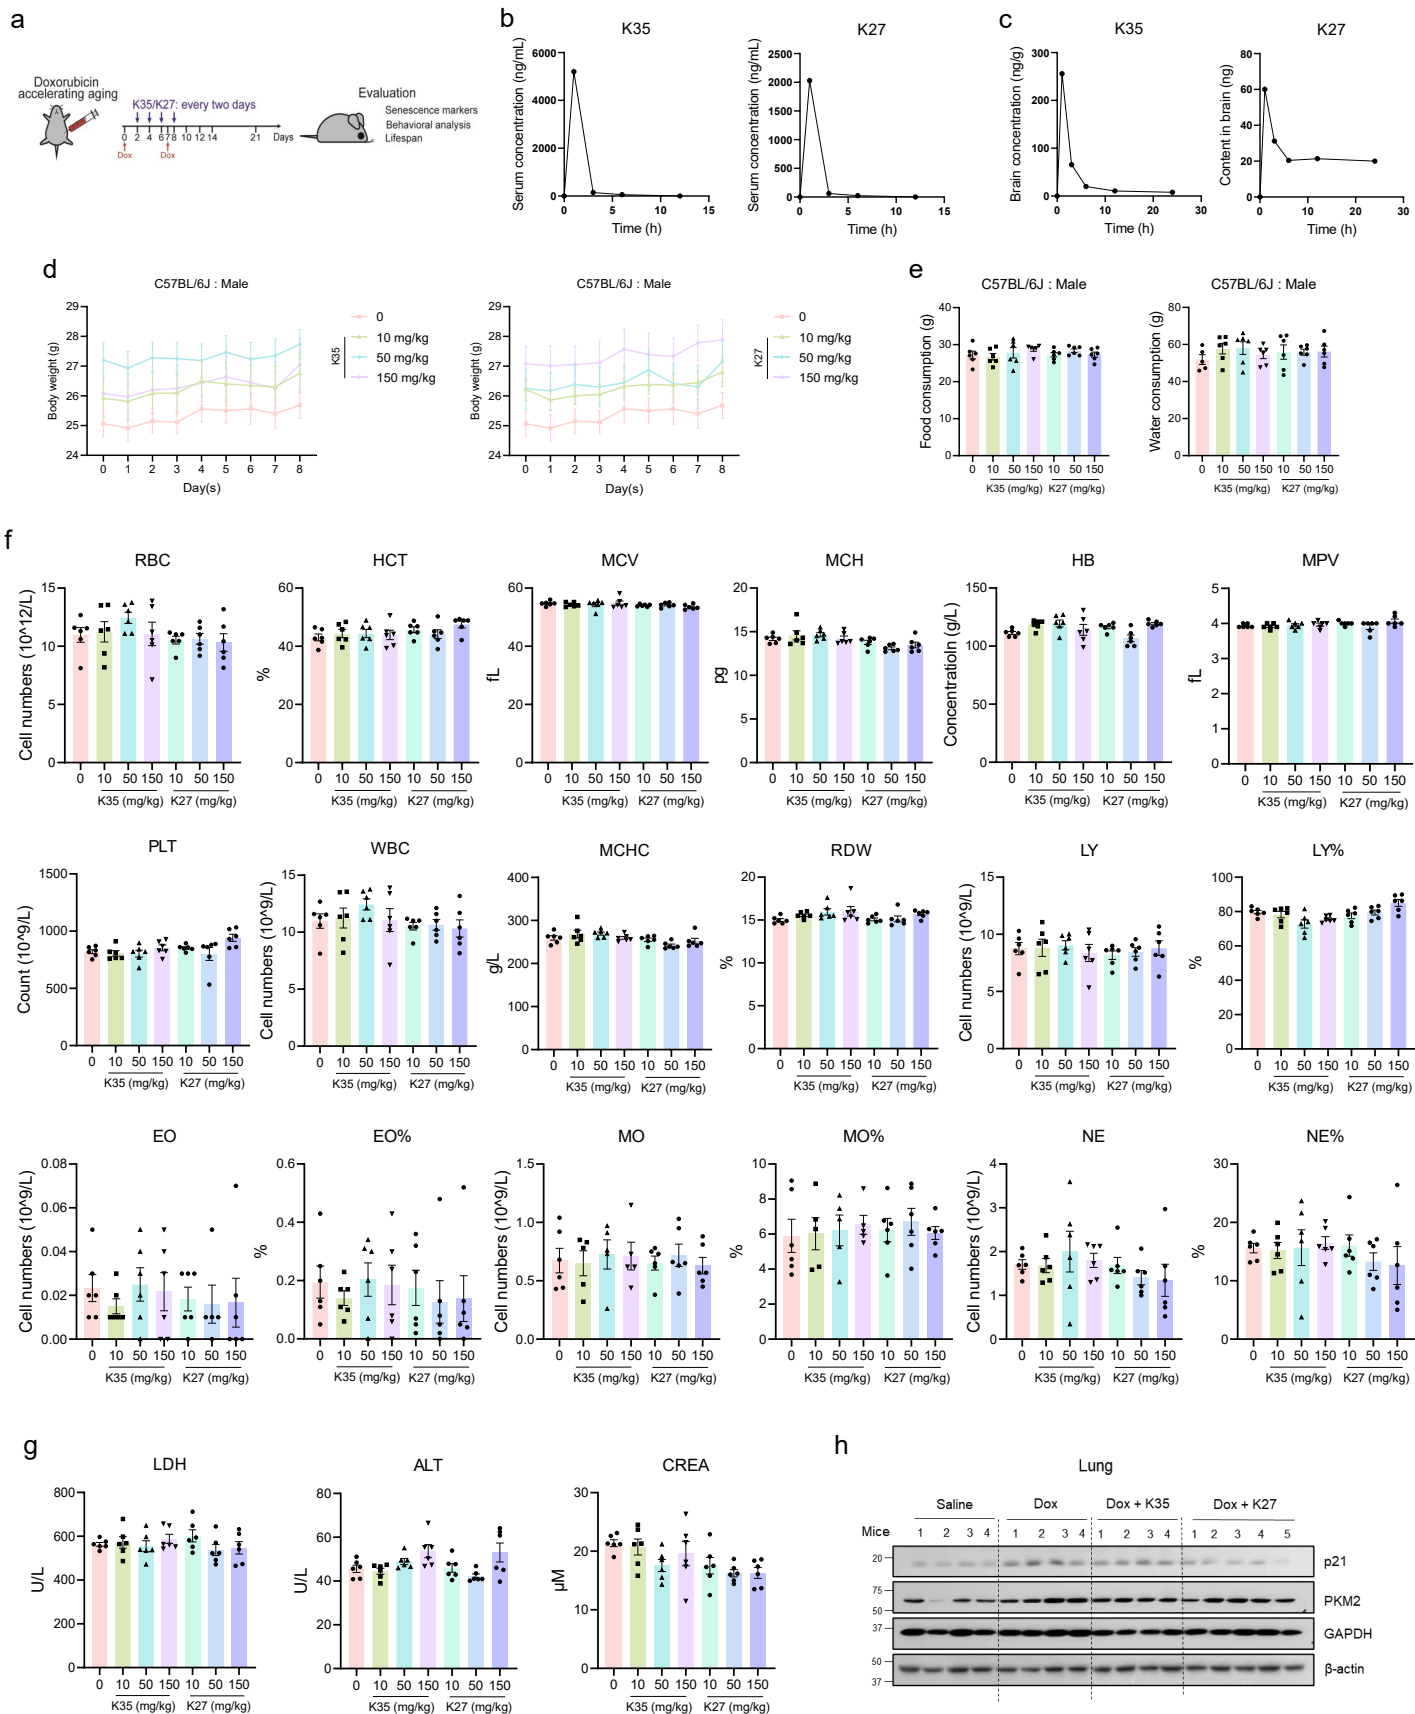

### **Supplementary Fig. 8 K35 and K27 ameliorate aging phenotypes**

**a** The administration model of doxorubicin-induced premature mice. C57BL/6J mice (male, 8 weeks) were injected intraperitoneally with saline or doxorubicin (10 mg/kg) twice at day 0 and day 7. From day 2, the mice exposed to doxorubicin were intragastrically administrated with vehicle or K35 (50 mg/kg) or K27 (50 mg/kg) every two days. **b, c** Male C57BL/6J (8 weeks) were intragastrically administrated with 50 mg/kg K35 or K27. After indicated hours, mice were sacrificed to quantify K35 or K27 content in serum or brain by LC-MS. **d, e** Male C57BL/6J (8 weeks) were intragastrically administrated with different dosage of K35 or K27 consecutively for 8 days. During the period, the body weight (**d**), food and water consumption (**e**) were recorded.  $n = 6$ . **f, g** At the last day, the mice (**d**) were sacrificed for routine blood tests (**f**) and examinations of LDH, ALT, CREA in serum (**g**).  $n = 6$ . **h** Mice underwent the procedure described in (**a**). At day 20, the mice were sacrificed for lung tissue which were grinded in liquid nitrogen for detection of p21, PKM2 protein level by Western blot. All the above experiments were repeated thrice on separate days with similar results. Source data are provided as a Source Data file.

Supplementary Fig. S9 related to Fig. 6

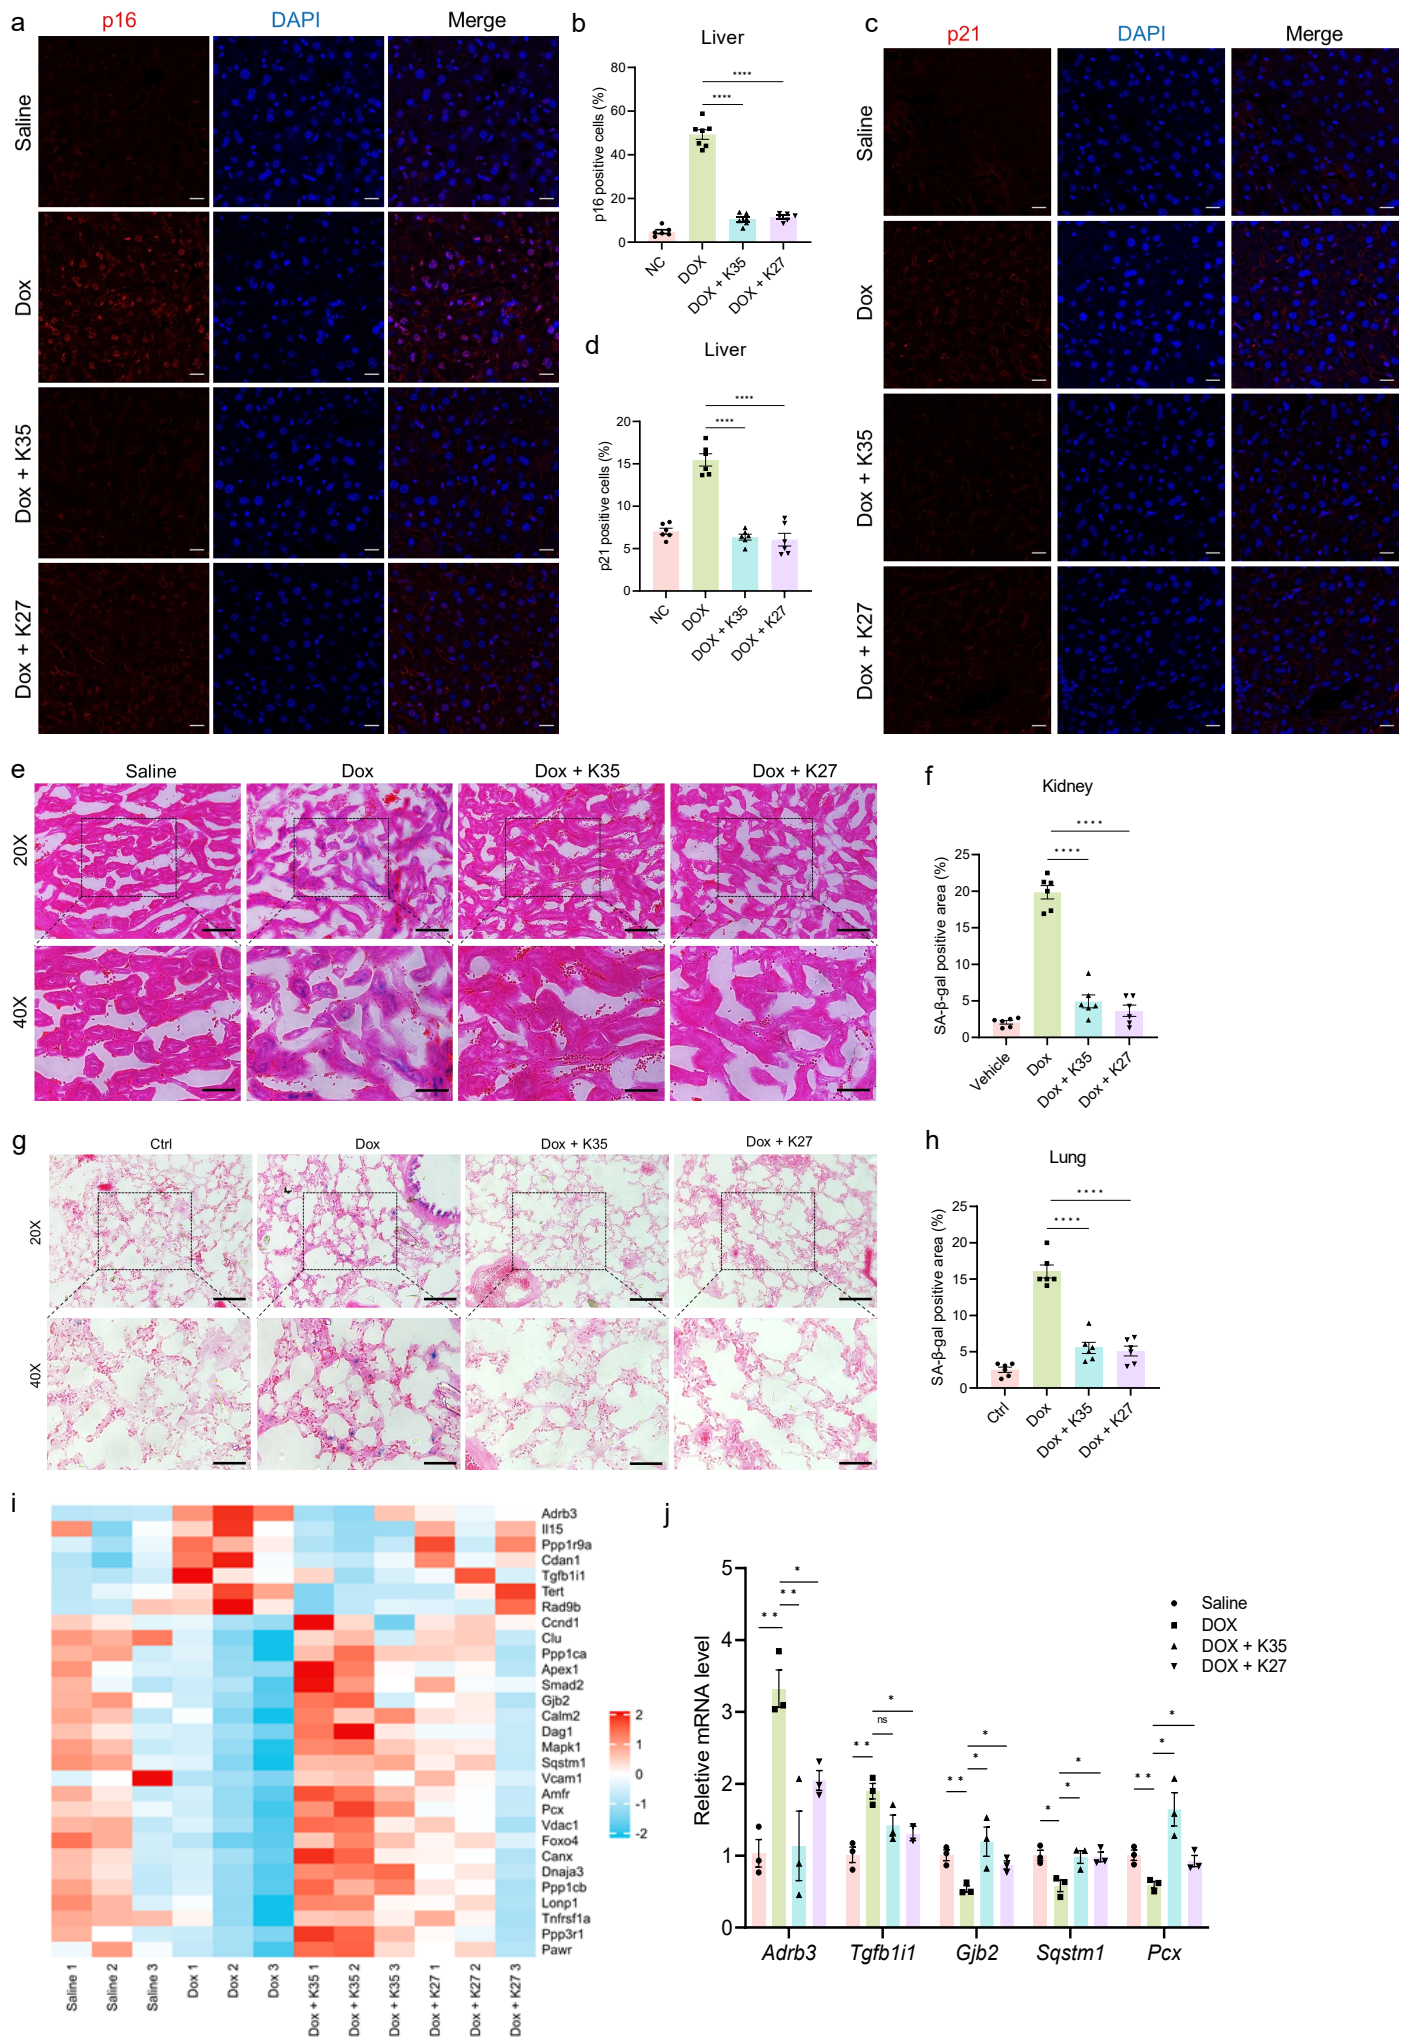

### Supplementary Fig. 9 K35 and K27 ameliorate aging phenotypes

**a-d** C57BL/6J mice (male, 8 weeks) were injected intraperitoneally with saline or doxorubicin (10 mg/kg) twice at day 0 and day 7. From day 2, the mice exposed to doxorubicin were intragastrically administrated with vehicle or K35 (50 mg/kg) or K27 (50 mg/kg) every two days. At day 20, the mice were sacrificed for liver tissue which were embedded in OCT for frozen tissue sections followed by immunofluorescent imaging of p16 (**a**) or p21 (**c**). Scale bar, 20  $\mu$ m. The percentage of p16 (**b**) or p21 (**d**) positive cells were counted separately.  $n = 6-7$ , one-way ANOVA was used. **e-h** Mice underwent the same procedure as in (**a**). At day 20, the mice were sacrificed for kidney (**e**) and lung (**g**) tissue which were embedded in OCT for frozen tissue sections followed by SA- $\beta$ -gal staining. Scale bar, 100  $\mu$ m for 20X magnification images. The percentage of SA- $\beta$ -gal positive areas in kidney (**f**) or lung (**h**) were counted separately.  $n = 6$ , one-way ANOVA was used. **i, j** Mice underwent the same procedure as in (**a**). At day 20, the mice were sacrificed for liver tissue which were subjected to RNA sequencing. 

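Genes outside the heat map were named by a rule fixed beforehand, and their positions are those of GENCODE M21 on GRCm38. *Gria3* (ENSMUSG00000001986, chromosome X, 41400854 to 41678601, plus strand) was the only gene higher in DOX than in Saline past the threshold, with a log2 fold change of 1.46 (standard error 0.16, adjusted p = 0.000931, limma with Benjamini-Hochberg adjustment). *Sult2a3* (ENSMUSG00000074375, chromosome 7, 14067446 to 14123044, minus strand) fell from 8.70 ± 4.06 FPKM in Saline to 0.772 ± 0.781 in DOX (SD, n = 3), a log2 fold change of −2.46 (standard error 0.43, adjusted p = 0.0359, limma with Benjamini-Hochberg adjustment). *Acot3* (ENSMUSG00000021228, chromosome 12, 84052144 to 84060402, plus strand) fell from 39.7 ± 18.1 to 6.30 ± 1.07 FPKM (SD, n = 3), a log2 fold change of −2.36 (standard error 0.44, adjusted p = 0.0480, limma with Benjamini-Hochberg adjustment). Another gene on the same strand, Gm49366, overlaps *Acot3*, so its value is uncertain. *Rab30* (ENSMUSG00000030643, chromosome 7, 92741603 to 92844535, plus strand) had a log2 fold change of −1.42 (standard error 0.26, adjusted p = 0.0480, limma with Benjamini-Hochberg adjustment). Its value is uncertain too, as Gm45200 overlaps it on the same strand. Of the 12 fits that each left out 1 library, *Sult2a3* lost the threshold in 6, *Acot3* in 8 and *Rab30* in 6.
In DOX + K35 vs. DOX, *Cyp39a1* (chromosome 17, 43667425 to 43751431) and *Cyp4a14* (chromosome 4, 115486200 to 115496142) were among the genes with the largest rises. Their log2 fold changes were 3.12 (standard error 0.55) and 3.04 (standard error 0.68), with adjusted p-values of 0.00496 and 0.00563 (limma with Benjamini-Hochberg adjustment). The value of *Cyp39a1* is uncertain, as Gm25783 overlaps it on the same strand. The largest falls were those of *Mup14*, *Mup2* and *Mup8* on chromosome 4, members of a family of near-identical genes whose reads could have been split between copies. Their log2 fold changes of −3.01, −2.81 and −2.72 (adjusted p = 0.0289, 0.0468 and 0.0480, limma with Benjamini-Hochberg adjustment) rested on library C4, and without it they were −1.04, −0.75 and −1.02. In DOX + K27 vs. DOX, *Acot3* rose by 2.73 (standard error 0.44) and *Angptl4* (chromosome 17, 33773750 to 33781830) by 1.97 (standard error 0.32) on the log2 scale, both with an adjusted p of 0.0368 (limma with Benjamini-Hochberg adjustment). Each lost the threshold in 8 of the 12 fits that left out 1 library.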

The senescence or aging-related genes (KEGG or GO annotations) were shown in (**i**). 

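Of the 26 heat map genes tested, 20 fell and 6 rose in DOX. *Ppp1r9a* was below the mean of 1 FPKM, and the other genes of the heat map were not analysed here. Among the 20 that fell, the median log2 fold change was −1.09 in DOX vs. Saline (from −1.86 for *Clu* to −0.63), 1.53 in DOX + K35 vs. DOX (0.58 to 1.69) and 0.83 in DOX + K27 vs. DOX (0.52 to 1.36). These medians were −0.70, 1.05 and 0.49 without library B4, and −1.44, 1.87 and 1.18 without DOX replicate 1. With the 20 highest genes left out they were −0.56, 0.84 and 0.42. Among the 6 that rose, the medians were 0.45, −0.50 and −0.19. The adjusted p-values ran from 0.0612 to 0.345 in DOX vs. Saline, from 0.00497 to 0.514 in DOX + K35 vs. DOX and from 0.155 to 0.827 in DOX + K27 vs. DOX (limma with Benjamini-Hochberg adjustment). In DOX + K35 vs. DOX, 19 of the 20 genes that fell and 4 of the 6 that rose passed the threshold. The exceptions were *Ccnd1* (log2 fold change 0.58, adjusted p = 0.514), *Cdan1* (−0.22, adjusted p = 0.216) and *Tgfb1i1* (adjusted p = 0.138, limma with Benjamini-Hochberg adjustment). The libraries of DOX and DOX + K35 did not overlap for 18 of the 20 genes that fell, those of DOX and Saline for 9, and those of DOX and DOX + K27 for 3. Chance gives 10% for genes not chosen for a difference. At least 50% of the DOX change was recovered for all 26 genes in DOX + K35 and for 22 in DOX + K27, where changes past the Saline level count too. Most of the 20 genes that fell in DOX were fitted above Saline in DOX + K35, so their change went further than a return to the Saline level. Both changes share the DOX libraries, and simulations in which no group changed gave a median of 13 such genes (95% range 2 to 24), with as many in 0.6% (K35) and 14.2% (K27) of 1000. With the fitted DOX change kept and a compound without effect, the median was 1 gene (95% range 0 to 14), with as many in 0% (K35) and 0.1% (K27). The change in DOX + K35 was larger than that in DOX + K27 for 25 of the 26 genes, but between these groups none passed the threshold (0 genes, 4 with an unadjusted p-value under 0.05, adjusted p-values from 0.0962 to 0.930, limma with Benjamini-Hochberg adjustment).

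**Figure D3:**
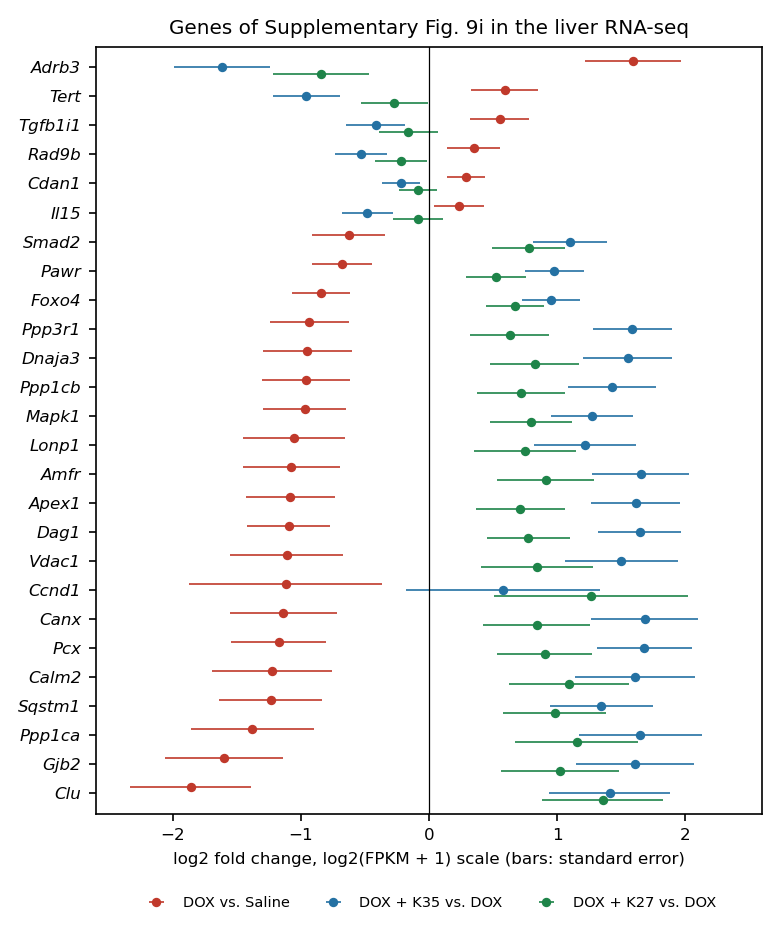
Log2 fold change on the log2(FPKM + 1) scale (x axis) of each heat map gene tested (y axis) in DOX vs. Saline (red), DOX + K35 vs. DOX (blue) and DOX + K27 vs. DOX (green), with the standard error as bars. The 20 genes that fell in DOX have red points left of 0 and blue and green points right of 0.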

The fold changes of senescence or aging-related genes were verified by Real-time PCR (**j**).  $n = 3$ , one-way ANOVA was used.  $P = 0.0016$  (*Adrb3*: Saline vs. DOX),  $P = 0.0022$  (*Adrb3*: DOX vs. DOX + K35),  $P = 0.0401$  (*Adrb3*: DOX vs. DOX + K27);  $P = 0.0028$  (*Tgfbli1*: Saline vs. DOX),  $P = 0.0579$  (*Tgfbli1*: DOX vs. DOX + K35),  $P = 0.0385$  (*Tgfbli1*: DOX vs. DOX + K27);  $P = 0.0057$  (*Gjb2*: Saline vs. DOX),  $P = 0.0350$  (*Gjb2*: DOX vs. DOX + K35),  $P = 0.0109$  (*Gjb2*: DOX vs. DOX + K27);  $P = 0.0112$  (*Sqstm1*: Saline vs. DOX),  $P = 0.0151$  (*Sqstm1*: DOX vs. DOX + K35),  $P = 0.0146$  (*Sqstm1*: DOX vs. DOX + K27);  $P = 0.0087$  (*Pcx*: Saline vs. DOX),  $P = 0.0114$  (*Pcx*: DOX vs. DOX + K35),  $P = 0.0224$  (*Pcx*: DOX vs. DOX + K27). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.0001$ . 

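*Adrb3* (ENSMUSG00000031489, GRCm38 chromosome 8, 27225776 to 27250616, minus strand) was at 2.50 ± 0.156 FPKM in Saline, 9.58 ± 1.31 in DOX, 3.17 ± 3.28 in DOX + K35 and 4.90 ± 0.592 in DOX + K27 (SD, n = 3 each). Its log2 fold changes were 1.59 in DOX vs. Saline, −1.62 in DOX + K35 vs. DOX and −0.84 in DOX + K27 vs. DOX (standard error 0.37, adjusted p = 0.0612, 0.00568 and 0.164, limma with Benjamini-Hochberg adjustment). Library C4 had 6.94 FPKM and the other DOX + K35 libraries 1.597 and 0.966. An antisense gene, Gm45470, overlaps *Adrb3*. *Tgfb1i1* (ENSMUSG00000030782, chromosome 7, 128246812 to 128255699, plus strand) was at 1.00 ± 0.0887, 2.00 ± 0.791, 1.23 ± 0.481 and 1.68 ± 0.721 FPKM in the same order (SD, n = 3 each). Its log2 fold changes of 0.55, −0.42 and −0.16 (standard error 0.23) did not pass the threshold (adjusted p = 0.0795, 0.138 and 0.681, limma with Benjamini-Hochberg adjustment). In DOX + K35 vs. DOX, *Tgfb1i1* passed in 5 of the 11 alternatives that keep every library, over which its log2 fold change ran from −0.95 to −0.42. Without DOX replicate 1, that log2 fold change was −0.21, and the one of DOX + K27 vs. DOX was 0.044.
*Gjb2* (ENSMUSG00000046352, chromosome 14, 57098600 to 57104702, minus strand) was at 95.8 ± 18.2 FPKM in Saline, 34.6 ± 19.4 in DOX, 101.7 ± 40.4 in DOX + K35 and 65.6 ± 20.1 in DOX + K27 (SD, n = 3 each), with log2 fold changes of −1.60, 1.61 and 1.03 (standard error 0.46, adjusted p = 0.0612, 0.00973 and 0.165, limma with Benjamini-Hochberg adjustment). *Sqstm1* (ENSMUSG00000015837, chromosome 11, 50199366 to 50210827, minus strand) was at 146.8 ± 32.4, 67.9 ± 37.2, 155.7 ± 4.16 and 123.0 ± 27.9 FPKM (SD, n = 3 each), with log2 fold changes of −1.24, 1.34 and 0.98 (standard error 0.40, adjusted p = 0.0612, 0.0119 and 0.156, limma with Benjamini-Hochberg adjustment). *Mrnip* overlaps it on the other strand. *Pcx* (ENSMUSG00000024892, chromosome 19, 4510472 to 4621752, plus strand) was at 78.1 ± 10.6, 37.2 ± 18.7, 111.3 ± 11.9 and 64.8 ± 10.5 FPKM (SD, n = 3 each), with log2 fold changes of −1.17, 1.68 and 0.90 (standard error 0.37, adjusted p = 0.0612, 0.00551 and 0.156, limma with Benjamini-Hochberg adjustment). *Lrfn4* overlaps it on the other strand. *Gjb2*, *Sqstm1* and *Pcx* passed the threshold in DOX vs. Saline without Saline replicate 3 or without DOX replicate 1. Without DOX replicate 1 they also passed in DOX + K27 vs. DOX, with log2 fold changes of 1.42, 1.38 and 1.25. Without library B4 their log2 fold changes were 0.54, 0.52 and 0.47 in DOX + K27 vs. DOX. In DOX vs. Saline they were −1.11, −0.78 and −0.74 without library B4.

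**Figure D4:**
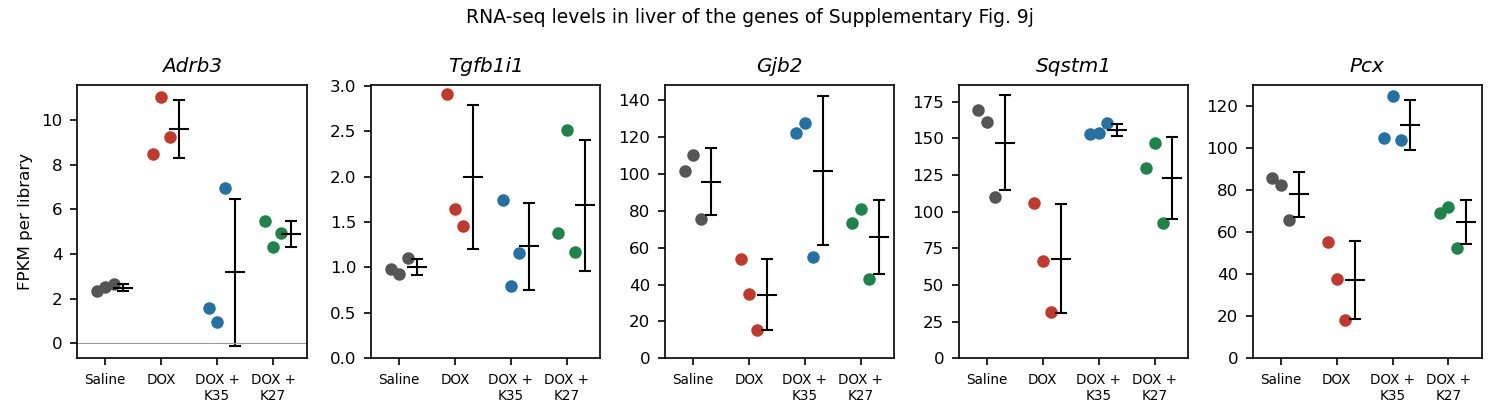
FPKM per library (points, y axis) of the genes measured by Real-time PCR in Supplementary Fig. 9j, by group (x axis), with the mean and SD (n = 3) as bars. *Adrb3* and *Tgfb1i1* have a higher mean in DOX than in Saline, and *Gjb2*, *Sqstm1* and *Pcx* a lower one.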

Error bars represent SEM.

Supplementary Fig. S10 related to Fig. 6

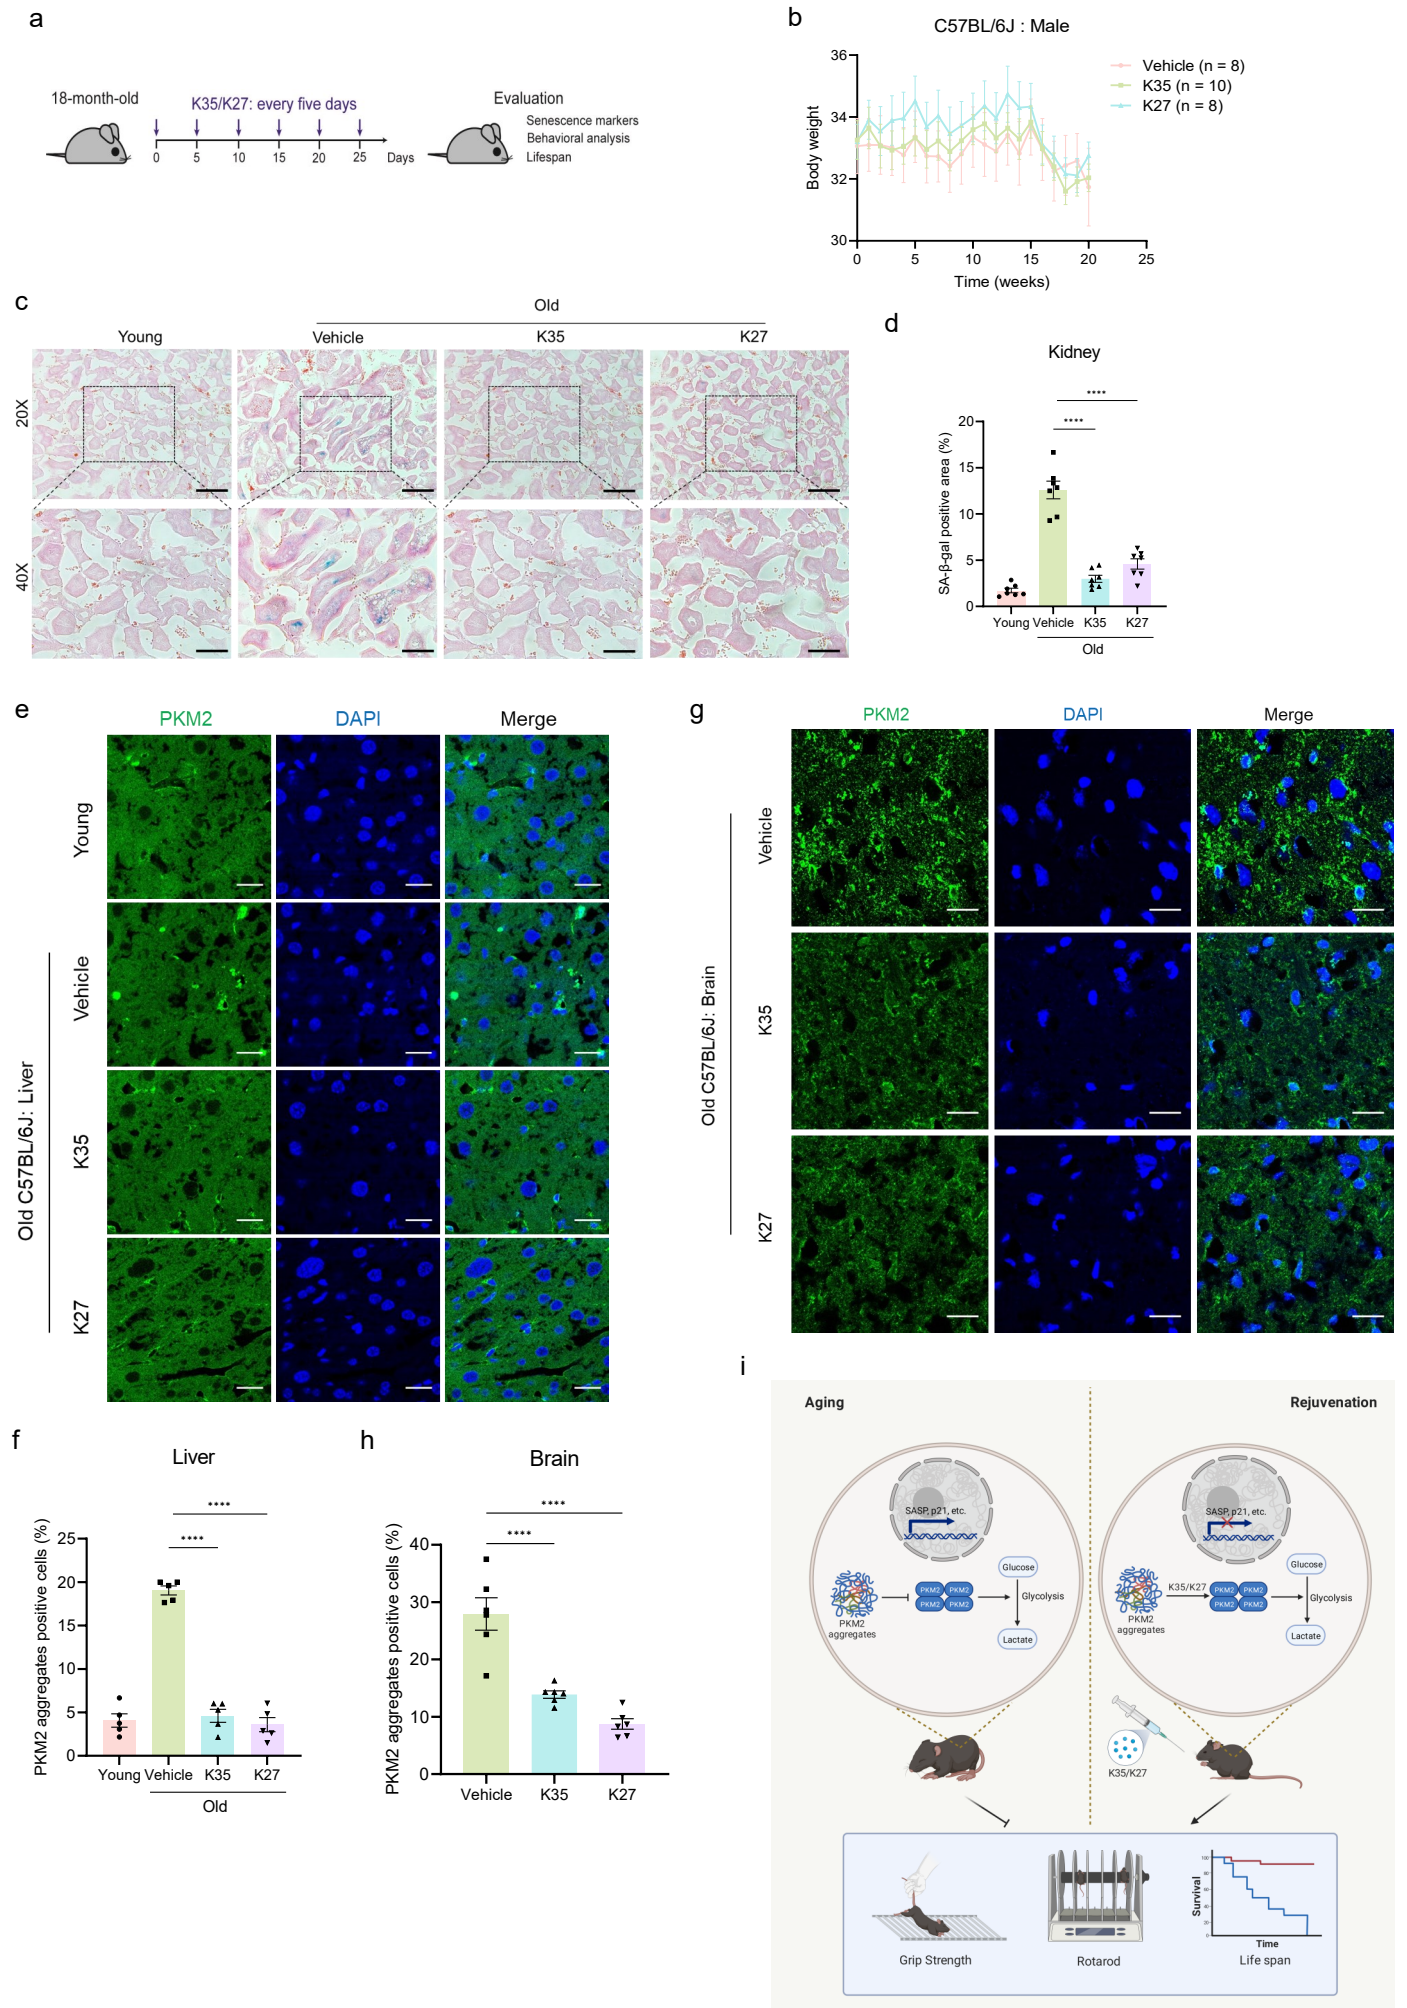

### **Supplementary Fig. 10 K35 and K27 ameliorate aging phenotypes**

**a** The administration model of 18-month-old mice with vehicle or K35 or K27. 18-month-old C57BL/6J were administrated intragastrically with vehicle or K35 (50 mg/kg) or K27 (50 mg/kg) every five days. **b** Body weight of the mice described in **(a)** were recorded once a week,  $n = 8-10$ . **c, d** Mice were treated as in **(a)**. After six months, kidney of young and old mice was prepared as frozen sections for SA- $\beta$ -gal staining. Images were shown in **(c)**. Scale bar, 100  $\mu\text{m}$  for 20X magnification images. The percentage of SA- $\beta$ -gal positive areas were counted in **(d)**.  $n = 7$ , one-way ANOVA was used. **e-h** Mice underwent the same procedure as in **(a)**. After six months, the mice were sacrificed for liver **(e)** or brain **(g)** which was prepared as frozen sections for fluorescent imaging of PKM2. Scale bar, 100  $\mu\text{m}$ . The percentage of cells with PKM2 aggregates in liver **(f)** or brain **(h)** were counted separately.  $n = 5-6$ , one-way ANOVA was used. **i** The graphic model of the manuscript (Created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license). \*\*\*\* $P < 0.0001$ . Error bars represent SEM.

**Table S1 The primers used for qPCR**

| Gene Name                           | Forward primers          | Reverse primers         |
|-------------------------------------|--------------------------|-------------------------|
| Human <i>p21</i>                    | AGGTGGACCTGGAGACTCTCAG   | TCCTCTTGGAGAAGATCAGCCG  |
| Human <i>PKM2</i>                   | ATGGCTGACACATTCTGGAGC    | CCTTCAACGTCTCCACTGATCG  |
| Human <i>IL1A</i>                   | TGTATGTGACTGCCCAAGATGAAG | AGAGGAGGTTGGTCTCACTACC  |
| Human <i>IL1B</i>                   | CCACAGACCTTCCAGGAGAATG   | GTGCAGTTCAGTGATCGTACAGG |
| Human <i>IL8</i>                    | AAGGAAAACCTGGGTGCAGAG    | ATTGCATCTGGCAACCCTAC    |
| Human <i>IL6</i>                    | AGACAGCCACTCACCTCTTCAG   | TTCTGCCAGTGCCTCTTTGCTG  |
| Human <i>CXCL2</i>                  | GGCAGAAAGCTTGTCTCAACCC   | CTCCTTCAGGAACAGCCACCAA  |
| Human <i>GAPDH</i>                  | GAGTCAACGGATTTGGTCGT     | TTGATTTTGGAGGGATCTCG    |
| Human $\beta$ -actin                | GGACTTCGAGCAAGAGATGG     | AGGAAGGAAGGCTGGAAGAG    |
| Mouse <i>Cxcl2</i>                  | CATCCAGAGCTTGAGTGTGACG   | GGCTTCAGGGTCAAGGCAAACCT |
| Mouse <i>p21</i>                    | AGCAAAGTGTGCCGTTGTCT     | AGAAATCTGTCAGGCTGGTC    |
| Mouse <i>p16</i>                    | CTCAGCCCCGCCTTTTTCTTC    | CGCCTTCGCTCAGTTTCTCATG  |
| Mouse <i>Il1<math>\alpha</math></i> | ACGGCTGAGTTTCAGTGAGACC   | CACTCTGGTAGGTGTAAGGTGC  |
| Mouse <i>Il1<math>\beta</math></i>  | TGGACCTTCCAGGATGAGGACA   | GTTTCATCTCGGAGCCTGTAGTG |
| Mouse <i>Il6</i>                    | TACCACTTCACAAGTCGGAGGC   | CTGCAAGTGCATCATCGTTGTTC |
| Mouse <i>TNF<math>\alpha</math></i> | GGTGCCTATGTCTCAGCCTCTT   | GCCATAGAAGTATGAGAGGGAG  |
| Mouse <i>Adrb3</i>                  | AGGCACAGGAATGCCACTCCAA   | GCTTAGCCACAACGAACACTCG  |
| Mouse <i>Tgfb1i1</i>                | GGTCTGGAGAATCTTCAGGAACC  | CACCACTGGAAGAGGAGAATGG  |
| Mouse <i>Gjb2</i>                   | ATCTGGCTCACGGTCCTCTTCA   | GGAAGTGGTGGTCGTAGCATAC  |
| Mouse <i>Sqstm1</i>                 | GCTCTTCGGAAGTCAGCAAACC   | GCAGTTTCCCGACTCCATCTGT  |
| Mouse <i>Pcx</i>                    | GGATGACCTCACAGCCAAGCAT   | GCAATCGAAGGCTGCGTACAGT  |
| Mouse <i>Gapdh</i>                  | GTGGCAAAGTGGAGATTGTTG    | AGTCTTCTGGGTGGCAGTGAT   |
| Mouse $\beta$ -actin                | CATTGCTGACAGGATGCAGAAGG  | TGCTGGAAGGTGGACAGTGAGG  |

**Table S2 The materials used in the paper**

| REAGENT or RESOURCE                | SOURCE                    | IDENTIFIER                          |
|------------------------------------|---------------------------|-------------------------------------|
| Antibodies                         |                           |                                     |
| Mouse anti-PFKP                    | Santa Cruz Biotechnology  | Cat#sc-514824                       |
| Rabbit anti-PKM2                   | Cell Signaling Technology | Cat#4053; RRID: AB_1904096          |
| Mouse anti-PKM2                    | Santa Cruz Biotechnology  | Cat#sc-365684; RRID: AB_10844484    |
| Mouse anti-ENO1                    | Santa Cruz Biotechnology  | Cat#sc-271384; RRID: AB_10609119    |
| Rabbit anti-PGK1                   | Abcam                     | Cat#ab199438                        |
| Rabbit anti-GPI                    | Abcam                     | Cat#ab167394; RRID: AB_2736921      |
| Mouse anti-p53                     | Santa Cruz Biotechnology  | Cat#sc-126; RRID: AB_628082         |
| Mouse anti-p21                     | Santa Cruz Biotechnology  | Cat#sc-6246; RRID: AB_628073        |
| Rabbit anti-p21                    | Cell Signaling Technology | Cat#2947; RRID: AB_823586           |
| Rabbit anti-p16                    | Zen-BIO                   | Cat#380963                          |
| Mouse anti-p16                     | Santa Cruz Biotechnology  | Cat#sc-1661; RRID: AB_628067        |
| Rabbit anti-LC3                    | Sigma-Aldrich             | Cat#L8918; RRID: AB_1079382         |
| Rabbit anti-LAMP2a                 | Zen bio                   | Cat#R24835; RRID: Cat#380959; RRID: |
| Rabbit anti-CLAR                   | Zen bio                   | Cat#380959; RRID:                   |
| Rabbit anti-GAPDH                  | Cell Signaling Technology | Cat#5174; RRID: AB_10622025         |
| Rabbit anti-PEX19                  | Zen bio                   | Cat#389339                          |
| Rabbit anti-p70S6K                 | Cell Signaling Technology | Cat#9202; RRID: AB_331676           |
| Mouse anti- $\beta$ -actin         | Santa Cruz Biotechnology  | Cat#sc-8432; RRID: AB_626630        |
| Mouse anti-PCNA                    | Zen bio                   | Cat#200947-2E1; RRID: AB_2722718    |
| Rabbit anti-VDAC                   | Cell Signaling Technology | Cat#4866; RRID: AB_2272627          |
| Rabbit anti-HSPA8                  | HUABIO                    | Cat#ET1602-33                       |
| Mouse anti-HK2                     | Abcam                     | Cat#ab104836; AB_10710018           |
| Mouse anti-HA                      | Thermo Fisher Scientific  | Cat#26183; RRID: AB_2533052         |
| Donkey anti-rabbit Alexa Fluor 488 | Thermo Fisher Scientific  | Cat#A-21206; RRID: AB_2535792       |
| Donkey anti-mouse Alexa Fluor 594  | Thermo Fisher Scientific  | Cat#A-21203; RRID: AB_141633        |
| Anti-PHGDH                         | Santa Cruz Biotechnology  | Cat#sc-100317; RRID: AB_2165393     |
| Anti-MTHFD1                        | Santa Cruz Biotechnology  | Cat#sc-271412; RRID: AB_10611082    |
| Anti-LAMP-2                        | BioLegend                 | Cat#354301; RRID: AB_11204081       |

|                                                                                                   |                                |               |
|---------------------------------------------------------------------------------------------------|--------------------------------|---------------|
| Bacterial and virus strains                                                                       |                                |               |
| TSurbo Chemically Competent Cell                                                                  | Tsingke Biotechnology          | Cat#TSC-C02   |
| TSsetta Chemically Competent Cell                                                                 | Tsingke Biotechnology          | Cat#TSC-E04   |
| Chemicals, peptides, and recombinant proteins                                                     |                                |               |
| Puromycin                                                                                         | Sigma-Aldrich                  | Cat#P8833     |
| DAPI                                                                                              | Sigma-Aldrich                  | Cat#D9542     |
| Hoechst 33342                                                                                     | Solarbio                       | Cat#C0031     |
| Camptothecin                                                                                      | Selleck                        | Cat# S1288    |
| 5-Fluorouracil                                                                                    | Sigma-Aldrich                  | Cat#F6627     |
| Etoposide                                                                                         | Sigma-Aldrich                  | Cat#E1383     |
| AgNO <sub>3</sub>                                                                                 | Thermo Fisher Scientific       | Cat#S486      |
| TRI Reagent                                                                                       | Sigma-Aldrich                  | Cat#T9424     |
| Pierce™ Anti-HA Magnetic Beads                                                                    | Thermo Fisher Scientific       | Cat#88836     |
| Antigen Retrieval Solution                                                                        | Solarbio                       | Cat#C1035     |
| H <sub>2</sub> O <sub>2</sub>                                                                     | Sigma-Aldrich                  | Cat#323381    |
| Critical commercial assays                                                                        |                                |               |
| Senescence $\beta$ -Galactosidase Staining Kit                                                    | Cell Signaling Technology      | Cat#9860      |
| BeyoClick™ EdU Cell Proliferation Kit with Alexa Fluor 488                                        | Beyotime                       | Cat#C0071S    |
| Pyruvate Kinase Activity Colorimetric/Fluorometric Assay Kit                                      | BioVision                      | Cat#K709-100  |
| CheKine™ Micro Lactate Assay Kit                                                                  | Abbkine                        | Cat#KTB1100   |
| Cell Counting Kit-8                                                                               | Dojindo                        | Cat#CK04      |
| First Strand cDNA Synthesis kit                                                                   | Yeasen                         | Cat#11123ES10 |
| Hieff® qPCR SYBR Green Master Mix                                                                 | Yeasen                         | Cat#11202ES03 |
| Experimental models: Cell lines                                                                   |                                |               |
| Human: HEK293T                                                                                    | ATCC                           | Cat#CRL-11268 |
| Human: 2BS                                                                                        | Zebin Mao (Peking University)  | N/A           |
| Human: HeLa                                                                                       | Qing Chang (Peking University) | N/A           |
| Human: MCF-7                                                                                      | ATCC                           | Cat#HTB-22    |
| Experimental models: Organisms/strains                                                            |                                |               |
| Mouse: C57BL/6J                                                                                   |                                |               |
| Oligonucleotides                                                                                  |                                |               |
| Human PKM2 shRNA #1: 5'-CCGGGGGTGAACTTTGC<br>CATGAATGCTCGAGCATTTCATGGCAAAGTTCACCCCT<br>TTTTG - 3' | Tsingke Biotechnology          | N/A           |
| Human PKM2 shRNA #2: 5'-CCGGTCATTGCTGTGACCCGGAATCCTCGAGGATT<br>CCGGGTACAGCAATGATTTTT G - 3'       | Tsingke Biotechnology          | N/A           |
| Recombinant DNA                                                                                   |                                |               |
| pHBLV-TMEM192-3HA                                                                                 | This manuscript                | N/A           |
| pHBLV-TMEM192-2Flag                                                                               | This manuscript                | N/A           |
| pHBLV-sfcherry                                                                                    | This manuscript                | N/A           |

|                                              |                  |                                                                                                                                                       |
|----------------------------------------------|------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| pLVX-EnCMV-HRAS(human)-G12V-PGK-Puro         | MIAOLING BIOLOGY | Cat#P34482                                                                                                                                            |
| pHBLV-sfcherry-PKM2                          | This manuscript  | N/A                                                                                                                                                   |
| pHBLV-sfcherry-PKM2 Del N (residue 1-44)     | This manuscript  | N/A                                                                                                                                                   |
| pHBLV-sfcherry-PKM2 Del A1 (residue 45-166)  | This manuscript  | N/A                                                                                                                                                   |
| pHBLV-sfcherry-PKM2 Del B1 (residue 167-218) | This manuscript  | N/A                                                                                                                                                   |
| pHBLV-sfcherry-PKM2 Del A2 (residue 219-389) | This manuscript  | N/A                                                                                                                                                   |
| pHBLV-sfcherry-PKM2 Del C (residue 390-531)  | This manuscript  | N/A                                                                                                                                                   |
| pLKO.1-puro-shRNA-PKM2 #1                    | This manuscript  | N/A                                                                                                                                                   |
| pLKO.1-puro-shRNA-PKM2 #2                    | This manuscript  | N/A                                                                                                                                                   |
| Software and algorithms                      |                  |                                                                                                                                                       |
| Prism 9                                      | GraphPad         | <a href="https://www.graphpad.com/scientificsoftware/prism/">https://www.graphpad.com/scientificsoftware/prism/</a>                                   |
| ZEN 3.2                                      | Zeiss            | <a href="https://www.zeiss.com">https://www.zeiss.com</a>                                                                                             |
| ImageJ                                       | NIH              | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                                                   |
| FlowJo v10.6.2                               | BD               | <a href="https://www.flowjo.com/solutions/flowjo/downloads">https://www.flowjo.com/solutions/flowjo/downloads</a>                                     |
| Adobe Illustrator                            | Adobe            | <a href="https://www.adobe.com/products/illustrator/free-trial-download.html">https://www.adobe.com/products/illustrator/free-trial-download.html</a> |

# Supplementary material for: PKM2 aggregation drives metabolism reprograming during aging process
**Source:** Nat Commun. 2024 Jul 9;15:5761. doi: 10.1038/s41467-024-50242-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Real Time quantitative PCR data750LTQ Orbitrap Velos0 Real-time PCR System (Applied Biosystems); RNA sequencing data: Illumina NovaSeq 6000; Mass spectrum: LTQ Orbitrap Velos; Flow cytometry: BD FACSymphony™ S6. |
| Data analysis   | Graphpad Prism 9; Carl Zeiss ZEN 3.2 (blue edition); MaxQuant; ImageJ; FlowJo v10.6.2.                                                                                                                              |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All related raw sequencing and processed data have been deposited at the Gene Expression Omnibus under accession number GSE268773. All other data are available in the main text or in the supplemental information. The uncropped and unprocessed scans of all the blots are supplied in the Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No specific statistical measure was taken to decide sample size. Minimum sample sizes were predetermined from power estimate based on pilot experiments. |
| Data exclusions | No data has been excluded from analysis.                                                                                                                 |
| Replication     | All attempts at replication were successful. Figure legends state how many times each experiment was performed.                                          |
| Randomization   | The allocation of mice was randomly.                                                                                                                     |
| Blinding        | Blinding was not done since the study relies on the investigator's treatment on cells or mice.                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Mouse anti-PFKP Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-514824;<br>Rabbit anti-PKM2 Cell Signaling Technology, 1:1000 (WB), Cat#4053;<br>Mouse anti-PKM2 Santa Cruz Biotechnology, 1:50 (IF), Cat#sc-365684;<br>Mouse anti-ENO1 Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-271384;<br>Rabbit anti-PGK1 Abcam, 1:1000 (WB), Cat#ab199438; |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rabbit anti-GPI Abcam, 1:1000 (WB), Cat#ab167394;  
 Mouse anti-p53 Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-126;  
 Mouse anti-p21 Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-6246;  
 Rabbit anti-p21 Cell Signaling Technology, 1:1000 (WB), Cat#2947;  
 Rabbit anti-p16 Zen-BIO, 1:1000 (WB), Cat#380963;  
 Mouse anti-p16 Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-1661;  
 Rabbit anti-LC3, Sigma-Aldrich, 1:10000 (WB), Cat#L8918;  
 Rabbit anti-LAMP2a Zen bio, 1:1000 (WB), Cat#R24835;  
 Rabbit anti-CLAR Zen bio, 1:1000 (WB), Cat#380959;  
 Rabbit anti-GAPDH Cell Signaling Technology, 1:5000 (WB), Cat#5174;  
 Rabbit anti-PEX19 Zen bio, 1:1000 (WB), Cat#389339;  
 Rabbit anti-p70S6K Cell Signaling Technology, 1:1000 (WB), Cat#9202;  
 Mouse anti- $\beta$ -actin Santa Cruz Biotechnology, 1:2000 (WB), Cat#sc-8432;  
 Mouse anti-PCNA Zen bio, 1:1000 (WB), Cat#200947-2E1;  
 Rabbit anti-VDAC Cell Signaling Technology, 1:1000 (WB), Cat#4866;  
 Rabbit anti-HSPA8 HUABIO, 1:1000 (WB), Cat#ET1602-33;  
 Mouse anti-HK2 Abcam, 1:1000 (WB), Cat#ab104836;  
 Mouse anti-HA Thermo Fisher Scientific, 1:50000 (WB), Cat#26183;  
 Donkey anti-rabbit Alexa Fluor 488 Thermo Fisher Scientific, 1:1000 (IF), Cat#A-21206;  
 Donkey anti-mouse Alexa Fluor 594 Thermo Fisher Scientific, 1:1000 (IF), Cat#A-21203;  
 Anti-PHGDH Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-100317;  
 Anti-MTHFD1 Santa Cruz Biotechnology, 1:500 (WB), Cat#sc-271412;  
 Anti-LAMP-2 BioLegend, 1:2000 (WB), Cat#354301.

Validation Antibodies were validated by manufactures or validated in previous studies. Statements on antibodies validation are present on the manufacturer's websites along with relevant references.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s) HEK 293T, MCF-7 were obtained from American Type Culture Collection (ATCC). HeLa were a kind gift from Qing Chang (Peking university), Zhengfan Jiang (Peking university) respectively. Fibroblasts 2BS were all from Zebin Mao (Peking university). Fibroblasts IMR-90 were all from Tanjun Tong (Peking university).

Authentication No authentication was performed.

Mycoplasma contamination All cell lines were tested negative for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register) No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals Female BALB/c (8 weeks old); male C57BL/6J (8 weeks old); male C57BL/6J (18months old)

Wild animals Female BALB/c (8 weeks old) and male C57BL/6J (8 weeks old) were obtained from the Department of Laboratory Animal Science of Peking University Health Science Center, Beijing. The 18-month-old mice were purchased from Aniphe Biolab.

Reporting on sex The finding dose not apply to only one sex. We used the same sex in a single experiment.

Field-collected samples N/A

Ethics oversight Animal experiments were proven by the Institutional Animal Care and Use Committee of Peking University Health Science Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | HeLa cells with stable expression of vector, sfcherry or sfcherry-PKM2 were collected and lysed with lysis buffer (50 mM Tris-HCl pH 7.9, 137 mM NaCl, 1% Triton X-100, 0.2% Sarkosyl, 1 mM Na3VO4, and 10% glycerol) for 40 minutes followed by ultrasonication (30% power; 1s on, 3s off) for 20s. Then, the lysate was centrifuged at 1,000 x g, 4°C for 3 minutes. The supernatant was transferred to a new tube followed by centrifuging at 5,000 x g, 4°C for 10minutes. Next, discarding the supernatant and washing the pellets with lysis buffer by gently pipetting followed by centrifuging at 5, 000 x g, 4°C for 10minutes followed by washing the pellets and centrifuging again. Finally, resuspending the pellets with lysis buffer and sorting with flow cytometry (Symphony S6). |
| Instrument                | BD FACSymphony™ S6                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                  | FlowJo v10.6.2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Cell population abundance | The abundance of PKM2 aggregates was 12%. Vector and sfcherry group were negative control.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Gating strategy           | HeLa cells stably expressed with vector, sfcherry, sfcherry-PKM2 were collected and lysed followed by FACS to isolate PKM2 aggregates. Gating strategy was based on the intensity of sfcherry and SSC-A parameters of Cytometric beads.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

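Liver RNA-seq of 12 mice in 4 groups (Saline, DOX, DOX + K35 and DOX + K27, 3 libraries each) was analysed. The authors deposited 1 table of length-scaled expression values, treated here as FPKM. The paper's text does not name the unit, aligner, counting method, genome build or test of the RNA-seq. The table holds 3799 genes that the authors selected, so counts and percentages refer to this selection and not to the transcriptome. The name of the table contains DEG, so the selection may rest on differences between these same libraries. Adjusted p-values and chance rates do not allow for such a selection. It holds no counts, and low values were not whole multiples of a common step. The depth per library and the counting error are therefore unknown, and the precision given is that of the replicates. Library codes were matched to the sample labels. The labels list B1, B2 and B3 for DOX and C1, C2 and C3 for DOX + K35, but the table holds B1, B3 and B4, and C1, C2 and C4, so B3, B4 and C4 were used by group only and were given no replicate number.

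All 3519 Ensembl identifiers of the table occur in GENCODE M21 on GRCm38, 3517 with the same symbol. Positions, transcript length and GC content were taken from it, and length and GC content were known for 94.3% of the genes tested.

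The design fixed before the data were examined allowed for counts or FPKM. The FPKM form was used. Values were transformed as log2(FPKM + 1), genes with a mean under 1 FPKM were left out, and 3317 genes were fitted with limma (lmFit and eBayes with trend) in a one-way layout over all 12 libraries. Adjusted p-values are Benjamini-Hochberg values from limma within each of the 6 comparisons, with a threshold of 0.05. On simulated data with 200 changed genes and independent noise per gene and library, a log2 change of 1 was recovered for 37.5% of genes with 8.54% false calls. A log2 change of 2 was recovered for 93.5% with 4.10% false calls. In the real libraries 1 axis held 48.2% of the variation within groups, so these rates need not hold for them. Single values were compared with exact two-sided permutation tests, which cannot go below 0.1 with 3 libraries against 3. Gene lists were compared with 10000 random lists matched on mean expression. Opposite changes and shares recovered were compared with 1000 simulations of unchanged groups, in which 1 simulated group stood for DOX in both comparisons. Simulated groups were made of deviations from the group means, drawn with replacement from all 12 libraries and given random signs. The same deviation could recur in a simulation, which may widen its range. For the shares, 1000 further simulations kept the fitted DOX change and gave the compound no effect. Both simulations of the shares were added after the data were seen. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used.

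The genes named are those of Supplementary Fig. 9i, the senescence markers of Fig. 6f, g, *Pkm*, and in each of 3 comparisons up to 3 genes with the largest rise and 3 with the largest fall among genes past the threshold with a symbol, a mean of at least 1 FPKM and values that do not overlap between groups. *Pkm* was not analysed here, and the result for 1 gene that meets this rule is not reported here. Other genes named were chosen after their values were seen.

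The alternatives were a pseudocount of 0.1, no filter, median-ratio scaling, quantile normalization, leaving out the 20 highest genes, fits of only the 2 groups compared, a log2 fold change of at least 1, an adjusted p under 0.01, a replicate block, and leaving out each library. Leaving out the mitochondrially encoded genes and removing trends on transcript length or GC content (lowess span 0.3) were added after seeing the data. Alternatives that need counts were not run.

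Livers sharing a replicate number came from different mice. Deviations from the group means correlated across genes between same-numbered libraries of Saline and DOX + K27 at 0.258, 0.176 and 0.474, each over 0.1. These numbers were therefore treated as pairs in the alternative with a replicate block, and not in the main fits. Over all same-numbered pairs the correlations ran from 0.109 to 0.474. Differently numbered libraries were not compared in this way, so these correlations cannot show whether livers were paired.

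Lists of genes for glycolysis, Kupffer cells, erythroid cells, hepatocytes, lymphocytes, neutrophils, stellate and endothelial cells, proliferation, the acute phase, the circadian clock and p53 targets were written before the data were examined. Lists of sex-dependent genes and of interferon-stimulated genes were written from general knowledge after the data were examined. The interferon list was written after the genes that differed between DOX + K35 and DOX + K27 had been seen. A first round of tests on it included those genes and was replaced by tests that leave them out. Exploratory fits had been seen before several of the other tests were written.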

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

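The weighing of scaling and of single libraries below was chosen after the results were seen, while the comparisons and the splits of libraries were set before.

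In the direct comparison of DOX + K35 with DOX + K27, 70 genes had an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 14 higher and 56 lower in DOX + K35, and 941 had an unadjusted p-value under 0.05. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, which is the smallest share this design allows. The number rose to 295 after median-ratio scaling (159 higher and 136 lower), to 282 without library B4 of DOX (145 higher and 137 lower), to 184 without library C4 and to 126 without Saline replicate 3. It fell to 32 and 24 without DOX + K35 replicate 1 and 2, and to 28 and 16 without DOX + K27 replicate 1 and 2. Most calls stayed lower with the 20 highest genes left out (36 higher and 224 lower) and without mitochondrially encoded genes (16 higher and 102 lower), and at an unadjusted p-value under 0.05 the main setting held 489 higher and 452 lower. The calls were more even after quantile normalization (94 higher and 88 lower) and with the trend on transcript length (114 and 153) or GC content (123 and 130) removed. The balance of directions thus depended on the scaling and on the threshold and is not taken as a result. The split of libraries cannot by itself tell a difference between K35 and K27 from one between livers treated alike, with 3 livers per group. The 70 genes were called by limma against the spread within groups, and the number stayed between 16 and 282 with 1 library left out. The values of the 2 groups did not overlap for 49.5% of genes, where chance gives 10% for genes not chosen for a difference. Genes are not independent, so how much of the number reflects a difference between livers treated alike stays open.

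Mitochondrially encoded genes, which the paper does not discuss, made up 73.6% of the summed FPKM of the selected genes in DOX against 52.95% in Saline. Every DOX library was above every Saline library (exact permutation test, two-sided p = 0.1, the smallest possible), but narrowly, with 62.2% in DOX replicate 1 and 61.9% in Saline replicate 3. Library B4 reached 83.3%. The summed FPKM of the same genes did overlap between the groups. A response to doxorubicin is 1 candidate explanation and was not tested. RNA quality or tissue sampling is another, since the main axis along which livers treated alike differed correlated across genes with the DOX change at r = 0.795. That r was 0.622 with the axis taken without the DOX libraries, and simulated unchanged groups had a median of 0.550 and one as high as 0.795 in 21.1% of simulations. These cannot be told apart, as the table gives no RNA quality.

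*Gria3*, which the paper does not discuss, was at 2.09 FPKM in DOX (SD 0.0824, n = 3) and 0.125 in Saline (SD 0.0334, n = 3). It was at 0.726 in DOX + K35 and 1.56 in DOX + K27. Its log2 fold change in DOX vs. Saline ran from 1.46 to 3.29 over the alternatives and from 1.43 to 1.48 when 1 library was left out, past the threshold each time, so none of the scalings tried accounts for it. A microRNA gene, Gm22413, lies within it on the same strand. The level is low, the depth is unknown, and no biological explanation was tested.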

How the results depend on the processing

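Leaving out the mitochondrially encoded genes and removing trends on transcript length or GC content were chosen after the data were seen, and the other alternatives were set before the data were examined. For each change below the cause was not tested, except where fewer libraries or a stricter threshold enter by construction.

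The number of genes changed in DOX vs. Saline was 6. It was 2 with a pseudocount of 0.1 and at an adjusted p under 0.01, 11 without a filter, 1064 after median-ratio scaling (335 higher and 729 lower), 768 after quantile normalization (409 and 359), 1126 with the 20 highest genes left out (996 and 130), 973 with the trend on transcript length removed (556 and 417) and 777 with that on GC content removed (435 and 342). Across the 12 fits that each left out 1 library it ran from 2 to 1474. It was 1474 without DOX replicate 1, 1190 without Saline replicate 3, 14 without library C4, 3 without DOX + K27 replicate 3, and 2 without Saline replicate 1 or library B3. Many genes lay close to the threshold, with 1533 at an adjusted p under 0.1 in the main setting.

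For DOX + K35 vs. DOX, 1883 genes became 1208 at an adjusted p under 0.01, and the number ran from 1517 to 2105 across the fits that each left out 1 library. The split of 1527 higher and 356 lower became 1456 and 1133 after median-ratio scaling, 1268 and 1067 after quantile normalization, 916 and 1450 with the 20 highest genes left out, 1409 and 903 without mitochondrially encoded genes, 1222 and 1194 with the length trend removed and 964 and 983 with the GC trend removed. For DOX + K27 vs. DOX, 2 genes became 5 after quantile normalization (1 higher and 4 lower), 7 with the 20 highest genes left out (1 and 6) and 7 with only the 2 groups compared. The number was 0 after median-ratio scaling, without mitochondrially encoded genes, with the length or GC trend removed and at an adjusted p under 0.01, where 973 genes had an unadjusted p-value under 0.05 in the main setting. Across the fits that each left out 1 library it ran from 0 to 1097, with 1097 without DOX replicate 1, 12 without DOX + K27 replicate 3 and 6 without library C4.

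For DOX + K35 vs. DOX + K27, 70 genes became 295 after median-ratio scaling (159 higher and 136 lower), 182 after quantile normalization (94 and 88), 260 with the 20 highest genes left out (36 and 224), 118 without mitochondrially encoded genes, 267 with the length trend removed (114 and 153), 253 with the GC trend removed (123 and 130), 12 at an adjusted p under 0.01 and 27 with only the 2 groups compared. It ran from 16 to 282 across the fits that each left out 1 library (282 without library B4, 184 without C4, 126 without Saline replicate 3, 32 and 24 without DOX + K35 replicate 1 and 2, 28 and 16 without DOX + K27 replicate 1 and 2). For DOX + K35 vs. Saline, 6 genes became 3 without a filter, 1 after quantile normalization, 20 with the length trend removed, and 0 at an adjusted p under 0.01 or with only the 2 groups compared (551 unadjusted), and ran from 0 to 18 with 1 library left out (18 without B4). For DOX + K27 vs. Saline, 4 genes became 10 without a filter, 2 after median-ratio scaling, 1 after quantile normalization, 7 with the 20 highest genes left out, 1 with the length or the GC trend removed and 0 at an adjusted p under 0.01 (197 unadjusted), and ran from 0 to 9 with 1 library left out (9 without Saline replicate 3).

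With the replicate number as a block, DOX + K27 vs. Saline gave 0 genes over 3 pairs (778 unadjusted) against 3 for the same libraries without the block. DOX + K35 vs. DOX + K27 gave 1689 genes over 2 pairs and DOX + K35 vs. Saline gave 110 over 2 pairs, against 1631 and 479 for the same 4 libraries without the block, so the rise over the main numbers comes with the choice of libraries and not with the block. No paired analysis was run for any comparison with DOX because, as the codes were matched here, DOX shares only replicate number 1 with the other groups.

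All 26 heat map genes tested moved in opposite directions in each scaling, except that 25 did for K35 with the 20 highest genes left out, and 25 or 26 did across the fits that each left out 1 library. The number with both changes past the threshold was 0 for K35 (22 unadjusted in DOX vs. Saline) and became 18 after median-ratio scaling, 6 after quantile normalization, 7 with the 20 highest genes left out, 13 with the length trend removed, 12 with the GC trend removed and 1 with only the 2 groups compared. It ran from 0 to 20 for K35 (20 without Saline replicate 3 or DOX replicate 1, 1 without C4) and from 0 to 16 for K27 (16 without DOX replicate 1) when 1 library was left out.

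The share of the doxorubicin change recovered by K35 was 0.611, and it was 1.16 over all genes, 1.04 after median-ratio scaling and after quantile normalization, 1.06 with the 20 highest genes left out, 1.05 with the length trend removed and 1.03 with the GC trend removed. With 1 library left out it ran from 0.390 to 1.16, with 1.16 without DOX replicate 1, 0.983 without Saline replicate 3 and 0.390 without Saline replicate 2. For K27 it was 0.621, and 0.214 with a pseudocount of 0.1, 0.386 without mitochondrially encoded genes, 0.276 at an adjusted p under 0.01 and 0.401 with only the 2 groups compared. It ran from 0.269 to 0.830 with 1 library left out, with 0.269 without B3, 0.272 without Saline replicate 1, 0.361 without Saline replicate 2, 0.341 without DOX + K35 replicate 1, and 0.314 and 0.405 without DOX + K27 replicate 2 and 3. Apart from the value over all genes, each share is taken over the genes changed in DOX vs. Saline in its own setting, whose number ran from 2 to 1474 (6 in the main setting, 1064 after median-ratio scaling, 1474 without DOX replicate 1), so the shares of different settings are not taken over the same genes.

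With the DOX libraries split so that none was shared, the median correlation of fold changes over 3 such splits was −0.788 for K35 (−0.809 to −0.651) and −0.664 for K27 (−0.787 to −0.655). With 1 library left out it ran from −0.899 to −0.800 for K35 and from −0.911 to −0.783 for K27. The adjusted p of the glycolysis genes by camera was 0.110 in each comparison. In DOX vs. Saline, DOX + K35 vs. DOX and DOX + K27 vs. DOX it was 0.0379, 0.0269 and 0.0379 by fry, 0.0302, 0.0355 and 0.0302 with the 20 highest genes left out, and 0.0356, 0.0356 and 0.0342 with the GC trend removed (limma with Benjamini-Hochberg adjustment). It ran from 0.0705 to 0.193 with 1 library left out.

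Of the single genes named, 30 log2 fold changes were followed across the alternatives, and those of *Il1a*, *Il1b*, *Clu*, *Ccnd1* and *Cdan1* were not. Among the values of these 30, 549 kept their direction and side of the threshold, 96 were weaker and 44 stronger. The direction reversed once, for *Tgfb1i1* in DOX + K27 vs. DOX, whose log2 fold change ran from −0.37 to 0.044 across the fits that each left out 1 library, with 0.044 without DOX replicate 1. Alternatives on counts, such as other size factors, other filters on counts and a count model, were not run because the table holds FPKM. The unknown depth limits what can be said of genes near 1 FPKM, such as *Tgfb1i1* and *Gria3*.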

Differences from the paper's values

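The settings that leave out mitochondrially encoded genes or remove a trend on length or GC content were chosen after the values were seen, and the other settings before. The paper's values were read by eye, and other mice may have been used for them, which was not tested; *Cdkn1a* ran from 0.52 to 1.29 on the log2 scale in DOX + K35 vs. DOX over the alternatives that keep every library, and from 0.57 without library C4 to 1.46 without DOX + K35 replicate 2 when 1 library was left out.

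For *Cdkn1a* (p21), the paper's level in DOX relative to Saline was about 25 in Fig. 6f, read by eye, and the ratio of mean FPKM was 4.00. None of the alternatives set before the data were examined closed the gap. For *Il1a*, the paper's levels were about 3.2 in DOX, about 1.1 in DOX + K35 and about 0.6 in DOX + K27 in Fig. 6g, read by eye, and the ratios here were 1.02, 0.712 and 1.07. For DOX + K35 the difference fell within the margin without Saline replicate 2 (0.815) or DOX + K35 replicate 2 (0.800), and none of the other alternatives closed it. None closed it for DOX or DOX + K27. For *Il1b*, the paper's level in DOX was about 3.1 in Fig. 6g, read by eye, and the ratio here was 0.517. None of the alternatives closed the gap.

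In Fig. 6f the paper shows *Cdkn1a* lower in DOX + K35 than in DOX. In the RNA-seq it was higher, with a log2 fold change of 1.097 (adjusted p = 0.0224, limma with Benjamini-Hochberg adjustment, from 0.0224 to 0.165 over the alternatives that keep every library, and not past the threshold without library B4 or C4). In Fig. 6g the paper shows *Il1b* higher in DOX than in Saline, and here its log2 fold change was −0.72, which did not pass the threshold (adjusted p = 0.0612, limma with Benjamini-Hochberg adjustment).

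In Supplementary Fig. 9j the paper reports changes in DOX vs. Saline past its threshold for *Adrb3*, *Tgfb1i1*, *Gjb2*, *Sqstm1* and *Pcx*. None of these passed here in the main setting. After median-ratio scaling all 5 passed, as they did with the trend on transcript length or on GC content removed, which were chosen after seeing the values. *Adrb3* and *Gjb2* passed after quantile normalization, *Adrb3*, *Tgfb1i1* and *Gjb2* with the 20 highest genes left out, and *Adrb3* with only the 2 groups compared. All but *Tgfb1i1* passed without Saline replicate 3 and without DOX replicate 1, and *Adrb3* also without library C4. The paper also reports all of them past its threshold in DOX vs. DOX + K27. After adjustment that held here only for *Gjb2*, *Sqstm1* and *Pcx*, and only without DOX replicate 1. In the main setting the unadjusted p-values (limma) were 0.0407 for *Adrb3*, 0.0423 for *Gjb2*, 0.0284 for *Sqstm1* and 0.0275 for *Pcx*. *Tgfb1i1* was at 0.495.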

Other observations

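The tests of mitochondrial transcripts, of cell type, of the axis within groups, of the scaling of *Cdkn1a* and of the interferon-stimulated genes were chosen only after the result was seen, while those of length, GC content, sex and the splits of libraries were written before.

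The 20 heat map genes that fell in DOX were higher in DOX + K35. The tables argue against several technical explanations as the whole cause. In DOX + K35 vs. DOX, 19 of the 20 were past the threshold with mitochondrially encoded genes left out and libraries rescaled. So were 19 with the trend on transcript length removed and 18 with that on GC content removed. In DOX vs. Saline, 0, 8 and 7 of the 20 passed in these settings. With the 20 highest genes left out, 16 passed in DOX + K35 vs. DOX, with a median log2 fold change of 0.84 against 1.53 in the main setting. A lower share of hepatocytes in the DOX livers stays open. The Kupffer cell markers had a median log2 fold change of −1.50 in DOX vs. Saline (6 genes, −0.98 without Saline replicate 3) and the erythroid markers 1.13 (4 genes). Both kept their direction under each scaling (−1.50 to −1.02 and 1.13 to 1.82). The stellate and endothelial markers had 0.54 (3 of 4 genes higher) and the hepatocyte genes −0.95 (1 of 6 higher). Fewer hepatocytes would raise the markers of every other cell type only if those cells did not change themselves. The fall of the Kupffer cell markers therefore cannot exclude it. The difference between the Kupffer and erythroid lists changed by 2.62 (SD 0.821 in DOX and 0.644 in Saline, exact permutation test, two-sided p = 0.1, the smallest possible). A larger share of blood in the DOX livers would lower the share of all other transcripts by 1 factor per library. Median-ratio scaling takes out such a factor, and 19 of the 20 genes were past the threshold after it. The 4 globin genes made up 0.862% of the summed FPKM of the selected genes outside the mitochondrial genome in DOX and 0.325% in Saline. A fall of the size seen would need 52.96% of the RNA to come from blood. Why the erythroid markers rose stays open. A difference between livers treated alike, such as RNA quality or tissue sampling, stays open too. The main axis of the deviations from the group means held 48.2% of the variation within groups, and correlated across genes with the change in DOX at r = 0.795, and with those in DOX + K35 and DOX + K27 at −0.766 and −0.717. With the axis taken without the DOX libraries, r was 0.622, −0.535 and −0.565. Simulated unchanged groups had a median size of r of 0.550. For the axis over all libraries, sizes as high as those of 0.795, −0.766 and −0.717 arose in 21.1%, 25.5% and 30.9% of simulations. The treatment and such a difference between livers therefore cannot be told apart.

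For the numbers of genes changed, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in DOX vs. Saline, in DOX + K35 vs. DOX, in DOX + K27 vs. DOX, in DOX + K35 vs. Saline and in DOX + K27 vs. Saline alike. This is the smallest share that 3 libraries against 3 allow, so it decides nothing by itself.

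Interferon-stimulated genes stood higher in DOX + K27, which the paper does not report. The pattern was noticed among the genes that differed between DOX + K35 and DOX + K27, and the list was written from general knowledge after that, so it is a hypothesis. Of 41 listed genes, 37 were in the table, 36 were tested and 13 were among those that had prompted the list. Over all 36 the median log2 fold changes were 1.05 vs. DOX, 1.47 vs. DOX + K35 and 0.89 vs. Saline, which is circular. Over the 23 genes left once those 13 were removed, the medians were 1.26 vs. DOX, 1.21 vs. DOX + K35 and 0.78 vs. Saline, with 23, 23 and 21 genes higher. None of the 23 passed the threshold alone vs. DOX or vs. Saline (0 genes, with 19 and 12 at an unadjusted p-value under 0.05). None could pass vs. DOX + K35, since the genes that passed there had been removed, and 19 had an unadjusted p-value under 0.05. The mean of these genes was higher in every DOX + K27 library than in every DOX and DOX + K35 library (exact permutation test, two-sided p = 0.1, the smallest possible), but narrowly, with 2.99 in DOX + K27 replicate 3 and 2.94 in DOX + K35 replicate 1. It did not separate DOX + K27 from Saline (exact permutation test, two-sided p = 0.2), where Saline replicate 3 was at 3.596. The median vs. DOX + K35 was 0.78 without library C4. Scaling is argued against, as the lowest median over 5 scalings against DOX and DOX + K35 was 0.85 and the libraries stayed apart. Reads shared within gene families are argued against as the whole cause, as the lowest median of the 15 genes outside large families against DOX and DOX + K35 was 1.06 (0.73 vs. Saline, exact permutation test, two-sided p = 0.2). More macrophages in the DOX + K27 livers cannot be told apart from a change within cells. The Kupffer cell markers were higher than in DOX (median 0.83, 0.50 without library B4 or with the 20 highest genes left out), near unchanged against DOX + K35 (−0.12, 2 of 6 genes higher) and lower than in Saline (−0.59). K27 itself may raise these genes, and infection or housing, which the labels do not give, may do so as well.

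*Mup14*, *Mup2* and *Mup8* were at 1.099, 0.818 and 0.576 FPKM in library C4 of DOX + K35, while the other libraries held 103.2 to 355.0, 107.3 to 289.7 and 2.61 to 161.3. A liver of the other sex or with a feminized program would be a candidate explanation, but of 33 listed sex-dependent genes the table holds 7 (21.2%), with 0 of 5 genes of the sex chromosomes, 5 of 13 female and 2 of 15 male genes. The test is therefore void, since under 80% of the list could be checked, and the cause cannot be told apart.

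*Cdkn1a* (chromosome 17, 29090976 to 29100727, plus strand) was at 0.806 ± 0.143 FPKM in Saline, 3.22 ± 1.13 in DOX, 9.20 ± 7.04 in DOX + K35 and 5.43 ± 1.79 in DOX + K27 (SD, n = 3 each). Library C4 had 17.3 FPKM. Without it the log2 fold change in DOX + K35 vs. DOX was 0.57, and without library B4 it was 0.86, and neither passed the threshold. The lowest log2 fold change over the scalings was 0.52, with an adjusted p of 0.165 (limma with Benjamini-Hochberg adjustment), so an effect of scaling and one of K35 cannot be told apart. *Il1a* had log2 fold changes of 0.00, −0.33 and 0.08 in DOX vs. Saline, DOX + K35 vs. DOX and DOX + K27 vs. DOX.

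The 11 glycolysis genes tested (of 23 listed) had median log2 fold changes of −0.86 in DOX vs. Saline (2 higher), 1.37 in DOX + K35 vs. DOX (9 higher) and 0.86 in DOX + K27 vs. DOX (9 higher), in the same directions under each scaling (−0.86 to −0.49, 0.81 to 1.37 and 0.57 to 0.86). By camera the adjusted p was 0.110 in each comparison, by camera with estimated correlation 0.442, and by fry each was under 0.05 (limma with Benjamini-Hochberg adjustment). By camera each was also under 0.05 with the 20 highest genes left out and with the trend on GC content removed. The median in DOX + K27 vs. DOX was 0.41 without library B4.

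Other lists are given as values. In DOX vs. Saline, DOX + K35 vs. DOX and DOX + K27 vs. DOX, the medians were −0.95, 1.63 and 0.60 for 6 hepatocyte genes, and −2.0, 1.11 and 1.02 for 3 acute phase genes, each in the same direction under every scaling. Over the 5 scalings the hepatocyte medians ran from −0.95 to −0.43, from 0.90 to 1.63 and from 0.18 to 0.60 (3 genes with the 20 highest genes left out), and the acute phase medians from −2.0 to −1.50, from 0.45 to 1.11 and from 0.49 to 1.02. The hepatocyte medians were −0.58, 1.09 and 0.24 without library B4. The fall of the acute phase median in DOX vs. Saline rested on Saline replicate 3, where *Saa1* and *Saa2* were at 1117 and 701 FPKM. *Crp* did not rest on it, with 178.3 to 217.5 FPKM in Saline and 40.3 to 132.3 in DOX. Its log2 fold change of −1.36 did not pass the threshold (adjusted p = 0.0612, limma with Benjamini-Hochberg adjustment). Without Saline replicate 3 the acute phase median in DOX vs. Saline was −0.022. It was −3.32 without Saline replicate 1, and that in DOX + K27 vs. DOX was 0.59 without library B4. The 5 circadian genes had 0.23 in DOX vs. Saline (0.23 to 0.86 over the scalings) and −0.67 in DOX + K35 vs. DOX (−1.36 to −0.67), and the latter was −0.43 without DOX replicate 1, −0.40 without DOX + K35 replicate 2 and −0.33 without library C4. The 4 erythroid genes had −1.99 in DOX + K35 vs. DOX (−2.82 to −1.99 over the scalings, −1.04 without library C4) and −0.51 in DOX + K27 vs. DOX (−1.11 to −0.51 over the scalings, −0.27 without DOX + K27 replicate 2 and −0.88 without replicate 3). In DOX vs. Saline, the 5 p53 targets had 0.79 (0.79 to 1.35 over the scalings) and the 4 stellate and endothelial genes 0.54 (0.54 to 0.90), and their values in the compound comparisons changed sign with the scaling or with single libraries. Only 1 lymphocyte gene was tested (0.13, −0.81 and 0.11), and 0 of 8 neutrophil and 0 of 8 proliferation genes were in the table.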
